# The molecular framework balancing growth and defense in response to plant elicitor peptide-induced signals in Arabidopsis

**DOI:** 10.1093/plcell/koae327

**Published:** 2024-12-19

**Authors:** Souvik Dhar, Soo Youn Kim, Hee-Ji Shin, Jongsung Park, Ji-Young Lee

## Abstract

Elevated stress signaling compromises plant growth by suppressing proliferative and formative division in the meristem. Plant elicitor peptide, an endogenous danger signal triggered by biotic and abiotic stresses in Arabidopsis (*Arabidopsis thaliana*), suppresses proliferative division, alters xylem vessel organization, and disrupts cell-to-cell symplastic connections in roots. To gain insight into the dynamic molecular framework that modulates root development under elevated danger signals, we performed a time-course RNA-sequencing analysis of the root meristem after synthetic PEP1 treatment. Our analyses revealed that SALT TOLERANCE ZINC FINGER (STZ) and its homologs are a potential nexus between the stress response and proliferative cell cycle regulation. Through functional, phenotypic, and transcriptomic analyses, we observed that STZ differentially controls the cell cycle, cell differentiation, and stress response genes in various tissue layers of the root meristem. Moreover, we determined the *STZ* expression level critical for enabling the growth–defense tradeoff. These findings provide valuable information about the dynamic gene expression changes that occur upon perceiving danger signals in the root meristem and potential engineering strategies to generate stress-resilient plants.

## Introduction

As sessile organisms, plants use strategies that are distinct from those of animals when they encounter biotic and/or abiotic stressors. Plants quickly invest in defense and stress tolerance programs to survive at the expense of growth (Huot et al. 2014; He et al. 2022). For this transition, stress tolerance, starting with a complex exchange of plant–environmental signals at the cellular level, should propagate to the entire organ and body and suppress the growth program in meristems (Figueroa-Macias et al. 2021). Understanding the dynamics of the perception and propagation of stress signals and their downstream transcriptional framework would improve our understanding of how plants balance growth and stress responses and help develop sustainable crops under environmental changes.

Biotic and abiotic stress signals from the environment trigger the production of “danger signals” in cells. Danger signals in the form of small metabolites or peptides are secreted outside the cell and sensed by neighbors, thereby activating stress responses. Plant elicitor peptides (PEPs) are endogenous danger signals that are produced in response to biotic and abiotic stressors and enhance stress tolerance (Huffaker et al. 2006, 2013; Ross et al. 2014; Yamada et al. 2016; Nakaminami et al. 2018; Hander et al. 2019). In Arabidopsis (*Arabidopsis thaliana*), synthetic PEP1 treated to seedlings suppresses apical root growth, triggers the formation of excessive root hairs, and alters the vascular tissue arrangement within the stele (Poncini et al. 2017; Dhar et al. 2021; Okada et al. 2021). However, how PEP transcriptionally modulates root development and whether this is a part of the growth–defense tradeoff remain to be elucidated.

Transcriptional gene regulatory networks (GRNs) are essential for stress response at various levels. Many transcription factors (TFs) involved in stress responses have been identified, and GRNs involving these TFs have been actively investigated (Han et al. 2020b). Among the more than 2,000 TFs in Arabidopsis, zinc finger proteins form one of the largest TF families and are divided into various subfamilies based on the position of Cys and His residues in their secondary structures (Miller et al. 1985; Klug 2010; Han et al. 2014). The C2H2-type zinc finger TF family, which includes 176 genes in Arabidopsis (Englbrecht et al. 2004; Xie et al. 2019), has been reported to function in plant growth and development, biotic and abiotic stress resistance (Han et al. 2020a), and programmed cell death (PCD) (Feng et al. 2023).

In this study, we used synthetic PEP1 as a mediator that triggers a broad range of stress responses similar to that induced by biotic and abiotic stressors and then investigated GRNs downstream of PEP signaling to identify key TFs controlling stress response and root growth and development. Our results suggest that SALT TOLERANCE ZINC FINGER (STZ/ZAT10) and the related C2H2 zinc finger TFs, including ZINC FINGER OF ARABIDOPSIS THALIANA 6 (ZAT6) and ZINC FINGER PROTEIN 3 (AZF3), serve as a nexus between the stress response and root apical growth. PEP1 rapidly induces the expression of these TFs in root apical meristems. Transgenic roots overexpressing *STZ* phenocopied roots treated with PEP1, which had reduced meristem activity and expanded xylem differentiation domain (Dhar et al. 2021). This phenotype was consistent with changes in transcriptomes in response to STZ in the root meristem, in which cell cycle genes were suppressed, whereas PCD genes involved in xylem differentiation and stress response TFs were activated. In this regulation, suppressing cell cycle genes required a higher STZ dosage than activating stress response TF genes. These findings emphasize the significance of PEP signaling in controlling TF action to balance growth and defense and provide potential applications in sustainable crop plant growth under stressful conditions.

## Results

### PEP1-mediated transcriptional changes in the root meristem

Synthetic PEP1 drastically suppresses apical root growth by inhibiting proliferative cell divisions (Poncini et al. 2017; Jing et al. 2019; Dhar et al. 2021). We observed a clear reduction in meristem size as early as 6 h after PEP1 treatment (Supplementary Fig. S1). We also observed that PEP1 influences the formative division of vascular initials in the meristem (Dhar et al. 2021). To understand the genes and regulatory pathways that PEP1 directs for cellular reprogramming in the root meristem, we performed time-course transcriptome profiling of PEP1-treated root meristems (Fig. 1A). Root meristems were dissected from 5-d-old Arabidopsis Col-0 seedlings that were treated with 1 *μ*m of synthetic PEP1 for 3, 6, 12, and 24 h. The total RNA extracted from these samples was processed for sequencing using the Illumina NovaSeq6000 system.

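Root meristems of Arabidopsis Col-0 seedlings were sequenced in 16 libraries. Seedlings received 1 µM PEP1, a peptide that plants release on damage, and 3 libraries were made at each of 3, 6, 12 and 24 h. The 4 mock libraries, from seedlings given distilled water, came from 1 time each: replicate 1 from 24 h, replicate 2 from 12 h, replicate 3 from 3 h and replicate 4 from 6 h. By the paper's methods, all seedlings had the same age at harvest, so these times are lengths of treatment and not ages. Stranded mRNA libraries were read as 100-bp pairs. The authors trimmed the reads and mapped them to TAIR10 in CLC Genomics Workbench, and each library's table gives counts of total gene reads, counts of unique gene reads and RPKM for every gene. The paper's text does not name the strand setting of the counting, so overlapping genes may share reads. Total gene reads ran from 21471238 to 27788994 per mock library, with a median of 26398010. They ran from 23067560 to 27050443 at 3 h of PEP1 (median 24673435) and from 21266109 to 25255021 at 6 h (median 23692944). The range was 23753600 to 27561505 at 12 h (median 25043152) and 20945569 to 23225210 at 24 h (median 23123065). Levels are given as CPM, counts scaled to the size of the library. The paper's results name the mock samples as the control, and its methods name the respective mock sample. Genes that the paper lists as called at all 4 times differed from the mean of the 4 mocks, but not always from the mock of their own time. For these reasons the 4 mocks were taken as 1 control group. Each time of PEP1 was compared with them by edgeR's quasi-likelihood test with TMM scaling, on the total gene reads of the 20140 genes that passed the filter on low counts. The same fit compared the times of PEP1 with one another. Genes were called induced or suppressed at the paper's thresholds, an adjusted p under 0.01 and a fold of 1.5 or more. Gene lists of pathways, cell types and families were tested with camera from limma at a preset correlation of 0.01. The control group was thus chosen with some values of these libraries in view. The gene lists, the edgeR and camera tests and the thresholds of the calls were set before the rest of the data was examined. Tests chosen later are named as such where they are used.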

**Figure 1.**
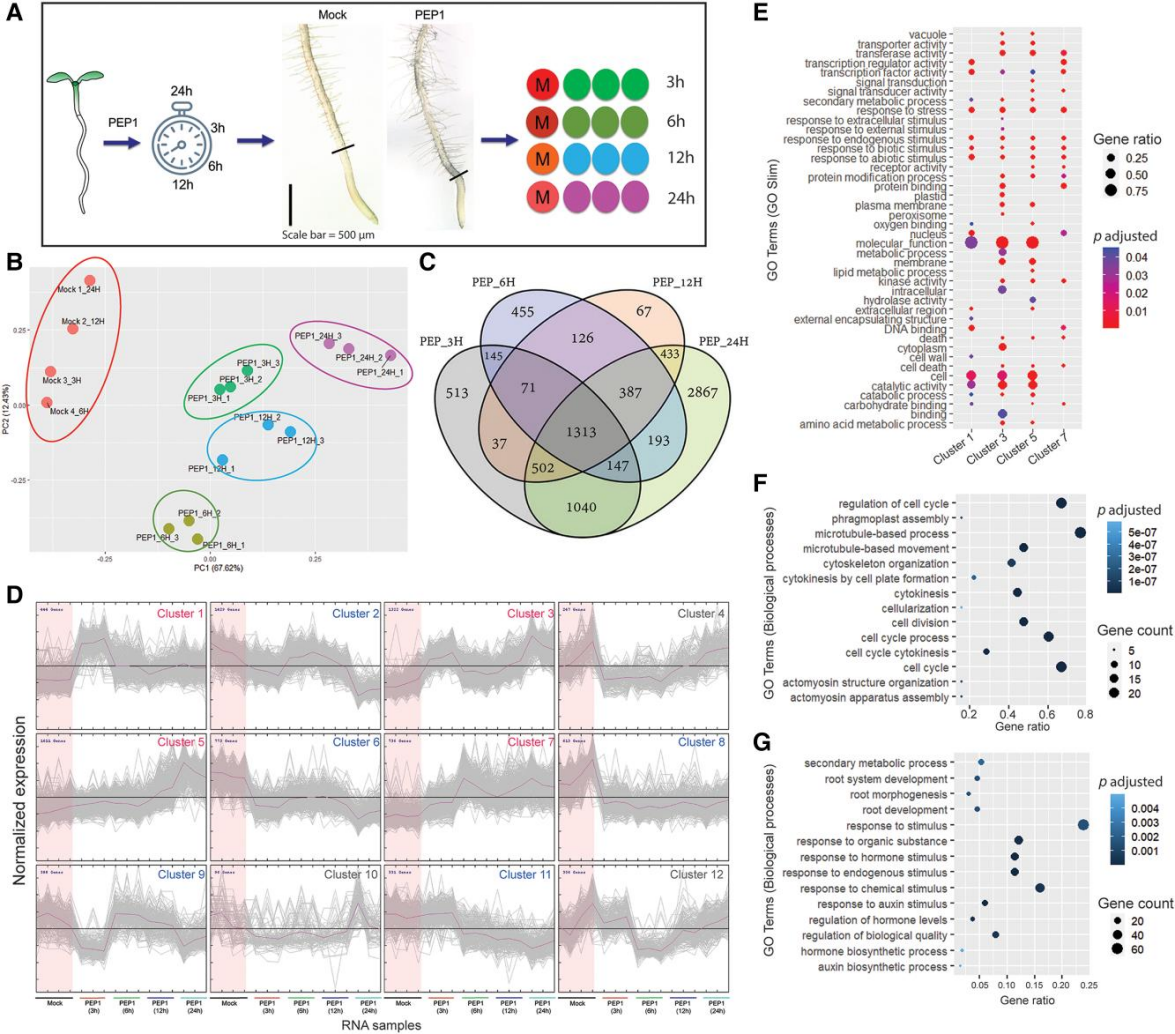
Identification of PEP1-influenced meristem-specific regulatory cascades through a time-course RNA sequencing. **A)** Schematic representation of the RNA-seq experiment. We used 4 different time points (3, 6, 12, and 24 h) to harvest meristem samples for RNA isolation. Representative 5 DAT root tips treated with (PEP1) or without (mock) 1 *µ*m PEP1 for 24 h are shown. Scale bar = 500 *µ*m (applicable to both root images). **B)** PCA of 16 RNA-seq samples based on the top 5,000 most DEGs. **C)** A comparison of DEGs (FDR < 0.01, |fold change| ≥ 1.5) identified in this study. Comparison was made between the 3-, 6-, 12-, and 24-h post-PEP1-treated root meristem samples. A total of 8,296 unique DEGs were identified and are listed in Supplementary Table S3. **D)** K-means clustering of the 8,296 DEGs were grouped into 12 clusters (Supplementary Table S4). The induced clusters, 1, 3, 5, and 7, are marked in red, the suppressed clusters, 2, 6, 8, 9, and 11, are marked in blue, and the clusters, 4, 10, and 12, not used for further analysis in this study are marked in gray. The gray plots in each cluster indicate the normalized expression dynamics of individual genes, and the purple plot represents a mean expression dynamic. **E)** GOSlim enrichment analysis (FDR < 0.05) of PEP1-induced DEGs from Clusters 1, 3, 5, and 7 in **D)**. The total number of DEGs in these clusters and the respective GO (biological processes) enrichment analyses are presented in Supplementary Tables S5 and S6. **F and G)** Dot plots represent GO (biological processes) enrichment analysis (FDR < 0.01) of the PEP1-suppressed DEGs from Clusters 9 and 11 in **D)**. Notably, among the PEP1-suppressed clusters, Clusters 9 and 11 were enriched for cell cycle and root development, respectively. The top 14 GO terms in each cluster are listed. A full list of enriched GO terms for each cluster is presented in Supplementary Table S5. DAT, days after transfer to the growth chamber.

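The 16 libraries held 403627845 mapped read pairs in all, and 390713865 of them were assigned to genes. Genes took 95.32 to 97.53% of the mapped pairs of a library. Of the gene reads, 97.95 to 98.28% mapped to a single gene. The 100 genes with the most reads took 14.2 to 15.93% of a library's reads, and organelle genes took 0.015 to 0.028%. The mapped reads that Table S1 lists, which are the paper's values, ran from 43354488 to 57568668. They equalled 2 times the mapped pairs in 16 of 16 libraries, so each count stands for 1 pair of reads. Replicates differed by more than sampling noise. Between libraries of 1 time of PEP1, the mean chi-square per gene ran from 3.57 to 29.3, where sampling noise alone gives a value of about 1. Between mock libraries, each from another time, it ran from 13.7 to 36.2.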

Over 800 million high-quality clean RNA-seq paired-end reads were generated from 16 samples (Supplementary Table S1). The expression levels (reads per kilobase of transcript per million mapped reads, or RPKM) of all annotated transcripts are presented in Supplementary Table S2. 

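Each library's table held 27655 genes. Reads were counted for 21549 to 22047 genes in a library, and 3061 genes had 0 reads in every library. Of the genes, 27445 matched the reference annotation by locus tag, and 27444 of these had the same TAIR10 start and end. Among the genes in the lists or picked by rule for naming, 22 had under 90% of their reads mapped to them alone, and their values are uncertain. Most of them overlap another gene, and the cause was not tested. MYC2, RLP30, AT4G16983 and AT4G22463 had 0% such reads, and GSTF2 had 0.02%. STZ and ZAT6 were not among these 22 genes, but AZF3 was, with 73.4%. The part of Table S2 at hand lists 1998 genes, and of its 31968 RPKM values, 0 differed by over 0.1% from the values used here.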

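On the first principal component, the 4 mock libraries scored from -56.0 to -41.6 and the 12 PEP1 libraries from -14.2 to 63.7. The gap between the groups was 22.9% of the whole range, and 5.4% and 3.7% on RPKM without logs, scaled and not. The PEP1 libraries of 6 h lay closest to the mocks, at -14.2 to -4.73. Those of 3 h scored 1.94 to 11.4, those of 12 h 4.29 to 28.7 and those of 24 h 41.3 to 63.7. The scores come from the 5000 genes with the highest variance of log2(RPKM + 1). PC1 held 63.7% of their variance, PC2 13.2% and PC3 10.8%. On PC2 the mock of 24 h scored 28.7, that of 12 h 17.1, that of 3 h 8.30 and that of 6 h -0.45. The PEP1 libraries of 6 h had the lowest PC2 scores, from -30.1 to -25.6.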

Principal component analysis (PCA) of the top 5,000 most variable genes revealed that the integrity of the mock samples remained sufficiently distinct to be separated from the PEP1-treated samples by PC1, although each mock sample was collected at different time points (Fig. 1B). We identified a total of 8,296 differentially expressed genes (DEGs; fold change [FC] ≥ 1.5 and false discovery rate [FDR] < 0.01) in PEP1-treated samples compared with the mock samples (Fig. 1C; Supplementary Table S3). 

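PEP1 induced 2002 genes and suppressed 1645 genes at 3 h. At 6 h, 1470 were induced and 1231 suppressed, and at 12 h, 2042 were induced and 899 suppressed. At 24 h the counts were 3814 and 3149. Over all times, 8313 genes were called in edgeR's quasi-likelihood test, and 1272 of them at all 4 times. Against the mock of the same time alone, of which there is 1 library, 853 genes were induced and 603 suppressed at 6 h, and 1111 and 477 at 12 h. In that fit 1944 were suppressed at 24 h, and 614 were called at all 4 times. PER38 (AT4G08780, chromosome 4, 5604105 to 5608290), a peroxidase, rose most at 3 h among induced genes with more than 3 mock counts and unique reads. It rose from 0.063 ± 0.055 CPM (SD, n = 4) in the mocks to 76.8 ± 4.32 (SD, n = 3), a log2 fold change of 10.21 (standard error 0.30, adjusted p = 1.21e-11 from edgeR's quasi-likelihood test). CYP82C2, a cytochrome P450 gene, had 0 mock counts and was at least 957-fold higher at 12 h and at least 787-fold higher at 24 h, taking 3 counts over the mocks together as the floor. By the same floor, the lipase gene GLIP1 was at least 881-fold higher at 24 h. Among suppressed genes with 10 CPM or more in the mocks and no overlap between mock and PEP1 libraries, the lipid-transfer gene AT5G46890 had the lowest log2 fold change at 3 h, -3.81. IPSP was lowest at 6 h and 12 h, with -4.70 and -4.06, and XTH21 at 24 h, with -4.35. IAMT1, an IAA methyltransferase gene, was among the lowest at 6 h (-3.59), 12 h (-2.83) and 24 h (-3.41). Genes called at both 3 h and 24 h numbered 1696 induced and 1213 suppressed. Both times share the mocks, and independent lists of these sizes would share 379.1 and 257.2. Simulated unchanged groups against the same mocks shared 0 calls in 5 simulations, but such groups have hardly any calls to share, so this cannot test the overlap. The log2 fold changes of 3 h and 24 h correlated at 0.773 over genes, and at 0.424 in these simulations. With the mocks split 2 and 2 between the times, the shared calls ran from 1227 to 1773 and from 895 to 1245. In simulated counts from these libraries, edgeR recovered 75% of 2-fold changes and 97.9% of 4-fold changes at 3 h, over 19394 genes. At 6, 12 and 24 h it recovered 79.2, 71.9 and 75.5% of 2-fold changes.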

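At 24 h of PEP1, 2988 genes were called that were called at no earlier time: 1322 induced and 1666 suppressed. In a direct comparison of the 24 h and 3 h libraries, 2053 genes were higher at 24 h and 825 were lower in edgeR's quasi-likelihood test. Genes induced at all 4 times numbered 894, and 373 were suppressed at all 4. A further 702 genes were suppressed at 3 h and 24 h and called at neither 6 h nor 12 h, and 414 were induced at 3, 12 and 24 h but not called at 6 h. Against the mocks of the same times, the genes called only at 24 h numbered 1671. The difference between 24 h and 3 h, each taken from the mock of its own time, passed for 31 and 33 genes in that fit, where each time has 1 mock library.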

Unique DEGs were significantly increased 24 h after PEP1 treatment (Supplementary Fig. S2 and Table S3). To detect PEP1-dependent transcriptome reprogramming over time, we clustered the expression patterns of 8,296 DEGs using the K-means clustering algorithm (Lloyd 1982; Fig. 1D; Supplementary Table S4). Of the 12 clusters, Clusters 1, 3, 5, and 7 exhibited PEP1-induced “rapid transient,” “rapid stable,” “late,” and “late stable” expression dynamics, respectively. 

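Genes induced by PEP1 fell into 6 of 12 K-means clusters, made here from row-standardised log2(RPKM + 1) values and numbered by size, not by the paper's numbers. The largest, with 1078 genes, held 16 of the 24 genes of PEP perception and pattern-triggered immunity. It rose early and stayed up: its mean lay above the mocks by 1.15 SD units at 3 h, 1.27 at 6 h, 1.67 at 12 h and 2.55 at 24 h. A second such cluster of 757 genes was up from 3 h on and stood 1.51 SD units above the mocks at 6 h and 2.23 at 24 h. A cluster of 905 genes rose by 1.46 SD units at 3 h, returned to 0.28 at 6 h and stood at 2.29 at 24 h. In a cluster of 274 genes the rise was confined mainly to 3 h, with 2.24 SD units, against 0.45 at 24 h. A late cluster of 791 genes lay at 0.10 SD units at 3 h and 2.17 at 24 h. The last cluster, 448 genes with 9 WRKY genes, rose from 0.58 SD units at 3 h to 1.98 at 6 h. By a rule that calls a change of 0.75 SD units at 3 h rapid, 1835 genes were rapid stable, 1179 rapid transient and 791 late. Of the rapid transient genes, 905 are in the cluster that fell back at 6 h but was highest at 24 h. Clusters describe means over genes and carry no test.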

Among the PEP1-repressed clusters, Cluster 2 showed “late,” Clusters 6 and 8 showed “rapid stable,” Cluster 9 exhibited “rapid transient,” and Cluster 11 displayed “late stable” suppression.

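Genes suppressed by PEP1 fell into the other 6 clusters, 2 of them rapid stable. In these, of 706 and 544 genes, the mean lay below the mocks at every time, by -1.68 and -1.88 SD units at 3 h and -2.44 and -1.62 at 24 h. A cluster of 442 genes, which held 34 of the 39 G2/M cell cycle genes, fell by 2.04 SD units at 3 h, stood at 0.018 at 6 h and at -1.39 at 24 h. The largest, with 1564 genes, lay at -0.952 SD units at 3 h, -0.08 at 6 h and -2.34 at 24 h. The late cluster of 413 genes lay at -0.144 SD units at 3 h and -1.87 at 24 h. A cluster of 391 genes was lowest at 6 h, at -1.97 SD units, and stood at 0.064 at 24 h. By the same rule 1250 suppressed genes were rapid stable, 413 late and 2006 rapid transient, but 1564 of the last are in the cluster that was lowest at 24 h.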

To determine which biological processes are affected by PEP1 in the root meristem, we conducted a gene ontology (GO) enrichment analysis (FDR ≤ 0.01) for the 9 clusters mentioned above, showing explicit expression dynamics in response to PEP1 (Supplementary Table S5). Because of the high volume of overrepresented GO terms, we performed GOSlim categorization for the PEP1-induced clusters to obtain a broader overview of GO content (Fig. 1E; Supplementary Table S6). Expectedly, clusters with genes induced by PEP1 were enriched with those involved in responses to various biotic and abiotic stimuli. 

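Defense genes rose in the PEP1-treated meristems. Of 24 genes of PEP perception and pattern-triggered immunity, 19 were induced at 3 h, 18 at 6 h, 21 at 12 h and 23 at 24 h, and the counts were the same when adjusted over the list alone. None of the 24 was suppressed at an adjusted p under 0.01 from edgeR or DESeq2, and 0 were lower at an unadjusted p under 0.05. The median log2 fold change rose from 1.84 at 3 h to 3.46 at 24 h. FRK1 (AT2G19190), a receptor kinase gene that overlaps another gene on the opposite strand, rose from 0.442 ± 0.102 CPM (SD, n = 4) to 16.3 ± 2.12 (SD, n = 3) at 3 h. Its log2 fold change was 5.21 (standard error 0.20, adjusted p = 3.74e-10 from edgeR's quasi-likelihood test). PAD3, of camalexin synthesis, had log2 fold changes of 5.12 at 3 h and 6.74 at 24 h, and CYP71A12 had 3.96 and 7.25. PROPEP1, which encodes the precursor of PEP1, reached 5.23 at 24 h. The receptor gene PEPR1 was not called at 3 h (0.53, under the fold minimum) and rose by 1.15 at 24 h, and PEPR2, which overlaps another gene, rose by 1.32. Of 25 jasmonate genes, 18, 12, 18 and 21 were induced at the 4 times, 18, 13, 18 and 21 adjusted over the list alone. LOX3 had a log2 fold change of 6.83 at 3 h (standard error 0.60, adjusted p = 4.47e-07 from the same edgeR test) and JAZ10 of 4.37. Of the jasmonate genes, 7 were induced at 6 h against the mock of 6 h alone. Of 21 ethylene genes, 13, 7, 11 and 17 were induced, 13, 7, 12 and 17 adjusted over the list alone, and 13, 4, 5 and 16 against the mocks of the same times. The medians stayed about as large there, 0.443 in place of 0.356 at 6 h and 0.604 in place of 0.707 at 12 h. ACS7 went the other way at 3 h, with -1.26, and was induced at 24 h, with 1.90. By limma's camera, the immunity list passed at 3, 6, 12 and 24 h (adjusted p = 1.41e-10, 1.01e-10, 2.65e-18 and 4.25e-12), as did the jasmonate list (1.19e-10, 3.01e-08, 1.75e-09 and 1.63e-08). The ethylene list passed too (adjusted p = 2.95e-08, 8.53e-05, 5.63e-08 and 3.14e-06 from limma's camera). None of these camera calls held with an estimated correlation (adjusted p from 0.208 to 0.245). Of 7 salicylic acid genes, 3, 3, 4 and 4 were induced, 4, 3, 4 and 4 adjusted over the list alone. CBP60G led them with 2.94 at 3 h and ICS1 was suppressed there, with -0.87.

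**Figure D1:**
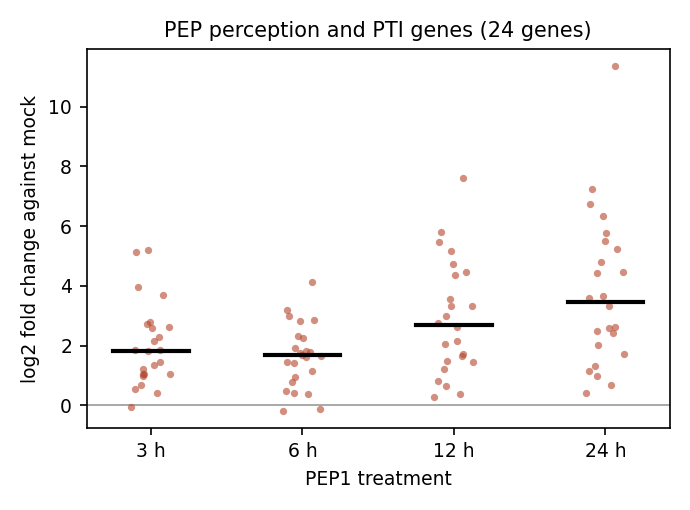
Log2 fold changes of the 24 genes of PEP perception and pattern-triggered immunity at 3, 6, 12 and 24 h of PEP1 against the 4 mock libraries. Each point is 1 gene and each black bar the median, which goes from 1.84 at 3 h to 3.46 at 24 h.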

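Genes annotated to stress responses were also over-represented among the induced genes. Of 298 genes with the word defense response among their processes in the reference notes, 158 were induced at any time (odds ratio 4.23, adjusted p = 1.04e-30, Fisher's exact test). At 24 h, 36 of 53 wounding genes (odds ratio 8.58, adjusted p = 8.81e-13, Fisher's exact test) and 28 of 51 chitin genes (odds ratio 4.90, adjusted p = 3.09e-07, Fisher's exact test) were induced. Among abiotic words, 67 of 207 salt stress genes (odds ratio 1.94, adjusted p = 0.000119, Fisher's exact test) and 50 of 128 oxidative stress genes (odds ratio 2.60, adjusted p = 3.41e-06, Fisher's exact test) were induced at 24 h. Of 110 cold genes 20 were induced, which did not pass (odds ratio 0.88, adjusted p = 0.843, Fisher's exact test). The words were chosen after seeing the data, in place of GO terms, and 150 combinations of word and gene set were tested over the 7739 genes with named processes. Of 15 abscisic acid, cold and drought genes listed by name, 7 were induced at 3 h and 4 at 24 h, also when adjusted over the list alone, and 5 and 1 against the mocks of the same times. KIN2 rose by 3.25 on the log2 scale at 3 h and was not called at 24 h (0.72), while P5CS1, which overlaps another gene, fell by 0.82 at 3 h. The list did not pass at 3 h by limma's camera (adjusted p = 0.0486) but passed by limma's fry (adjusted p = 4.6e-05). Fry asks whether the genes of a list change at all, and camera whether they change more than other genes.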

Among the 5 clusters with genes downregulated under PEP1 treatment, Clusters 9 and 11 were enriched with genes that regulated the cell cycle and root development (Fig. 1, F and G). Cluster 9, composed of 388 DEGs, displayed significant enrichment of GO terms related to “regulation of cell cycle” (GO:0051726), “cell cycle” (GO:0007049), and “cell division (GO:0051301)” (Fig. 1F; Supplementary Table S5). Moreover, the GO term analysis results from Cluster 11 revealed the presence of significantly enriched DEGs involved in “root development” (GO:0048364) and “morphogenesis” (GO:0010015) (Fig. 1G; Supplementary Table S5). 

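Mitotic genes were concentrated among the genes that PEP1 suppressed at 3 h and no longer at 6 h. Of the 39 G2/M cell cycle genes tested, 33 were among the 1083 genes suppressed at 3 h and not called at 6 h. The odds ratio was 99.76 (95% confidence interval 41.13 to 293.43, p = 1.92e-36, Fisher's exact test). That test takes genes as independent, but the estimated correlation of this list was 0.575, so its p and interval overstate the certainty. The paper found cell cycle genes in its Cluster 9 from these same libraries, so the count is no independent evidence. In the cluster with most of these genes were also 10 of the 32 G1/S and DNA replication genes. Among genes annotated to processes in the reference notes, 20 of 56 microtubule genes fell at 3 h and were not called at 6 h (odds ratio 9.04, adjusted p = 3.28e-10, Fisher's exact test). So did 16 of 46 nucleosome assembly genes (odds ratio 8.60, adjusted p = 3.66e-08, Fisher's exact test), 13 of 41 cell cycle genes (odds ratio 7.44, adjusted p = 2.52e-06, Fisher's exact test) and 11 of 46 DNA replication genes (odds ratio 5.01, adjusted p = 0.000229, Fisher's exact test). Of 16 cytokinesis genes 4 did (odds ratio 5.25, adjusted p = 0.0318, Fisher's exact test), and of 14 cell division genes 3 (odds ratio 4.29, adjusted p = 0.095, Fisher's exact test). In a direct comparison, 797 genes were higher at 6 h of PEP1 than at 3 h and 1069 were lower, and 34 of the higher genes were G2/M genes. With each time taken from its own mock, 54 and 71 genes passed, and without PEP1 3 h replicate 3, 514 and 711.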

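Some root patterning genes were induced and some suppressed under PEP1, but at each time most were not called. Of 39 genes with root development among their processes in the reference notes, 4 were suppressed and 6 induced at 3 h, and 6 were suppressed and 8 induced at 24 h. Of 11 root morphogenesis genes, 2 were suppressed at 3 h and 2 at 24 h. Neither group passed among all genes suppressed at 24 h, a wider set than a single cluster (odds ratios 0.89 and 1.09, adjusted p = 1.0 for both, Fisher's exact test). Of 19 genes of the stem cell niche and meristem patterning, 6 were induced at 3 h (7 adjusted over the list alone), 5 at 6 h, 3 at 12 h and 3 at 24 h, and 1, 0, 0 and 4 were suppressed. Against the mocks of the same times, 3, 2, 1 and 2 were induced. The 0 counts at 6 h and 12 h are from edgeR and are also 0 by DESeq2, with 2 and 5 genes lower at an unadjusted p under 0.05. ERF115 had a log2 fold change of 5.62 at 3 h (standard error 0.67, adjusted p = 8.08e-06 from edgeR's quasi-likelihood test), but this fold hangs on 1 mock library, with 0.173 ± 0.345 CPM in the mocks (SD, n = 4). WOX5 rose by 2.42 at 3 h, a call that ended against the mock of 3 h alone. The peptide genes RGF2, which overlaps another gene, and RGF3 fell at 24 h, with log2 fold changes of -2.20 and -1.51. Of 30 auxin genes, 3, 9, 13 and 17 were suppressed at 3, 6, 12 and 24 h, also when adjusted over the list alone, and 4, 2, 2 and 3 were induced (5, 2, 2 and 3 adjusted over the list alone). Against the mocks of the same times, 3, 8, 4 and 13 were suppressed, though at 12 h the median stayed near, -0.450 in place of -0.553. By camera the auxin list fell at 6 h (adjusted p = 0.00465), 12 h (1.55e-05) and 24 h (0.00118), and with an estimated correlation it passed at none of them (adjusted p = 0.247, 0.219 and 0.245). GH3.5 fell by 1.92 at 24 h (standard error 0.15, adjusted p = 4.75e-08 from the same edgeR test). SHY2, with 88.85% of its reads mapped to it alone, had -2.12 at 3 h and -3.27 at 24 h.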

Because root meristem activities for growth are perturbed by exposure to PEP1 (Supplementary Fig. S1; Dhar et al. 2021), we focused on Clusters 9 and 11 for further analysis.

We visualized the root cell-type-specific expression patterns of genes belonging to Clusters 9 and 11 (Brady et al. 2007; Zhang et al. 2019). Most genes rapidly suppressed by PEP1 in Cluster 9 showed enriched expressions deep inside the roots, such as the xylem (S4 and S18) (Supplementary Fig. S3A). Genes in Cluster 11, enriched with genes involved in root development and morphogenesis, were expressed in various cell types (Supplementary Fig. S3B).

To identify the TFs induced by PEP1, we combined all DEGs from either the “transcription regulator activity” (GO:0030528) or “transcription factor activity” (GO:0003700) terms, in Clusters 1, 3, 5, and 7 (Fig. 1E; Supplementary Fig. S4, A and B and Table S7). In total, 344 TFs were identified and classified into 43 distinct classes based on their protein domains using the InterPro database (https://www.ebi.ac.uk/interpro) (Supplementary Fig. S4C and Table S8). We observed that stress-induced ERF, MYB, WRKY, and zinc finger (ZF) domain TFs were enriched in the PEP1-induced clusters. 

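WRKY and ERF genes were over-represented among the induced genes. Of 59 WRKY genes tested, 37 were induced at one time or more, an odds ratio of 6.29 (95% confidence interval 3.61 to 11.2, p = 6.34e-12, Fisher's exact test). Of 81 genes with an ERF symbol, 42 were induced (odds ratio 4.03, adjusted p = 3.56e-09, Fisher's exact test), and of 51 NAC genes 25 (odds ratio 3.58, adjusted p = 2.24e-05, Fisher's exact test). By domain, 9 of 15 TIFY genes were induced (odds ratio 5.54, adjusted p = 0.00675, Fisher's exact test). Of 51 genes with a MYB symbol, 19 were induced (odds ratio 2.21, adjusted p = 0.00904, Fisher's exact test). With members taken from the InterPro domains in the reference notes, 45 of 155 MYB genes were induced and the family did not pass (odds ratio 1.51, adjusted p = 0.0746, Fisher's exact test). Of 91 genes with a C2H2 zinc finger domain, 15 were induced (odds ratio 0.73, adjusted p = 0.441, Fisher's exact test), and of 28 genes with a DOF zinc finger 10 were (odds ratio 2.05, adjusted p = 0.229, Fisher's exact test). Within the C2H2 genes, the C1-2i ZAT subfamily that contains STZ had 7 of 11 members induced, an odds ratio of 6.50 (95% confidence interval 1.65 to 30.31, unadjusted p = 0.00282, Fisher's exact test). The paper picked STZ, ZAT6 and AZF3 of this subfamily from these same libraries, so the count is no independent evidence. By limma's camera the subfamily passed at no time (lowest adjusted p = 0.0421, at 24 h). By limma's fry, which does not compare a list with other genes, it passed at each time (adjusted p from 9.04e-07 to 0.00587). Passing fry therefore does not set the subfamily apart from other genes. ZAT5 of this subfamily was suppressed at 24 h, with a log2 fold change of -1.12. The families by domain, 42 tests, were added after seeing the data.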

Their root cell-type expression patterns (Brady et al. 2007; Zhang et al. 2019) indicated a significant enrichment of PEP1-induced transcriptional regulation inside the stele (Supplementary Fig. S4D).

### Identification of TFs controlling the PEP signaling-dependent reprogramming of root development

To identify the key TFs that trigger root development reprogramming in response to PEP1, we further investigated 344 TFs induced by PEP1 (Supplementary Fig. S4 and Table S7). Using the STRING database (version 12.0; https://string-db.org/; Szklarczyk et al. 2015), we queried the interaction networks of the 344 TFs (interaction score > 0.7). A total of 225 interactions were identified among 159 TFs (Supplementary Table S9). 

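WRKY40 (AT1G80840, chromosome 1, 30383561 to 30385499) was the most strongly induced of the genes WRKY40, WRKY33, ZAT12 and DREB2A at each time. It rose from 5.15 ± 0.77 CPM (SD, n = 4) in the mocks to 36.6 ± 1.36 (SD, n = 3) at 3 h of PEP1. The log2 fold change was 2.83 at 3 h (standard error 0.24, adjusted p = 3.14e-07 from edgeR's quasi-likelihood test) and 3.44 at 24 h. WRKY33 (AT2G38470) was not called at 3 h (0.53, adjusted p = 0.0377 from edgeR) and was induced at 6 h (1.29), 12 h (1.26) and 24 h (1.50). Its call at 12 h ended against the mock of 12 h alone. ZAT12 (AT5G59820, chromosome 5, 24102814 to 24103794) was induced at 6 h, 12 h and 24 h, with log2 fold changes of 1.44 at 12 h and 2.14 at 24 h. At 3 h its 0.48 passed the adjusted p but not the fold minimum (standard error 0.14, adjusted p = 0.0099 from edgeR). DREB2A (AT5G05410) was called only at 24 h (0.94, adjusted p = 0.00113 from edgeR), and against the mock of 24 h alone it was not called. WRKY33, WRKY40 and DREB2A each overlap another gene.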

In the most prominent network composed of 94 TFs with 162 interactions, STZ, ZINC FINGER OF ARABIDOPSIS THALIANA 12 (ZAT12), WRKY DNA-BINDING PROTEIN 33 (WRKY33), WRKY DNA-BINDING PROTEIN 40 (WRKY40), and DEHYDRATION-RESPONSIVE ELEMENT BINDING PROTEIN 2A (DREB2A) were the most highly connected (Supplementary Fig. S5A).

PEP1 rapidly suppressed apical root growth, likely by repressing cell cycle progression. This was indicated by the overrepresentation of cell cycle-related genes in Cluster 9 (Fig. 1F). 

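Mitotic genes fell sharply at 3 h of PEP1, were back at the level of the mocks at 6 h and 12 h, and fell again at 24 h. Of 39 G2/M cell cycle genes, 33 were suppressed at 3 h and 28 at 24 h, also when adjusted over the list alone, with median log2 fold changes of -1.29 and -0.80. At 6 h and 12 h, 0 were suppressed by edgeR and 0 by DESeq2, and at an unadjusted p under 0.05 the numbers were 0 and 3. The medians were 0.10 and -0.11. CYCB1;3 (AT3G11520, chromosome 3, 3625286 to 3627273), a cyclin gene, fell from 22.9 ± 2.94 CPM (SD, n = 4) to 6.15 ± 1.53 (SD, n = 3) at 3 h. Its log2 fold change was -1.90 (standard error 0.16, adjusted p = 3.78e-07 from edgeR's quasi-likelihood test), then 0.02 at 6 h and -1.17 at 24 h. The cytokinesis genes MAP65-3 and HINKEL had -1.96 and -1.86 at 3 h, and CYCA1;1 had -1.80. CYCA2;1 and CYCA2;4 were induced at 6 h (0.92 and 0.60), against the fall of the list at 3 h and 24 h. Adjusted over the list alone, 1 gene was induced at 6 h. By camera the list passed at 3 h (adjusted p = 1.70e-17) and 24 h (adjusted p = 2.14e-07), but with an estimated correlation at neither (adjusted p = 0.245 and 0.416). Between 6 h and 3 h of PEP1 the list's median rose by 1.41 (adjusted p = 1.26e-29 from camera, 0.346 with an estimated correlation). Against the mock of 24 h alone, 7 genes were suppressed at 24 h and the median was -0.554. Of 32 G1/S and DNA replication genes, 17, 0, 0 and 15 were suppressed at 3, 6, 12 and 24 h (18, 0, 0 and 15 adjusted over the list alone), and 6 were suppressed at 24 h against the mock of 24 h alone, with a median of -0.325 in place of -0.508. The 0 counts are from edgeR and are also 0 by DESeq2, with 7 and 6 lower at an unadjusted p under 0.05. PCNA1 led the called genes of this list after CDT1B (-1.45), with -1.25 at 3 h (standard error 0.13, adjusted p = 2.41e-06 from edgeR's quasi-likelihood test) and -1.27 at 24 h. CYCD1;1, which overlaps another gene, was induced at 24 h (0.97), against the list's direction. The list passed at 3 h and 24 h by camera (adjusted p = 2.18e-09 and 3.22e-05; 0.245 and 0.359 with an estimated correlation). Of 19 CDK inhibitor and endocycle genes, 3, 1, 1 and 3 were induced and 3, 3, 2 and 6 suppressed, also when adjusted over the list alone, and at 24 h 1 and 2 against the mock of that time. SMR8 rose by 0.89 at 3 h, and KRP7 fell by 1.82 at 24 h.

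**Figure D2:**
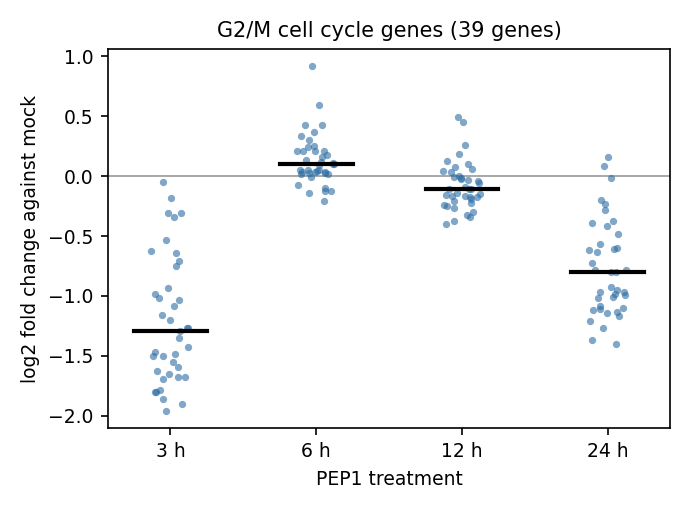
Log2 fold changes of the 39 G2/M cell cycle genes at 3, 6, 12 and 24 h of PEP1 against the 4 mock libraries. Each point is 1 gene and each black bar the median, which is -1.29 at 3 h, 0.10 at 6 h, -0.11 at 12 h and -0.80 at 24 h.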

Consistently, our assessment of cell proliferation using the plant cell cycle indicator (PlaCCI; Desvoyes et al. 2020) showed a significant reduction in markers related to cell division (CYCB1;1 and CDT1a) in the meristems treated with PEP1 for 24 h (Supplementary Fig. S5B). Since PEP1-mediated suppression of cell proliferation was clearly observed within the time scale of our transcriptome data, we investigated whether PEP1-induced TFs suppressed cell cycle regulators. To address this, we searched for a connection between 344 PEP1-induced TFs and 388 cell cycle-related DEGs from Cluster 9 using the STRING database. We maintained the interaction parameter as “high confidence” (0.700) to avoid the large volume of noise. This in silico analysis revealed a large network made of 330 genes with 680 edges, which includes 2 subnetworks (Fig. 2A; Supplementary Table S10), one with a PEP1-induced TF cluster (Supplementary Fig. S5A) and the other with a distinct cell cycle gene cluster (Fig. 2A). Interestingly, these 2 subnetworks were connected via DOF AFFECTING GERMINATION 1 (DAG1/DOF3.7), PHY-INTERACTING FACTOR 1 (PIF1), and ABA INSENSITIVE 5 (ABI5), which were then connected to the most connected TFs in the PEP1-induced TF cluster.

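DAG1 (AT3G61850, chromosome 3, 22895268 to 22897732) was induced at 3 h and 24 h of PEP1. It stood at 21.6 ± 1.52 CPM (SD, n = 4) in the mocks, 33.7 ± 2.06 (SD, n = 3) at 3 h and 43.7 ± 4.18 (SD, n = 3) at 24 h. The log2 fold change was 0.65 at 3 h (standard error 0.09, adjusted p = 4.9e-05 from edgeR's quasi-likelihood test) and 1.02 at 24 h (standard error 0.09, adjusted p = 2.09e-07 from the same edgeR test). At 12 h its 0.42 passed the adjusted p but not the fold minimum. PIF1 (AT2G20180, chromosome 2, 8704024 to 8707009) was called at 3 h (1.15, adjusted p = 0.00815 from edgeR) and 24 h (1.38, adjusted p = 0.00142 from edgeR) and overlaps another gene. ABI5 (AT2G36270, chromosome 2, 15204659 to 15207636) was called at 3 h (1.42, adjusted p = 0.00493 from edgeR), 12 h (1.69) and 24 h (2.11) and missed the threshold at 6 h (1.27, adjusted p = 0.0146 from edgeR). Each of these calls of PIF1 and ABI5 ended against the mock of the same time alone, while those of DAG1 remained. At 24 h the counts of ABI5 in the 3 PEP1 libraries varied from one another, with a mean of 7.06 ± 3.96 CPM (SD, n = 3).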

**Figure 2.**
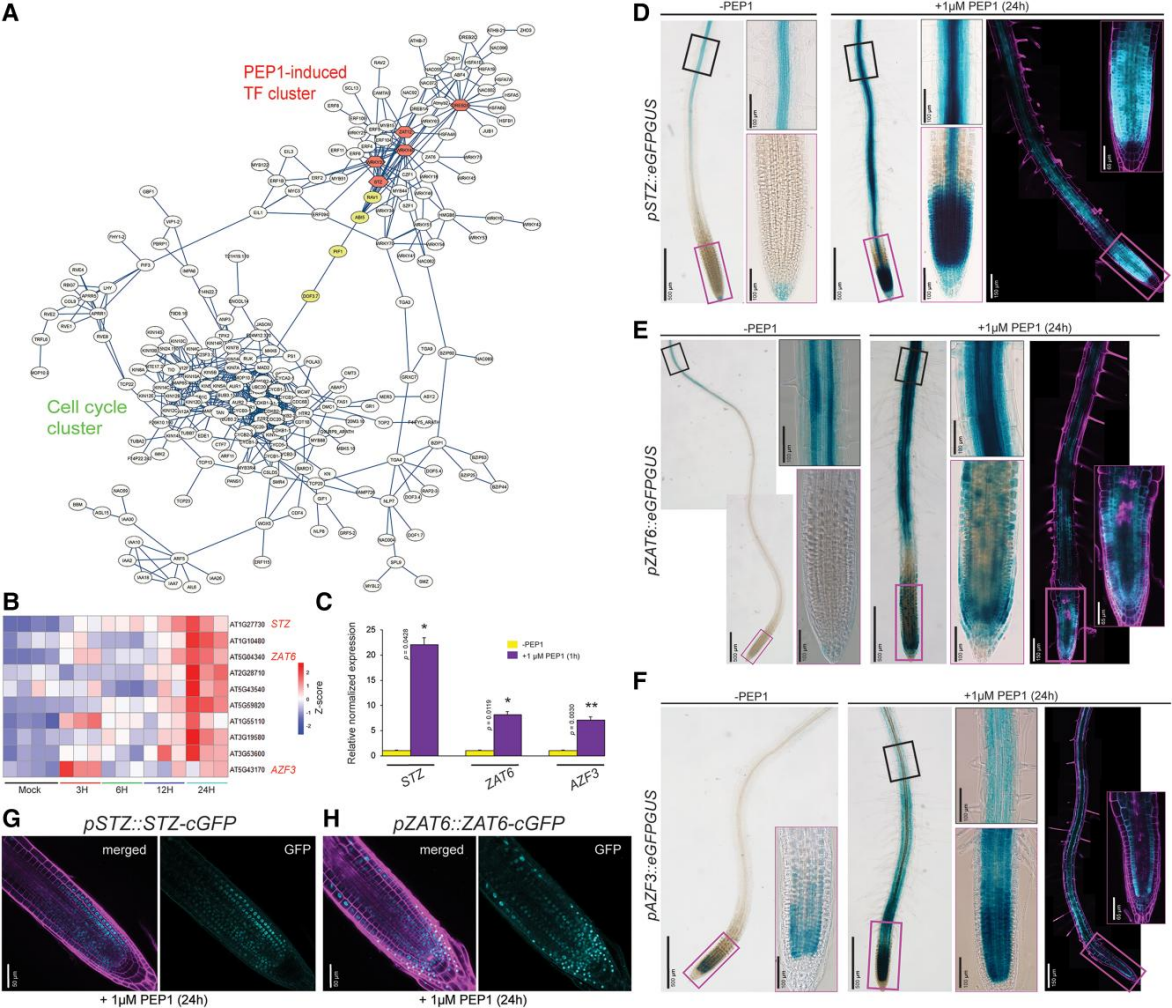
STZ and related C2H2 zinc finger TFs are a potential nexus between PEP1-induced and suppressed genes. **A)** Interaction network of PEP1-induced TFs together with the PEP1-suppressed cell cycle cluster as inferred from the STRING database (version 12.0; interaction score > 0.7) (Szklarczyk et al. 2015). The interaction scores are presented in Supplementary Table S10. Nodes highlighted in “red” represent the top 5 highly connected TFs among the 344 PEP1-induced TFs. The nodes highlighted in “yellow” represent the intermediary TFs from the most highly connected PEP1-induced TFs to the cell cycle cluster, based on the STRING database. The network was visualized using Cytoscape (version 3.10.1; www.cytoscape.org). **B)** A heatmap of the expression patterns of the 10 C2H2 zinc finger (ZF) TFs is presented in Supplementary Table S8. These ZF TFs were induced early in the seedlings treated with PEP1. The color scale bars denote the *Z*-score as obtained through the “scale” function while plotting using the “pheatmap” package in R. **C)** Expression levels of the 3 selected TFs analyzed by RT-qPCR. The 4 DAT seedlings were treated with 1 *µ*m of PEP1 for 1 h, and the bottom half of their roots were dissected to extract total RNA. Three technical replicates were run for each sample, and the fold changes were determined and compared with the mock sample (-PEP1). The expression values are presented as standard errors of the mean (SEM). The statistical significance was determined using a Student's *t*-test (**P < 0.01, *P < 0.05). **D to F)** Expression patterns of *STZ*, *ZAT6*, and *AZF3* in the 5 DAT WT Col-0 plants with or without 1 *µ*m PEP1 treatment for 24 h. The transcriptional expression patterns of these genes were visualized using GUS or GFP (*pSTZ::eGFPGUS*, *pZAT6::eGFPGUS*, *pAZF3::eGFPGUS*). The confocal root images shown here are composite images obtained through tile scanning. **G and H)** The proteins of *STZ* (STZ-cGFP) and *ZAT6* (ZAT6-cGFP) in the seedlings at 5 DAT of translational fusion lines, *pSTZ::STZ-cGFP* and *pZAT6::ZAT6-cGFP*, treated with 1 *µ*m PEP1 for 24 h. No GFP localization signal was observed in the meristems of untreated samples (Supplementary Fig. S6). GFP: cyan; PI: magenta. DAT, days after transfer to the growth chamber.

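Of the 10 C2H2 zinc finger genes in the heatmap, 5 were induced at 3 h of PEP1 in edgeR's quasi-likelihood test: STZ, ZAT6, AZF3, ZAT18 and IDD7. At 6 h 4 of the 10 were induced, at 12 h 5 and at 24 h 8. IDD7 (AT1G55110, chromosome 1, 20560258 to 20563269) had a log2 fold change of 1.39 at 3 h (standard error 0.17, adjusted p = 1.45e-05 from edgeR's quasi-likelihood test). ZAT18 (AT3G53600) had 1.67 at 3 h and 2.50 at 24 h. ZFP5 (AT1G10480) was not called at 3 h (0.70, adjusted p = 0.0863 from edgeR) and was induced at 24 h (1.84); against the mock of 3 h alone it was called at 3 h. AZF2 and ZAT17 were first called at 24 h (1.46 and 1.52), and at 24 h ZAT17 was not called against the mock of that time. AT5G43540 was suppressed at 6 h (-2.11, standard error 0.57, adjusted p = 0.00892 from edgeR) and was not induced at any time. The 10 genes were read from the labels of Fig. 2B, and IDD7, ZFP5 and AT5G43540 were added to the named genes after their values were seen.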

In Arabidopsis, STZ, a C2H2 zinc finger (ZF) TF, has been reported to be involved in the multiple stress response pathways (Sakamoto et al. 2004; Mittler et al. 2006; Xie et al. 2012; Hoang et al. 2020; Feng et al. 2023). STZ was originally identified as a strong transcriptional repressor that is significantly affected by abiotic stressors, particularly salinity, cold, and drought (Lippuner et al. 1996; Sakamoto et al. 2000, 2004). Among the genes encoding C2H2 ZF TFs, *AZF3* and *ZAT6* were closely related to *STZ* (Supplementary Fig. S5C; Xie et al. 2019). Our transcriptome data showed that the expression levels of *AZF3*, *STZ*, and *ZAT6* rapidly increased under PEP1 exposure and then remained high (Fig. 2B). 

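STZ (AT1G27730, chromosome 1, 9648021 to 9649323, minus strand) rose at 3 h of PEP1 and stayed up at each later time. It stood at 8.77 ± 1.94 CPM (SD, n = 4) in the mocks, 31.2 ± 7.28 (SD, n = 3) at 3 h, 42.8 ± 4.30 at 6 h, 50.0 ± 11.9 at 12 h and 61.7 ± 15.8 at 24 h (each SD, n = 3). The log2 fold change was 1.83 at 3 h (standard error 0.22, adjusted p = 8.9e-06 from edgeR's quasi-likelihood test) and 2.81 at 24 h (standard error 0.22, adjusted p = 4.35e-08 from the same edgeR test). The 24 h libraries were higher than the 3 h libraries by 0.98 on the log2 scale, a call that ended with the mocks of the same times (0.48) and without PEP1 3 h replicate 1 or PEP1 24 h replicate 1. ZAT6 (AT5G04340, chromosome 5, 1216058 to 1217362, minus strand) rose from 3.03 ± 1.21 CPM (SD, n = 4) to 18.1 ± 3.29 (SD, n = 3) at 3 h. It stood at 10.8 ± 1.42 at 6 h, 17.0 ± 7.17 at 12 h and 28.3 ± 4.80 at 24 h (each SD, n = 3). Its log2 fold changes were 2.60, 1.86, 2.51 and 3.24, with adjusted p from 0.000187 to 1.71e-07 in edgeR's quasi-likelihood test. In every PEP1 library STZ and ZAT6 were higher than in every mock (exact permutation test, two-sided p = 0.0286 at each time, the smallest that 3 libraries against 4 allow). AZF3 (AT5G43170, chromosome 5, 17330945 to 17331646, minus strand) went from 5.02 ± 0.296 CPM (SD, n = 4) to 7.63 ± 0.604 (SD, n = 3) at 3 h, a log2 fold change of 0.60 (standard error 0.12, adjusted p = 0.000838 from edgeR's quasi-likelihood test). At 6 h its log2 fold change was 0.09 (adjusted p = 0.599 from edgeR), at 12 h 0.20 (adjusted p = 0.231 from edgeR) and at 24 h 0.40 (adjusted p = 0.01 from edgeR), and it was not called at these times. At 3 h and 24 h all PEP1 libraries lay above every mock in AZF3 (exact permutation test, two-sided p = 0.0286 at each), and at 6 h and 12 h they did not. AZF3 overlaps a gene on the opposite strand, and 73.4% of its reads mapped to it alone. The call at 3 h ended against the mock of 3 h alone and with only the mocks of 3 h and 12 h. It also ended with unique gene reads, and without mock replicate 1 or PEP1 3 h replicate 1. Leaving out 1 library at a time, the log2 fold change at 3 h ran from 0.54 to 0.64, around the fold minimum. The paper presents STZ, AZF3 and ZAT6 as closely related C2H2 genes and states from these libraries that all 3 increase rapidly and stay high. It then turns to RT-qPCR after 1 h of PEP1 and reports that the 3 genes are already transcribed by then. The paper also reports that AZF3 reporter lines gave more signal in the meristem after PEP1.

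**Figure D3:**
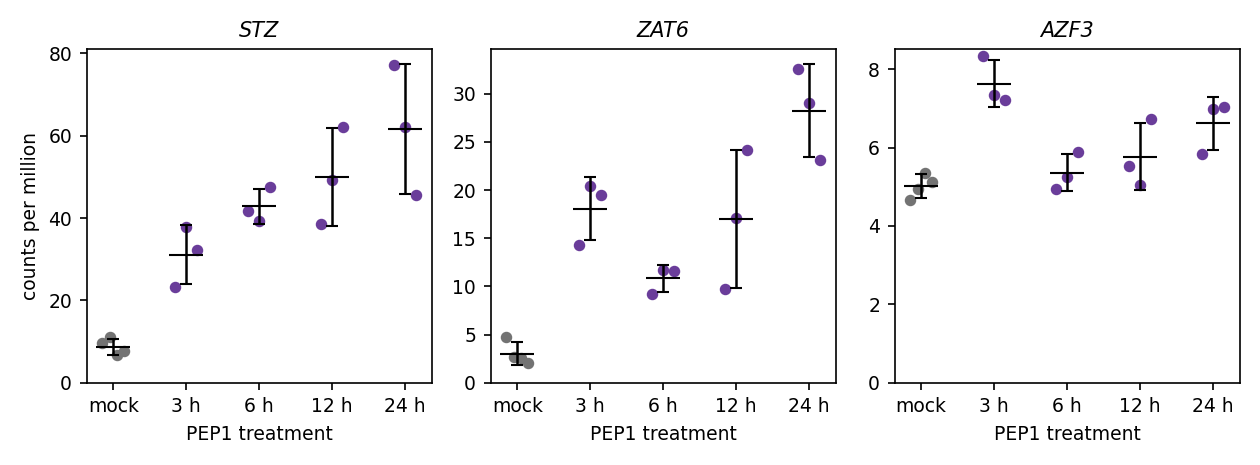
Counts scaled to library size (CPM) of STZ, ZAT6 and AZF3 in each library, for the mocks (n = 4) and for 3, 6, 12 and 24 h of PEP1 (n = 3 each). Points are libraries and bars are means ± SD; STZ goes from 8.77 in the mocks to 61.7 at 24 h.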

A quantitative real-time PCR (RT-qPCR) assay using root samples indicated that only 1 h of PEP1 treatment triggered the transcription of *STZ*, *AZF3*, and *ZAT6* (Fig. 2C).

Next, we examined the spatial expression patterns of *STZ*, *AZF3,* and *ZAT6* in 5-d-old Col-0 seedling roots introduced with *pSTZ::eGFPGUS*, *pAZF3::eGFPGUS*, and *pZAT6::eGFPGUS*. Previous cell-type-specific root map data (Brady et al. 2007; Zhang et al. 2019) predicted that these 3 ZF TFs are mainly expressed in cambium and phloem companion cells in the root differentiation zone under unperturbed conditions (Supplementary Fig. S5D). Consistent with this prediction, eGFP expression in *pSTZ::eGFPGUS* and *pZAT6::eGFPGUS* was observed within the stele of the differentiation zone, which was increased by PEP1 (Supplementary Fig. S5, E and F). However, no eGFP expression in *pSTZ::eGFPGUS* or *pZAT6::eGFPGUS* was detected in the root meristems without PEP1 treatment, and GUS staining of *pSTZ::eGFPGUS* lines showed little expression in the columella (Fig. 2, D and E; Supplementary Fig. S6, A and B). In contrast, in seedling roots exposed to PEP1 for 24 h, very high expression of *pSTZ::eGFPGUS* and *pZAT6::eGFPGUS* was observed throughout the meristems and in the stele of the elongation and differentiation zones (Fig. 2, D and E; Supplementary Figs. S5, E and F and S6, A and B). We further tracked their expression by GUS staining in time course after PEP1 treatment (Supplementary Fig. S7). Induction of *STZ* and *ZAT6* in the root stele and meristems started only 1 h post-PEP1 treatment and became stronger (Supplementary Fig. S7A). However, the expression of *ZAT6* was much lower than that of *STZ* (Supplementary Fig. S7B), which was consistent with RT-qPCR results (Fig. 2C). Similar to *STZ* and *ZAT6*, the expression of *eGFPGUS* was increased in the meristems of the transcriptional reporter lines of *AZF3* after PEP1 treatment (Fig. 2F; Supplementary Figs. S5G, S6C, and S7C). *pAZF3::eGFPGUS* was weakly expressed in the cortex of the meristem without PEP1 treatment. PEP1 increased *AZF3* expression in the cortex and inner layers of the meristem, elongation, and differentiation zones. In translational fusion lines (*pSTZ::STZ-cGFP* and *pZAT6::ZAT6-cGFP*), we detected STZ and ZAT6 proteins in root meristems after treatment with PEP1 (Fig. 2, G and H; Supplementary Fig. S6, D and E). However, their signals were weak and undetectable in the stele where PEP1 strongly induced transcriptional fusion GFPGUS. Furthermore, we could not find translational fusion lines for *AZF3* (*pAZF3::AZF3-cGFP*) with GFP signals. Nevertheless, the protein localization domains significantly overlapped between STZ and ZAT6, and ZAT6 appeared to be more enriched in the stem cell niche than STZ (Fig. 2, G and H).

Our in silico network of PEP1-responsive genes indicated that STZ was the 4th most connected TF (Supplementary Table S9). Constitutive expression of *STZ* or *ZAT6* has been shown to confer the suppression of shoot and root growth in Arabidopsis seedlings (Sakamoto et al. 2004; Shi et al. 2014), which is similar to the phenotype of seedlings exposed to PEP1. Furthermore, DAP-seq data predicted that 170 of the 388 genes in Cluster 9 suppressed by PEP1 were direct targets of STZ (O’Malley et al. 2016), which was the highest among the top 5 most connected TFs in the in silico network (Supplementary Table S11). These results imply that *STZ* and its close homologs (hereafter referred to as STZL) may serve as a nexus between PEP1-mediated stress signaling and the reprogramming of root development.

### STZ controls root meristem activities as part of the PEP signaling cascade

PEPs are endogenous elicitors secreted in response to attacks by bacteria, fungi, and herbivores (Yamaguchi and Huffaker 2011; Bartels and Boller 2015). PEP1 to 6 are recognized by PEP1 RECEPTOR1 (PEPR1) and PEP1 RECEPTOR1 (PEPR2). To find whether the STZ is downstream of the PEP signaling cascade, we monitored the expression levels of *STZ* and *PEPR*s in the roots 1 h after PEP1 treatment in the *pepr1 pepr2* and *stz* mutant seedlings (Supplementary Fig. S8). Consistent with a previous report (Jing et al. 2019), short-term treatment (1 h) with 1 *µ*m PEP1 increased *PEPR1* and *PEPR2* levels by ∼12- and ∼30-fold, respectively, in the wild-type (WT) seedling root (Supplementary Fig. S8, A and B). In the *stz* mutant, *PEPR1* and *PEPR2* were highly induced by PEP1 (Supplementary Fig. S8, A and B). However, in the *pepr1 pepr2* double mutant, no statistical difference was observed in *STZ* expression levels between the mock and PEP1-treated plants (Supplementary Fig. S8C). These results confirm that PEP-mediated signal perception through PEPRs acts upstream of STZ regulatory networks.

We then investigated whether STZ overexpression alone can recapitulate the PEP1-mediated root growth response. To this end, we developed *STZ*-overexpressing transgenic lines using a well-established estrogen-inducible XVE system (Zuo et al. 2000; Siligato et al. 2016). We transformed Col-0 plants with the vector carrying *p35S::XVE>>pLexA::STZ* (*STZ-OE*) transgene. After selection for Basta resistance, the induction levels of *STZ* in T2 *STZ-OE* seedlings were estimated using RT-qPCR 24 h post-estradiol treatment (Supplementary Fig. S9A). We selected 3 *STZ-OE* lines (Lines #2, #6, and #9 with 3,883.3-, 730.7-, and 263.8-fold *STZ* expression, respectively, compared with Col-0 seedlings), which had very high, high, and moderate induction levels of *STZ* expression. When grown on half-strength Murashige and Skoog (½ MS) medium, the T2 and T3 generations of *STZ-OE* Lines #2, #6, and #9 displayed root growth comparable to that of Col-0 seedlings. However, when grown in 10 *µ*m estradiol, seedlings of Line #2 displayed the most severe reduction of root growth with pale yellow cotyledon phenotype (Fig. 3, A and B; Supplementary Fig. S9B). In contrast, Line #9 exhibited mild suppression of root growth in the estradiol medium (Supplementary Fig. S9B). Line #6 showed the root phenotype in-between Lines #2 and #9.

**Figure 3.**
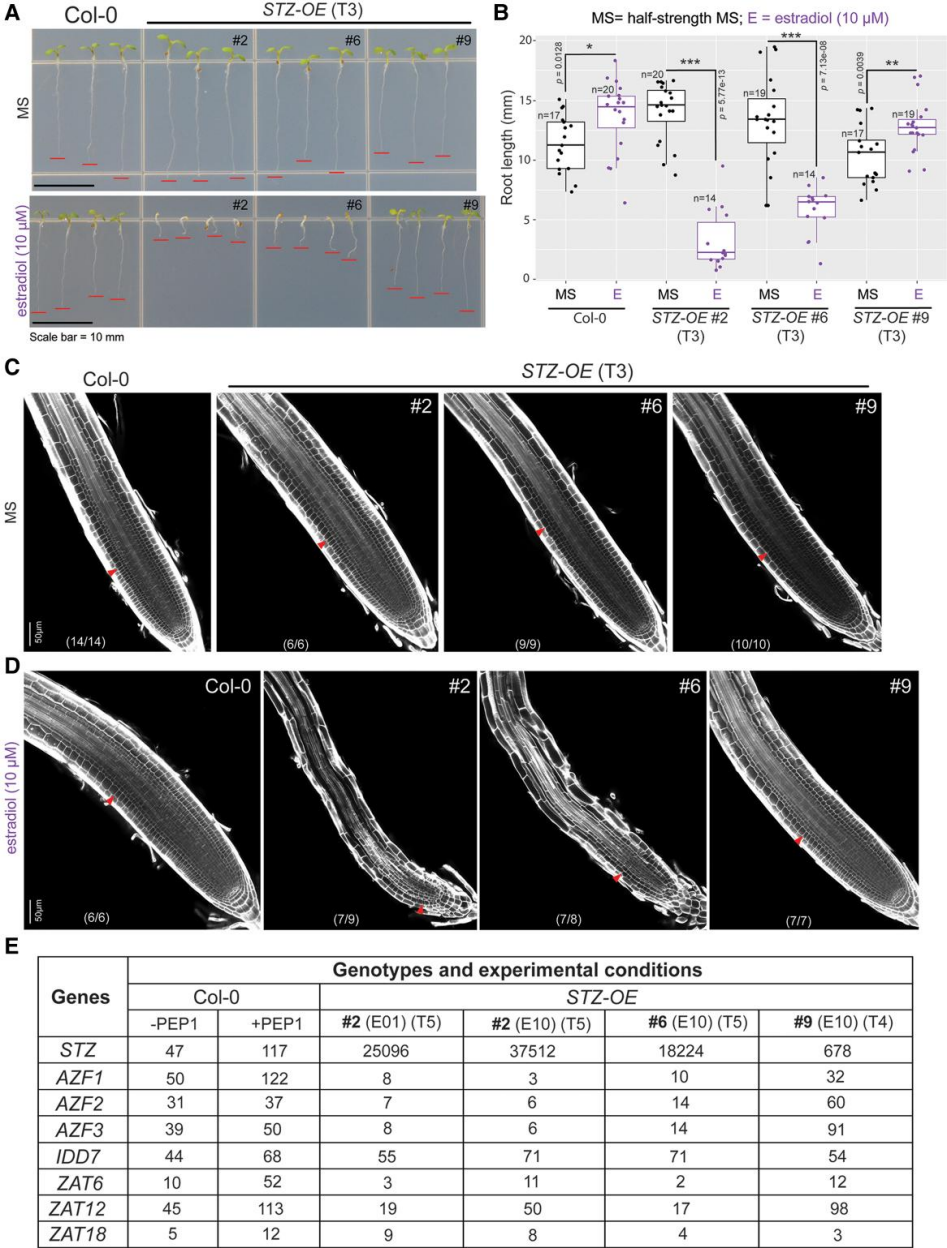
*STZ* suppresses root meristem activities in a dosage-dependent manner. **A)** The image of *STZ-OE* seedlings at 5 DAT on ½ MS with or without 10 *µ*m of estradiol. The seedlings with representative root lengths were arranged on an agar plate and photographed. Red lines indicate the root tips. Scale bar = 10 mm (applicable to both images in **A**). **B)** Root lengths of *STZ-OE* seedlings as shown in **A)**. Significant differences were determined by comparing seedlings treated with estradiol to those that were untreated using a Student's *t*-test (***P < 0.001, **P < 0.01, *P < 0.05). Boxes, the first and third quartiles split by median; whiskers, the range; points, individual data points; E, estradiol (10 *µ*m). **C and D)** Confocal microscopy images of *STZ-OE* seedling roots prepared as shown in **A and B)**. The red arrowhead marks the junction between the meristem and the transition zones. The numbers in parentheses in each panel indicate the number of samples with the presented phenotype among the total individuals analyzed. Scale bar = 50 *µ*m (applicable to all images within **C and D)**. **E)** The expression levels of *STZ* and *STZ* homologs in the meristem were determined using ddPCR. The numbers in the table denote the number of transcripts of each gene present in 10 ng of total RNA in the meristem. WT Col-0 seedlings without the PEP1 treatment (“-PEP1”) were used as the background. The PEP1 (1 *µ*m) and estradiol (E01, 1 *µ*m of estradiol; E10, 10 *µ*m of estradiol) treatment was performed for 24 h on seedlings at 4 DAT. *STZ-OE*, *STZ* overexpression line; DAT, days after transfer to the growth chamber.

To understand the root growth suppression of *STZ-OE*, we imaged the root meristems of *STZ-OE* lines. Meristem cells were completely exhausted in T3 individuals of *STZ-OE* Line #2. By contrast, Line #9 maintained intact meristem cells after long-term *STZ* induction (Fig. 3, C and D; Supplementary Fig. S10). *STZ-OE* #6 retained a small size of meristem cells, again showing the in-between phenotype. Since the shoot growth of *STZ-OE* Line #2 was severely inhibited in response to estradiol, we investigated whether the root phenotype was an indirect effect of the shoot growth defect or the local action of highly expressed STZ in the root. To resolve this issue, we performed reciprocal grafting between STZ-OE #2 and WT Col-0. The rootstock of *STZ-OE* #2 grafted under the WT scion still exhibited exhaustion of the root meristem in response to estradiol (Supplementary Fig. S11), indicating that a high dose of STZ locally acted to suppress root meristem activity.

*STZ* levels in selected *STZ-OE* lines were unusually high compared with those induced by PEP1. This raised a question of whether the differential expression of other *STZ* homologs in *STZ-OE* lines is primarily responsible for suppressing the root meristem. To address this, we measured *STZ* and its homologs in the root meristems dissected from *STZ-OE* lines in response to estradiol and WT Col-0 treated with PEP1 (Fig. 3E; Supplementary Fig. S12). Digital droplet PCR (ddPCR) of cDNAs from total RNAs of root meristems indicated that *STZ-OE* lines required much higher *STZ* transcripts to trigger the suppression of root meristem activity. Interestingly, the expression of several STZ homologs was suppressed in *STZ-OE* #2 and #6 but not in *STZ-OE* #9. This suggests that complicated negative feedback regulation exists between STZ and its homologs. Nevertheless, the ddPCR data collectively rule out the possible primary involvement of other STZ homologs in root meristem suppression.

### STZ controls stem cell niche and xylem domains in the root meristem

Exhaustion of the root meristem in *STZ-OE* #2 seedlings can occur when the stem cell niche in the root meristem is not maintained. To further analyze this aspect, we transferred *STZ-OE* T3 seedling lines germinated and grown on ½ MS medium with estradiol for 7 d to a ½ MS medium without estradiol and inspected their root growth recovery over 8 d after the transfer. *STZ-OE* #9 seedlings had fully restored root growth, similar to that in WT seedlings; however, *STZ-OE* #2 and #6 seedlings did not (Supplementary Fig. S13). These results suggest that a very high dose of STZ irreversibly disrupts the stem cell population in the root meristem. In contrast to *STZ-OE* #2 and #6 seedlings, the WT seedlings, which germinated and grew on ½ MS medium with PEP1 for 6 d, fully restored their root growth when placed back in a medium without PEP1 (Supplementary Fig. S14).

To further investigate the status of the root stem cell niche in *STZ-OE* #2 seedlings, we introduced a marker of quiescent center (QC), *pWOX5::erGFP* (Sarkar et al. 2007), into *STZ-OE* #2 seedlings by genetic crossing, and monitored the GFP expression patterns in 5-d-old F2 generation seedlings grown on estradiol-containing medium. *WOX5* domain frequently expanded beyond the original QC position (Fig. 4A; Supplementary Fig. S15), indicating disruption of QC quiescence. When the QC loses its function, the organization of the columella cell layers is frequently affected. Thus, we performed Lugol's staining on *STZ-OE* seedling lines and compared the results with those of the Col-0 lines treated with PEP1 (Fig. 4B; Supplementary Fig. S16). Interestingly, starch granules disappeared as the STZ dosage increased in the *STZ-OE* lines. This phenomenon was also observed in Col-0 seedlings treated with PEP1, indicating that STZ is the primary mediator of changes in the root stem niche in response to PEP1.

**Figure 4.**
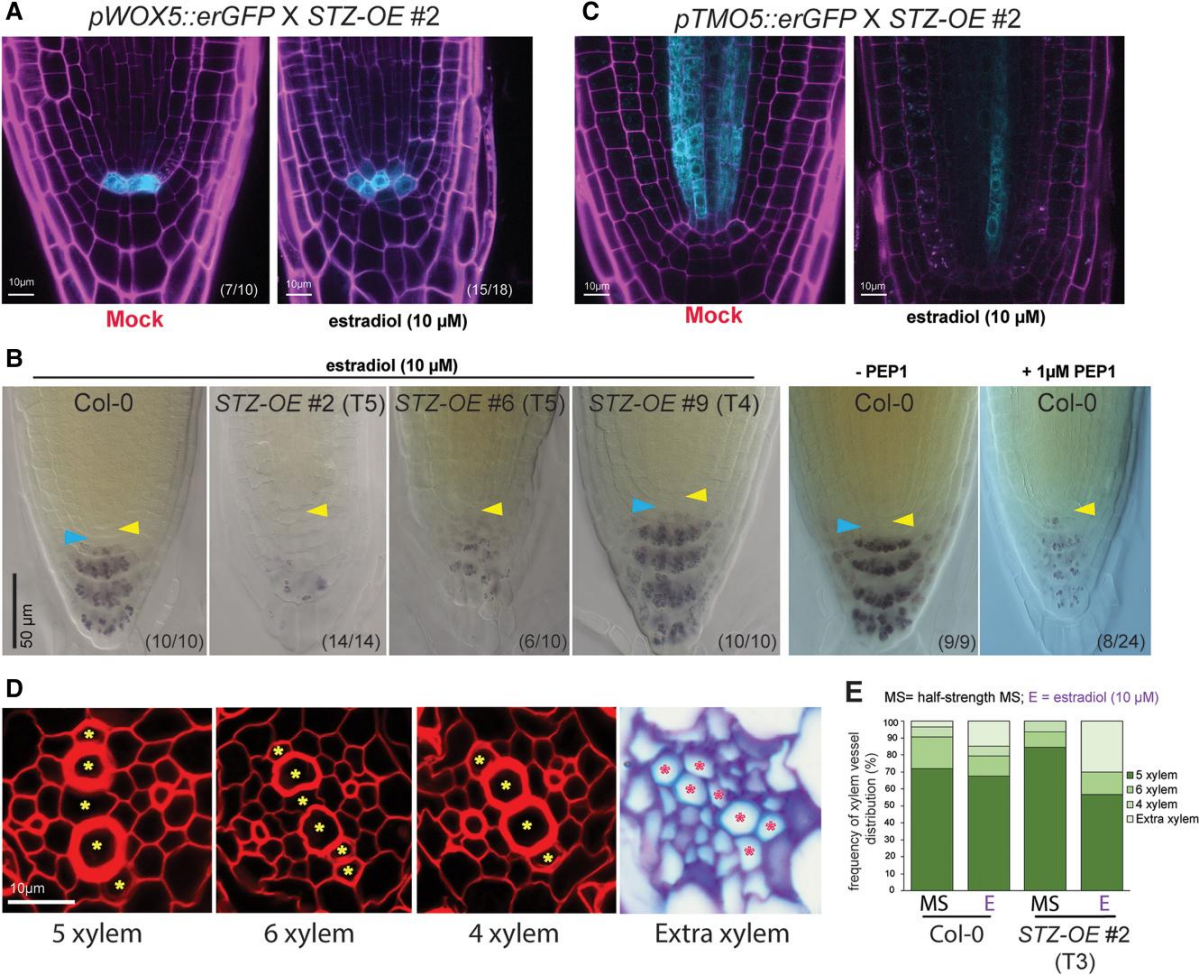
A high dosage of *STZ* perturbs the stem cell niche and xylem patterning. **A)** Analysis of *pWOX5::erGFP*, a QC marker, in the presence of a high dose of *STZ*. Five DAT F2 seedlings between *pWOX5::erGFP* and *STZ-OE* #2, showing a stunted root phenotype after estradiol treatment, were compared with seedlings without estradiol. **B)** Lugol's staining of the estradiol (10 *µ*m)-treated root tips of Col-0, *STZ-OE* #2, *STZ-OE* #6, and *STZ-OE* #9 seedlings (from left to right) and the root tips of Col-0 seedlings with and without PEP1 (1 *µ*m) treatment. Seedlings at 3 DAT on ½ MS medium were transferred and grown on ½ MS medium supplemented with estradiol or PEP1 for 48 h before Lugol's staining. The yellow and blue arrowheads indicate the QC and columella stem cell (CSC) layers, respectively. Scale bar = 50 *µ*m (applicable to all images within **B)**. **C)** Analysis of *pTMO5::erGFP*, a xylem precursor marker, in the presence of a high dose of *STZ*. F2 seedlings at 5 DAT between *pTMO5::erGFP* and *STZ-OE* #2, showing a stunted root phenotype after estradiol treatment (9 individuals), were compared with seedlings without estradiol (4 individuals). **D)** Representative images of 4 typical xylem arrangements found in the roots of WT Col-0 and *STZ-OE* #2 seedlings at 5 DAT; the “5 xylem,” “6 xylem,” “4 xylem,” and “extra xylem” phenotypes. Yellow and red asterisks indicate the differentiated xylem vessels. Scale bar = 10 *µ*m (applicable to all images within **D)**. **E)** Quantification of the xylem differentiation phenotypes in 5 DAT WT Col-0 and *STZ-OE* #2 seedlings grown on ½ MS medium supplemented with 10 *µ*m estradiol. The seedlings grown on ½ MS medium without estradiol (MS) were used as a control. Section images and detailed xylem vessel distribution frequencies are presented in Supplementary Fig. S17 and Supplementary Table S12, respectively. Sample number (*n*) = 30 to 34. Mock treatment = seedlings grown on ½ MS medium supplemented with an equal volume of ethanol as estradiol (10 *µ*m); E, estradiol (10 *µ*m) = seedlings grown on ½ MS medium supplemented with 10 *µ*m estradiol. The numbers in parentheses in each panel indicate the number of samples with phenotypes similar to the representative image among all independent root samples analyzed. *STZ-OE*, *STZ* overexpression line. GFP: cyan; PI staining: magenta. DAT, days after transfer to the growth chamber.

PEP1 promotes xylem differentiation in the WT roots (Dhar et al. 2021). We investigated whether *STZ-OE* seedlings mimicked the PEP1-mediated xylem phenotype. The expression level of *pTMO5::erGFP* (Lee et al. 2006), a marker for xylem precursor cells, introduced into *STZ-OE* Line #2 seedlings, drastically decreased (Fig. 4C). We also scored xylem differentiation patterns in the 5-d-old roots of T3 *STZ-OE* #2 seedlings grown on 10 *µ*m estradiol medium in comparison with WT seedlings (Fig. 4, D and E; Supplementary Fig. S12; Zhou et al. 2013; Dhar et al. 2021; Seo and Lee 2021). In the medium without estradiol, WT seedling roots showed “5 xylem cells” as the most prevalent type (∼72%), followed by the “6 xylem cells” (∼19%), “4 xylem cells” (∼6%), and “extra xylem” (∼3%) types (Fig. 4E; Supplementary Fig. S17A and Table S12). The *STZ-OE* #2 seedlings showed xylem patterns similar to that of WT seedlings with the presence of 84% of the “5 xylem cells” type, followed by 9% of the “6 xylem cells” and 6% of “4 xylem cells” types (Fig. 4E; Supplementary Fig. S17B and Table S12). However, estradiol-treated *STZ-OE* #2 seedlings displayed a significant increase in “extra xylem” vessel differentiation compared with the WT seedlings grown on 10 *µ*m estradiol plates (∼15% in WT vs. ∼30% in *STZ-OE*#2) (Fig. 4E; Supplementary Fig. S17, C and D and Table S12). These *STZ-OE* phenotypes mimic the PEP1-influenced WT phenotypes, supporting the crucial role of STZ in PEP-mediated reprogramming of root development (Dhar et al. 2021).

### Identification of downstream regulators of the PEP-STZ pathway

To understand how *STZ* transcriptionally modulates downstream signaling cascades, we generated RNA-seq data for the roots of T3 STZ-OE #2 seedlings sampled at 6 and 24 h post-*STZ* induction (Supplementary Fig. S18A). The RPKM values of all mapped transcripts were obtained for 9 samples with over 500 million high-quality paired-end reads (Supplementary Tables S13 and S14). PCA with the top 5,000 variable genes revealed sample integrity between replicates (Fig. 5A). At a 1.5-fold cutoff, we identified 8,435 DEGs compared with the mock samples (Supplementary Fig. S18, B and C and Table S15). Although STZ acts as a transcriptional repressor, more than 50% of the DEGs were upregulated after STZ induction (Supplementary Fig. S18C). K-means clustering of these DEGs revealed 6 clusters (Fig. 5B), with Clusters 1, 5, and 6 showing suppression by STZ and Clusters 2, 3, and 4 showing rapid to late induction by STZ (Fig. 5B; Supplementary Table S16).

**Figure 5.**
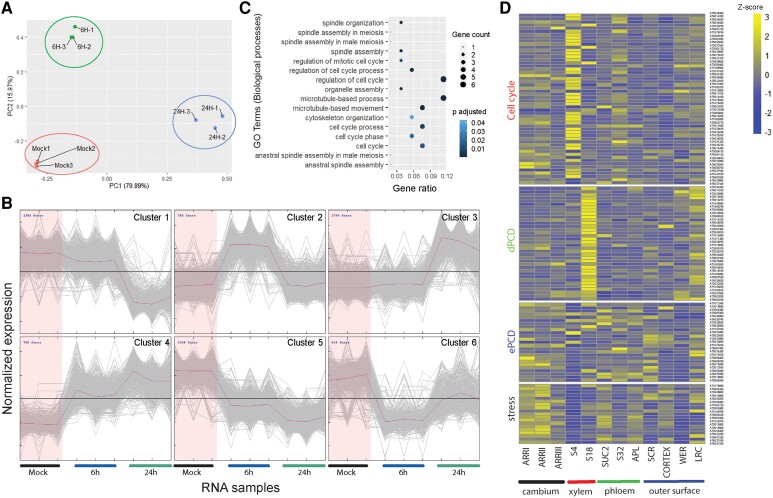
*STZ* transcriptionally regulates a group of cell cycle, dPCD, ePCD, and stress regulatory genes downstream of PEP1 signaling. **A)** PCA of the 9 *STZ-OE* RNA-seq samples based on the top 5,000 most variable genes. We used RNA samples from 2 time points (6 and 24 h) after *STZ* induction and 1 set of mock samples. The sample information and raw data are presented in Supplementary Tables S13 and S14, respectively. **B)** K-means clustering of 8,435 DEGs (Supplementary Table S15). A list of the genes in each cluster is presented in Supplementary Table S16. **C)** GO enrichment (biological processes) analysis (FDR < 0.05) of common cell cycle target DEGs that were suppressed by both PEP1 treatment and STZ overexpression; data are presented in Supplementary Tables S17 and S18. **D)** Root expression patterns of the cell cycle, dPCD, ePCD, and stress regulatory TFs downstream of STZ (Supplementary Table S19). The abbreviated information for the cell-type-specific markers is presented in Supplementary Table S28. The color scale bars denote the *Z*-score as obtained through the “scale” function while plotting using the “pheatmap” package in R. *STZ-OE*, *STZ* overexpression line.

Since proliferative cell division in the root meristem was suppressed by both *STZ* overexpression and PEP1 treatment, we searched for cell cycle genes by overlaying genes suppressed by PEP1 and STZ (Clusters 1, 5, and 6 for *STZ-OE* data and Cluster 9 for PEP1 data; Supplementary Tables S4 and S16). Sixty-one overlapping genes (Supplementary Table S17 and Fig. S18D) belonged to the GO terms, “regulation of cell cycle” (GO:0051726) and “regulation of mitotic cell cycle” (GO:00007346) (Fig. 5C; Supplementary Table S18). Interestingly, these 61 genes were significantly enriched in developing xylem precursor (S4) cells (Fig. 5D; Supplementary Table S19).

The T3 *STZ-OE* #2 seedlings exhibited early and ectopic xylem differentiation (Fig. 4, D and E; Supplementary Fig. S17), similar to seedlings treated with PEP1 (Dhar et al. 2021). Therefore, we investigated whether STZ increased developmentally induced PCD (dPCD) genes. We compared the DEGs from the STZ-induced clusters with a core set of 98 conserved dPCD marker genes that were previously identified in the context of tracheary elements and lateral root cap differentiation (Lee et al. 2006; Olvera-Carrillo et al. 2015), and identified 36 shared dPCD genes (Supplementary Fig. S18E and Table S20). We also identified 26 environmentally induced PCD (ePCD) marker genes upregulated by STZ (Supplementary Fig. S18F and Table S19), out of 84 known ePCD genes upregulated by several shared biotic, genotoxic, and osmotic stressors (Olvera-Carrillo et al. 2015). The expression profiles of dPCD (36/98) and ePCD (26/84) genes in our transcriptome data are shown in Supplementary Fig. S18, G and H. In the cell-type-specific root expression data, STZ downstream dPCD genes tended to show enriched expression in the maturing xylem (S18), whereas ePCD genes were sporadically expressed throughout various cell layers (Fig. 5D; Supplementary Table S19). These findings suggest that STZ preferentially controls xylem-enriched cell cycle- and differentiation-related genes in roots.

Furthermore, among the 344 TFs induced by PEP1 treatment in our time-course transcriptome data, 190 were found as DEGs in the *STZ-OE* data, and 66 were predicted to be direct targets of STZ (O’Malley et al. 2016; Supplementary Table S21). Among 190 TFs regulated by STZ in the PEP1-triggered GRN, 19 were directly associated with STZ in the STRING database with functional annotations in stress responses (Supplementary Table S22). Interestingly, these stress regulators were highly enriched in the cambium (ARRI), developing cambium (ARRII), companion cells (SUC2), phloem (APL), and cortex layers in the root (Fig. 5D). STZ direct targets included TFs involved in the vascular development such as MONOPTEROS (MP; Przemeck et al. 1996), VASCULAR-RELATED NAC DOMAIN 6 (VND6; Kubo et al. 2005), OBF BINDING PROTEIN 4 (OBP4; Miyashima et al. 2019), TARGET OF MONOPTEROS 6 (TMO6; Schlereth et al. 2010), and HIGH CAMBIAL ACTIVITY2 (HCA2; Guo et al. 2009; Miyashima et al. 2019), further supporting the notion that STZ is a core TF in the PEP1-triggered GRN, which modulates stress responses and meristem/vascular development.

### STZ regulates stress response and root growth with a discrete threshold

Given the significant difference in root growth and stem cell population maintenance between *STZ-OE* #2 and #9 seedlings and the intermediary phenotype of #6 (Figs. 3 and 4; Supplementary Figs. S9, S10, and S13), STZ seemed to regulate downstream processes in a dose-dependent manner. To explore this aspect further, we measured the expression of selected cell cycle, dPCD, and ePCD genes in the roots of T3 *STZ-OE* #2 and #9 seedlings using RT-qPCR (Fig. 6, A to C). As expected, the cell cycle genes exhibited more than 50% suppression on average after estradiol treatment for 24 h in the *STZ-OE* #2 roots compared with the mock treatment, whereas *STZ-OE* #9 seedlings maintained overall transcript levels of approximately 80% of the mock treatment (Fig. 6A; Supplementary Table S23). We also monitored the expression of well-characterized dPCD regulators, which include *ARABIDOPSIS NAC DOMAIN CONTAINING PROTEIN 87* (*ANAC087*), *SERINE CARBOXYPEPTIDASE-LIKE 48* (*SCPL48*), *GLUTAREDOXIN 13* (*GRXS13*), *RIBONUCLEASE 3* (*RNS3*), *BIFUNCTIONAL NUCLEASE 1* (*BFN1*), *DAD1-LIKE LIPASE 3* (*DALL3*), *LECTIN RECEPTOR KINASE A4.1* (*LECRKA4.1*), *METACASPASE 9* (*MC9*), and *CYSTEINE ENDOPEPTIDASE 1* (*CEP1*) (Fig. 6B; Supplementary Table S23). In Arabidopsis, ANAC046 and ANAC087, 2 NAC domain TFs in xylem vessels, have been shown to mediate PCD via BFN1 and RNS3 (Olvera-Carrillo et al. 2015; Fujimoto et al. 2018; Huysmans et al. 2018). In general, the results indicated higher induction of dPCD genes in the roots of *STZ-OE* #2 seedlings than in that of #9 seedlings (Fig. 6B; Supplementary Table S23). Similar patterns were observed for 3 ePCD marker genes: *HEAT SHOCK FACTOR 4* (*HSF4*), *RESPONSIVE TO ABA 18* (*RAB18*), and *BIFUNCTIONAL INHIBITOR/LIPID-TRANSFER PROTEIN* (AT4G33550) (Fig. 6C; Supplementary Table S23). These analyses indicated that a very high dose of STZ in the root influences the cell cycle and differentiation gene cascades.

**Figure 6.**
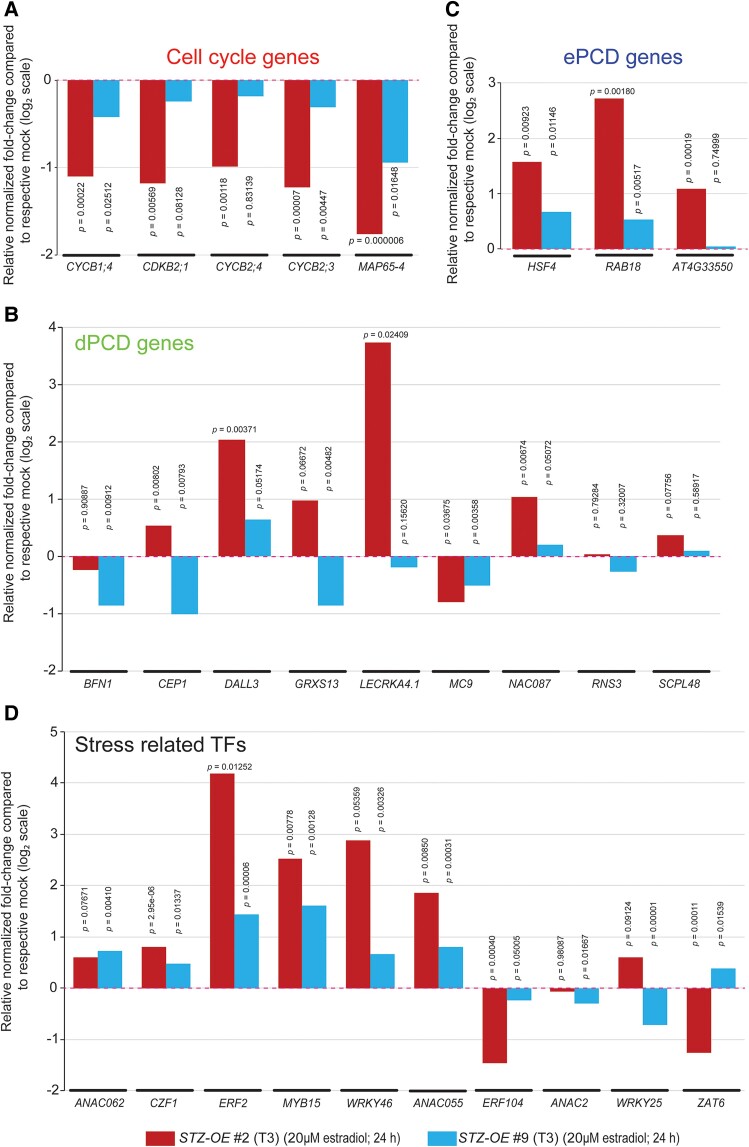
Dosage-dependent regulation of cell cycle, dPCD, ePCD, and stress regulators by STZ. **A to D)** Expression levels of the selected cell cycle **A)**, dPCD **B)**, ePCD **C)**, and stress regulatory TFs **D)** analyzed by RT-qPCR in the roots of *STZ-OE* #2 and #9 seedlings. The 4 DAT seedlings of STZ-OE #2 and #9 were treated with 20 *µ*m estradiol or mock (an equal volume of ethanol used for dissolving estradiol) for 24 h, and the bottom half of their roots were dissected for total RNA isolation. *UBQ10* was used as an internal control, and the normalized fold change was determined in the root samples treated with 20 *µ*m estradiol for 24 h when compared with mock. The normalized expression values are presented as the ±SEM from 3 technical replicates in Supplementary Table S23. The bar graph represents the log_2_ |normalized fold change| from 3 technical replicates. Pink dotted lines over the bar graphs signify the normalized transcript levels of each respective gene at mock treatment (mock = 1). The statistical significance of differences was determined using a Student's *t*-test compared with mock, and the *P* values are presented. *STZ-OE*, *STZ* overexpression line; DAT, days after transfer to the growth chamber.

Among the 19 stress response TFs downstream of both PEP1 and *STZ-OE* #2 (Fig. 5D; Supplementary Fig. S18I and Table S22), the expression of 8 well-known stress regulators and 2 direct targets of STZ that belong to PEP1-induced TFs (O’Malley et al. 2016; Supplementary Fig. S18I and Table S24) was monitored in the roots of T3 *STZ-OE* #2 and #9 seedlings using RT-qPCR (Fig. 6D; Supplementary Table S23). *WRKY46*, *MYB DOMAIN PROTEIN 15* (*MYB15*), *ANAC055*, and *ETHYLENE RESPONSE FACTOR-2* (*ERF2*) were highly upregulated (>4-fold compared with the mock treatment) in *STZ-OE* #2 seedlings (Fig. 6D; Supplementary Table S23). Although *STZ-OE* #9 seedlings did not show root growth suppression upon STZ induction (Fig. 3, A and B), they displayed a significant increase (1.5- to 3-fold compared with the mock treatment) in RNA levels for these stress regulators. The expression of *CZF1* and *ANAC062*, which are the direct targets of STZ (O’Malley et al. 2016), was also increased in both lines (Fig. 6D; Supplementary Table S23). Furthermore, *ZAT6*, a close STZ homolog, was differentially regulated by STZ doses, that is, it was suppressed in Line #2 but activated in Line #9 (Fig. 6D; Supplementary Table S23). These observations suggest that STZ alters the magnitude of stress resistance in roots, depending on the *STZ* level. However, the basal level of STZ for inducing stress resistance seems to be lower than the level required for growth suppression, as *STZ-OE* #9 seedlings activated stress resistance genes without suppressing growth-related genes. These discrete thresholds of STZ required for stress resistance and growth suppression might enable plants to determine the growth–defense tradeoff.

### Engineering STZ doses for making stress-resilient plants

Our study suggests that PEP-mediated signaling employs *STZ* to control stress resistance and growth in a dose-dependent manner. It still remains to answer whether the STZ doses would benefit root growth under the influence of stress-triggering signals (Fig. 7, A and B; Supplementary Fig. S19, A and B). We monitored the root growth in T4 or T5 *STZ-OE* #2, #6, and #9 seedlings, after the mock treatment (1 or 10 *µ*m of estradiol) and various doses of PEP1 (25, 50, 75, and 100 nm with 1 or 10 *µ*m of estradiol). Root growth suppression occurred at both estradiol concentrations following the magnitude of STZ induction: *STZ-OE* #2, #6, and #9 (Fig. 7, A and B; Supplementary Fig. S19, A and B and Table S25). When *STZ-OE* seedlings were grown under different doses of PEP1 together with estradiol, their root growth suppression was less than that of WT seedlings, that is, the higher the *STZ* concentration, the higher the resistance to PEP1. Following this trend, *STZ-OE* #6 and #9 seedlings had longer roots than WT seedlings, depending on the doses of PEP1 and estradiol (Fig. 7B; Supplementary Fig. S19B). Furthermore, when we analyzed the meristems of the *STZ-OE* lines in the mock and PEP1 treatments, the meristems of *STZ-OE* #9 roots were more intact than those of the WT roots (Fig. 7C; Supplementary Figs. S19C and S20A). We further explored this aspect by inducing *STZ* 1 d before exposing the seedlings to PEP1 (Supplementary Fig. S21, A and B). In this priming experiment, *STZ-OE* #6 seedlings showed significantly greater root growth after PEP1 treatment than the WT. These findings suggest the potential for engineering STZ doses to improve root growth performance under stresses.

**Figure 7.**
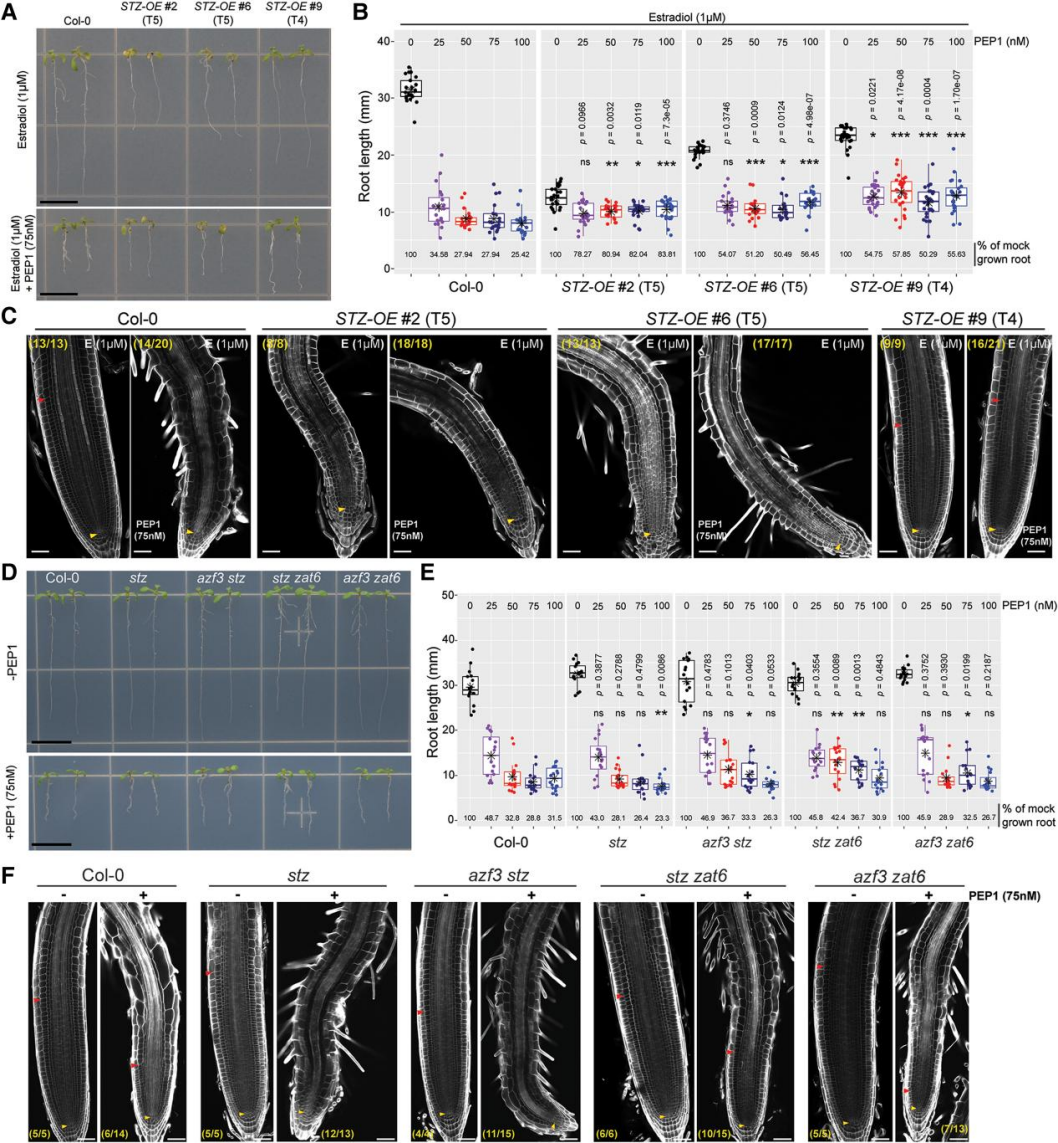
STZ-dependent engineering of stress-responsive root growth. **A)** Photographs of Col-0 and *STZ-OE* seedlings at 7 DAT grown in the presence of 1 *µ*m estradiol with or without 75 nm PEP1 for 4 d. Seedlings at 3 DAT germinated and grown on ½ MS medium were transferred to ½ MS medium containing 1 *µ*m estradiol with or without 75 nm PEP1. The seedlings with representative root lengths were arranged on an agar plate and photographed. The *STZ-OE* seedlings used in this experiment were T4 or T5 generations of lines #2, #6, and #9. Scale bar = 10 mm (applicable to both images under **A)**. **B)** Box plots of root lengths of 7 DAT Col-0 and *STZ-OE* seedlings treated with estradiol (1 *µ*m) and PEP1 (25, 50, 75, and 100 nm) for 4 d as shown in **A)**. Significant differences were determined by comparing WT Col-0 and *STZ-OE* seedlings grown under the same treatment conditions using a 1-way Student's *t*-test (***P < 0.001, **P < 0.01, *P < 0.05; ns, nonsignificant). The quantitative data and other biological replicate data are presented in Supplementary Table S25 (*n* = 18 to 26). Boxes, the first and third quartiles split by median; whiskers, the data range; points, individual data points; asterisks within the boxplot, average. **C)** Confocal microscopy of root meristems of Col-0 and *STZ-OE* seedlings under the conditions described in **A)**. **D)** Photographs of 7 DAT Col-0 and *stzl* mutant seedlings grown with or without 75 nm PEP1. Seedlings at 3 DAT that germinated and grew on ½ MS medium were transferred to ½ MS medium with or without 75 nm PEP1 for 4 d. The seedlings with representative root lengths were arranged on an agar plate and photographed. Scale bar = 10 mm (applicable to both images under **D)**. **E)** Box plots of root lengths of Col-0 and *st*z*l* mutant seedlings at 7 DAT treated with PEP1 (25, 50, 75, and 100 nm) for 4 d, as shown in **D)**. Significant differences were determined by comparing Col-0 seedlings to *stzl* mutants grown under the same treatment conditions using a 1-way Student's *t*-test (**P < 0.01, *P < 0.05; ns, nonsignificant). The quantitative and other biological replicate data are presented in Supplementary Table S25 (*n* = 15 to 18). Boxes, the first and third quartiles split by median; whiskers, the data range; points, individual data points; asterisks within the boxplot, average. **F)** Confocal microscopy of root meristems of Col-0 and *stzl* mutant seedlings under the conditions described in **D)**. Yellow and red arrowheads in **C and F)** indicate the QC and meristem/transition zone boundaries, respectively. The numbered ratio in parentheses indicates samples with similar results to the total independent root samples analyzed. Scale bar = 30 *µ*m (applicable to all images under **C and F)**. *STZ-OE*, *STZ* overexpression line; DAT, days after transfer to the growth chamber.

Finally, using CRISPR/Cas9 knockout mutant combinations of STZLs, we explored the effects of in vivo STZL (STZ, ZAT6, and AZF3) levels on PEP1-mediated root growth suppression. A versatile multiplex CRISPR/Cas9 assembly system (Ursache et al. 2021; Supplementary Fig. S22) was employed to introduce multiple Cas9-gRNAs for *AZF3* and *ZAT6* simultaneously into the *stz* T-DNA insertion mutant (SALK_054092), and Col-0, and *azf3 stz*, *stz zat6*, and *azf3 zat6* double mutants were successfully identified (Supplementary Fig. S23, A to C). The root growth sensitivity of Col-0, *stz*, *azf3 stz*, *stz zat6*, and *azf3 zat6* seedlings to PEP1 was measured in seedlings that were germinated and grown on ½ MS medium for 3 d and then grown for another 4 d on ½ MS medium with or without variable doss of PEP1 (Fig. 7, D and E; Supplementary Table S25). Consistent with the contribution of STZ to PEP1 resistance in the analysis of *STZ-OE* lines, the *stz* seedlings displayed hypersensitive root growth suppression compared with Col-0 seedlings at higher doses of PEP1 (75 and 100 nm). Such hypersensitive root growth suppression was not observed in *azf3 stz* and *azf3 zat6* seedlings (Fig. 7E; Supplementary Table S25). Interestingly, *stz zat6* seedlings showed less sensitive root growth suppression than Col-0 seedlings when exposed to 50 and 75 nm of PEP1 (Fig. 7E; Supplementary Table S25). Consistent with the root growth response, the *stz zat6* seedlings maintained the meristem to a level comparable to that of Col-0 seedlings, whereas most *stz* seedlings displayed complete exhaustion of the meristem following PEP1 exposure (Fig. 7F; Supplementary Fig. S20B). These observations collectively suggest that *STZ* is a core regulator of the growth–defense tradeoff while interacting with *STZ* homologs in a rather complicated manner.

## Discussion

Plant roots are constantly exposed to complex environmental stressors. These stressors activate the endogenous danger signals to act on the growth–defense tradeoff (Huot et al. 2014; Figueroa-Macias et al. 2021). PEP, a danger signal activated (Bartels and Boller 2015) by various biotic and abiotic stressors, triggers defense responses while suppressing apical root growth and inducing the differentiation of root hairs and vascular tissues (Poncini et al. 2017; Jing et al. 2019; Dhar et al. 2021). However, the mechanisms by which PEP1 transcriptionally manipulates root developmental pathways and defense responses remain elusive (Bartels and Boller 2015). This study aimed to understand how stress perception affects developmental outcomes by combining genome-wide expression analysis, gene network-based functional inferences, various gene perturbations, and detailed phenotypic analyses.

The meristem is the center that governs organ growth; thus, it is expected that PEP manipulates developmental regulatory programs in the root meristem to cope with environmental stressors. Indeed, our high-resolution root meristem-specific RNA-seq dataset in response to synthetic PEP1 revealed the rapid induction of a plethora of stress-responsive TFs in the meristem as early as 3 h post-PEP1 treatment. 

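Transcription factor genes of several families were already up at 3 h of PEP1. By InterPro domain, 36 of 102 AP2/ERF genes were induced at 3 h (odds ratio 4.90, adjusted p = 1.25e-10, Fisher's exact test). So were 20 of 56 WRKY genes (odds ratio 4.95, adjusted p = 2.9e-06, Fisher's exact test) and 7 of 15 TIFY genes (odds ratio 7.74, adjusted p = 0.00243, Fisher's exact test). NAC genes, 14 of 70, did not pass at 3 h (odds ratio 2.21, adjusted p = 0.0625, Fisher's exact test), nor did MYB genes, 21 of 155 (odds ratio 1.39, adjusted p = 0.324, Fisher's exact test). Of the 59 WRKY genes listed by name, 20 were induced and 2 suppressed at 3 h, and 36 were induced at 24 h, also when adjusted over the list alone. WRKY28 (AT4G18170) rose from 0.573 ± 0.094 CPM (SD, n = 4) to 13.6 ± 1.48 (SD, n = 3), a log2 fold change of 4.57 (standard error 0.27, adjusted p = 1.23e-08 from edgeR's quasi-likelihood test). WRKY45 had 3.71. WRKY71, with 0.012 ± 0.024 CPM in the mocks (SD, n = 4), reached 1.41 ± 0.432 (SD, n = 3). WRKY13 and WRKY54 fell at 3 h (-1.53 and -1.30), and both calls ended against the mock of 3 h alone. The WRKY list passed by camera at 3 h (adjusted p = 9.13e-07), but not with an estimated correlation (adjusted p = 0.313). Among 9 stress regulators that the study lists, 5 were induced at 3 h and 9 at 24 h, also when adjusted over the list alone, which is no independent evidence, since the study chose them. Only 2 of the 9 were called at 3 h against the mock of 3 h alone, though the median of the list was no lower, 1.175 in place of 0.789. ERF2 had a log2 fold change of 4.64 at 3 h. MYB15 had 6.43 (standard error 0.54, adjusted p = 2.82e-07 from edgeR's quasi-likelihood test), but this fold hangs on 1 mock library, since the mock of 3 h had 0.853 CPM and the other mocks 0. WRKY46 and ANAC055 were also induced at 3 h (2.68 and 2.05), but not against the mock of 3 h alone.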

We hypothesized that some TFs were responsible for suppressing cell cycle genes in the meristem as a part of the growth–defense tradeoff (Figs. 1 and 2). We used a network based on information built into the STRING database as a proxy for candidate identification. Our search for connections between the downstream genes of PEP1 signaling, which belong to the cell cycle regulators and stress response TFs, indicated that *STZ* is one of the most highly connected TFs in the network with an indirect link to the cell cycle networks. The DAP-seq data are not implemented in the STRING database. Therefore, we visited these data and found that STZ may directly regulate more cell cycle genes in the meristem than any other highly connected TFs in this network.

STZ, AZF3, and ZAT6 are the most closely related members of the C2H2 zinc finger TF family. The expression dynamics of STZ, AZF3, and ZAT6 in response to PEP1 treatment further supported their potential role in regulating the cell cycle network, as inferred from our STRING database analysis. Their expression is normally absent in the root meristem but is rapidly induced in the root apical meristem with PEP1. STZ and ZAT6 proteins were distributed in the root stem cell niche following PEP1 treatment, indicating that PEP1-mediated reprogramming of root development may occur through STZ and its homologs (Fig. 3). Indeed, administering a very high dose of STZ in the root meristem using an estradiol-inducible transactivation system (*STZ-OE* Line #2) resulted in the (i) exhaustion of the stem cell niche, (ii) early and ectopic xylem vessel differentiation, and (iii) aberrant behaviors of the QC and columella (Fig. 4). These phenotypes were very similar to those of seedlings treated with PEP1 (Jing et al. 2019; Dhar et al. 2021; Okada et al. 2021). RNA-seq analyses further support the *STZ-OE* transgenic Line #2 phenotypes. STZ-suppressed clusters were enriched with cell cycle genes, whereas the STZ-activated clusters were enriched with dPCD-/ePCD-associated regulators and executors (Olvera-Carrillo et al. 2015; Figs. 5 and 6). Most dPCD-associated genes were enriched in the maturing xylem, suggesting the role of STZ in the differentiation of xylem vessels, where STZ is expressed in the roots without PEP1 treatment.

Fine-tuning the growth–defense tradeoff is critical for plant sustainability in constantly changing environments (Karasov et al. 2017), particularly in the root system. Once the stress-responsive network is activated, growth is suppressed. However, the degree of growth suppression depends on multiple factors, including stress intensities. We found that STZ regulates the stress response and growth-related genes at different levels (Fig. 6). Among the estradiol-inducible *STZ-OE* lines, #9 seedlings with a moderate *STZ* induction level showed root and meristem growth comparable to that of the WT seedlings even after *STZ* induction; however, it exhibited activation of the key stress regulators, *ANAC055*, *MYB15*, *ERF2*, *ZAT6*, *CZF1*, and *ANAC062* (Fig. 6). Contrary to STZ-OE #9 seedlings, *STZ-OE* Line #2 seedlings exhibited both stress gene induction and root growth suppression (Figs. 6 and 7). Consistent with the induction of key stress regulators, the roots of *STZ-OE* #9 seedlings exposed to PEP1 grew longer than those of Col-0 seedlings without compromising the meristem (Fig. 7). Aligned with this result, the *stz* mutant showed stronger root growth suppression after PEP1 treatment than the WT seedlings. These data suggest that plants might control doses of STZ depending on the severity of stresses to decide discretely whether to increase a mild level of stress resistance without compromising growth or solely invest in stress resistance without diverting energy to the growth program.

This study revealed a comprehensive transcriptional landscape of the root meristem in response to synthetic PEP1, a danger signal activated under biotic and abiotic stress conditions. *STZ* and its homologs appear to serve as a nexus between danger signal perception and molecular reprogramming of the meristem. Our findings suggest that the PEP1-mediated suppression of cell division, induction of cell differentiation, and activation of stress regulators in the root meristem depended on the dose of *STZ*, which varies depending on the exposure or magnitude of the stress signals (Fig. 8). Collectively, these findings suggest the possibility of designing plants with enhanced stress resistance without compromising growth by modulating STZ levels.

**Figure 8.**
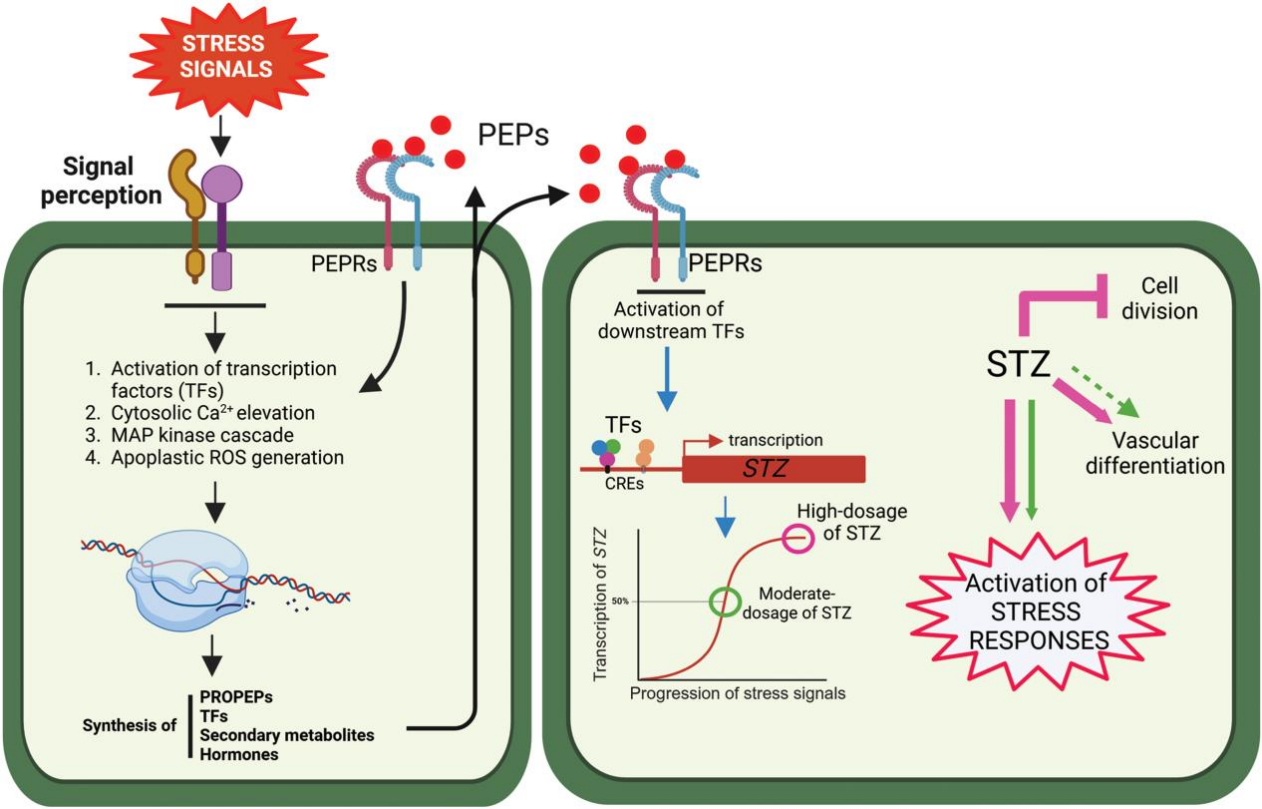
A working model showing how the perception of stress signals leads to a stress-growth tradeoff. In this study, synthetic PEP1 was used as a representative stress-induced DAMP. PEPs, secreted in response to exogenous stress signals, activate a group of core stress response TFs, including STZ. The magnitude of the stress signals controls the transcript levels of STZ, which differentially regulates stress responses and growth in the root meristem. A very high dose of STZ strongly activates stress resistance while compromising root meristem activity and growth (shown in pink arrows; pointed for activation and blunted for repression). In contrast, a moderate dose of STZ activates a stress resistance network without compromising root growth (shown in green arrows), which may be beneficial for sustaining plant yield in a moderately harsh environment. Images were created using BioRender.com. Black arrow, a reported stress-signaling pathway; blue arrow, PEP1-mediated activation of stress-related TF genes, including *STZ*.

## Materials and methods

### Plant materials and growth conditions

The Arabidopsis (*A. thaliana*) plants used in the present study belonged to the Columbia (Col-0) ecotype. Col-0 plants were used as the WT controls. Mutants *stz* (SALK_054092) (Hoang et al. 2020) and *pepr1 pepr2* (Nakaminami et al. 2018), and transgenic lines *ProWOX5:erGFP* (Sebastian et al. 2015) and *ProTMO5::erGFP* (Lee et al. 2006), and PlaCCI (Desvoyes et al. 2020) have been previously reported. All seeds were surface-sterilized, vernalized, and grown on ½ MS medium, which comprises 0.22% Murashige and Skoog medium, 0.025% MES, and 1% sucrose adjusted to pH 5.7 further supplemented with 1% Plant Agar (Duchefa Biochemie) under extended day conditions (16-h/8-h light/dark cycle) with 100 *μ*mol m^−2^ s^−1^ light intensity at 22 to 23 ℃ in a plant growth chamber.

### Root growth and meristem phenotyping

The synthetic PEP1 (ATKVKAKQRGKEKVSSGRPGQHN) was obtained from Peptron (Korea; http://www.peptron.com) (Dhar et al. 2021). The peptide was dissolved in distilled water to make stock solutions of 10 mm each and stored at −20 ℃ until use.

To analyze the root growth in *STZ-OE* seedlings, we surface-sterilized seeds and plated the respective lines of *STZ-OE* into ½ MS medium supplemented with 10 *µ*m estradiol (Sigma-Aldrich, USA). The seeds cold-treated on ½ MS medium were germinated and grown at 22 ℃ in the plant growth chamber under extended day conditions up to 5 d after transfer (DAT) to the growth chamber. For the root growth phenotyping in *STZ-OE*, seedlings grown on ½ MS medium were transferred at 3 DAT to fresh ½ MS medium supplemented with various concentrations of PEP1 and estradiol (1 or 10 *µ*m) and allowed to grow for another 4 d. The transgenic generations (T2/T3/T4/T5) of the *STZ-OE* seedlings used in each experiment are described in the Results section. For root growth phenotyping of *stzl* mutant seedlings germinated and grown on ½ MS medium for 3 DAT were transferred to fresh ½ MS medium supplemented with various concentrations of PEP1 and grown for an additional 4 d. Seedlings in the plates containing ½ MS medium were photographed using a Nikon digital camera, and their root lengths were measured using ImageJ (https://imagej.net/ij/).

Seedlings were harvested and fixed overnight in 4% paraformaldehyde (PFA) to visualize root meristems. Seedlings were washed with 1× phosphate-buffered saline (PBS; 137 mm NaCl, 2.7 mm KCl, 10 mm Na_2_HPO_4_, 1.8 mm KH_2_PO_4_, and pH 7.4) and treated with ClearSee (Kurihara et al. 2015) for 3 to 5 d. Seedlings were stained with 0.1% (v/v) calcofluor white 2MR (Sigma-Aldrich) for at least 1 h and observed using a confocal microscope (Leica TCS SP8 or Zeiss LSM700) at the preset excitation/emission wavelengths of calcofluor white 2MR (laser: 405 nm, laser power: 4.5, gain: 35, emission wavelength: 410 to 458 nm).

### Tissue harvest, RNA extraction, and sequencing

For PEP1 time-course transcriptome data, 4 to 5 DAT Col-0 seedlings were treated with or without (mock treatment) 1 *µ*m PEP1 for 3, 6, 12, and 24 h in such a manner that the age of the seedlings at harvest was 5 DAT. The root meristems were dissected from each set of seedlings, and the tissues were fixed overnight using RNA*later* solution (Sigma-Aldrich). Total RNA was extracted using the RNeasy Plant Micro Kit (Qiagen, Germany) with an on-column DNase digestion step to remove genomic DNA contamination.

RNA samples were prepared to obtain time-course *STZ-OE* RNA-seq data; 4 to 5 DAT STZ-OE #2 (T3) seedlings were treated with an equal volume of ethanol (mock treatment) or 20 *µ*m estradiol for 24 and 6 h, respectively. The bottom half of the roots were dissected from the seedlings at 5 DAT, and total RNA was isolated using RNeasy Plant Mini Kit (Qiagen) with an on-column DNase digestion step following the manufacturer's instructions.

The RNA quality, integrity, and quantity were measured using a NanoVue spectrophotometer (GE Healthcare, USA) and a 2100 Agilent Bioanalyzer with a plant RNA NanoChip assay (Agilent Technologies, USA) (Supplementary Table S26). The library was prepared using the TruSeq Stranded mRNA Library Prep Kit (Illumina, USA) with an average insert size of >300 bp. The NGS library for each sample was sequenced using an Illumina NovaSeq6000 system to obtain 100-bp paired-end reads at Macrogen Inc. (Seoul, Korea). Sequencing files were deposited in the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) with the GEO accession numbers GSE252414 (PEP1 RNA-seq) and GSE252415 (*STZ-OE* RNA-seq).

### Data analysis for RNA-seq

The read quality of the FASTQ files was assessed using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Trimming of adapter sequences and low-quality reads was performed using the CLC Genomics Workbench (version 22.0.1; Qiagen) with a parameter-quality limit of 0.05. To estimate transcript abundance, high-quality trimmed reads were mapped to the Arabidopsis genome (TAIR10) using the following parameters: mismatch cost, 2; insertion cost, 3; deletion cost, 3; length fraction, 0.8; similarity fraction, 0.8; and the expression levels were normalized as reads per kilobase per million mapped reads (RPKM) using the CLC Genomics Workbench. The DEGs (FDR < 0.01 and |fold change| ≥ 1.5) were determined by comparing the PEP1 or estradiol-treated samples to their respective mock sample.

### PCA, clustering, GO, and KEGG pathway analysis of the DEGs

For PCA, the top 5,000 DEGs were used. The R packages “ggfortify” and “ggrepel” were used to visualize the PCA data. The DEGs were combined and K-means clustered using MeV software (version 4.9.0; Saeed et al. 2003). GO term enrichment analyses were performed using a hypergeometric distribution test and compared against Arabidopsis reference genes. GO and GOSlim categories were assessed using the “BINGO” package (Maere et al. 2005) in Cytoscape (www.cytoscape.org), with significance set at *P* ≤ 0.05. The data presentation was created using the “ggplot2” package in R (Villanueva and Chen 2019).

### Gene expression quantification by RT-qPCR

The bottom half of the roots from seedlings at 5 DAT were dissected, and the total RNA was isolated using RNeasy Plant Mini Kit (Qiagen) with an on-column DNase digestion step following the manufacturer's instructions. The details of the respective mock, PEP1, and estradiol treatments are mentioned in the figure legends. Approximately 2 *µ*g of purified RNA was used as a template for cDNA biosynthesis using SuperScript III Reverse Transcriptase (Invitrogen, USA) in a 20-*µ*L reaction. The synthesized cDNA was diluted 5-fold by adding 80 *µ*L of autoclaved distilled water, and 1 *µ*L of cDNA was used as a template for RT-qPCR using iQ SYBR Green Supermix (BIO-RAD, USA) on a CFX96 Real-Time PCR machine (BIO-RAD, USA) following the manufacturer's instructions (95 ℃ for 3 min, followed by 40 cycles of 95 ℃ for 20 s, 58 ℃ for 20 s, 72 ℃ for 30 s) (Kim et al. 2020; Dhar et al. 2021). The sequences of the gene-specific primers are given in Supplementary Table S27.

### Determination of the numbers of *STZL* transcripts in the root meristem through ddPCR

The meristem regions (∼750 *µ*m long root tips) were dissected from the roots of WT Col-0 and *STZ-OE* seedlings at 5 DAT. WT Col-0 seedlings were treated with either 1 *µ*m of PEP1, or 1 or 10 *µ*m of estradiol for 24 h before dissection. *STZ-OE* #2 seedlings were treated with 1 or 10 *µ*m of estradiol, and STZ #6 and #9 seedlings were treated with 10 *µ*m of estradiol for 24 h before dissection. The root meristems dissected from each set of seedlings were kept in RNA*later* solution (Sigma-Aldrich) overnight, and then, the total RNA was isolated using a RNeasy Plant Micro Kit (Qiagen). Total RNA (1 *µ*g) for reverse transcription was obtained using SuperScript III Reverse Transcriptase (Invitrogen) in a 20-*µ*L reaction. The synthesized cDNA was diluted to 100 *µ*L by adding 80 *µ*L of autoclaved distilled water. Droplet generation, PCR, quantification, and data analysis were performed as described previously (Kim et al. 2020; Hoang et al. 2022). The PCR steps were as follows: 1 cycle at 95 ℃ for 5 min, 40 cycles of 95 ℃ for 30 s and 60 ℃ for 1 min, followed by 1 cycle of 4 ℃ for 5 min and 90 ℃ for 5 min. The gene-specific primers used for the ddPCR are listed in Supplementary Table S27.

### Molecular cloning and generation of transgenic plants

To generate transcriptional reporter lines of *STZ*, *AZF3,* and *ZAT6*, MultiSite Gateway system (Invitrogen) was used as previously described (Lee et al. 2006; Kim et al. 2020). The promoter regions of *STZ* (Sakamoto et al. 2004), *AZF3* (Sakamoto et al. 2004), and *ZAT6* (Shi et al. 2014) were amplified from WT Col-0 genomic DNA using PCR and inserted into pDONR P4-P1r via BP recombination. The reporter component, *eGFPGUS* (Furuta et al. 2014) was cloned into pDONR221. To obtain *pSTZ::eGFPGUS*, *pAZF3::eGFPGUS*, and *pZAT6::eGFPGUS*, final recombination was performed in the binary vector dpGreenBarT using Multisite Gateway LR recombination. To create the translational fusion lines of *STZ* (*pSTZ::STZ-GFP*), AZF3 (*pAZF3::AZF3-GFP*), and *ZAT6* (*pZAT6::ZAT6-GFP*), the coding sequences of *STZ*, *AZF3*, and *ZAT6* were amplified using cDNA from Col-0 root and cloned into pENTR/D-TOPO vector (Thermo Fisher Scientific, USA). Each cDNA clone was inserted into the binary vector dpGreenBarT with the previously prepared cassettes of the respective promoters at pDONR P4-P1r and GFP at pDONR P2R-P3 using LR Clonase II Plus (Invitrogen).

To generate the inducible overexpression lines of *STZ* (*STZ-OE*), pDONR P4-P1r vector containing *p35S::XVE>>pLexA* was obtained from Dr. Ari Pekka Mähönen (Siligato et al. 2016). The *p35S::XVE>>pLexA::STZ* was constructed into dpGreenBarT by LR recombination. All the clones in the binary vector were introduced into Agrobacterium GV3101 using pSOUP for Arabidopsis transformation via floral dipping (Clough and Bent 1998). Primer sequences used for cloning are listed in Supplementary Table S27.

### Generation of CRISPR-based mutant lines

We used CRISPR–Cas9 technology to generate single- and double-mutant combinations (Ursache et al. 2021). The guide RNA (gRNA) was designed using the web-based program CRISPR-PLANT (www.omap.org/crispr) (Xie et al. 2014). Because the coding sequences were small (ZAT6 = 717 bp and AZF3 = 582 bp) for each gene, we designed 2 gRNAs (Supplementary Table S27). The first and second gRNAs were cloned into pRU41 and pRU42 vectors, respectively, following a previously described method (Ursache et al. 2021). Golden gate assembly of gRNAs was performed to generate a single cassette containing both gRNAs in the pSF463 vector (Ursache et al. 2021). Finally, the gRNA cassettes containing the 2 gRNAs were switched to the gateway-compatible pRU53 (*AZF3* gRNA) and pRU54 (*ZAT6* gRNA) vectors using LR recombination. A schematic representation of the cloning is shown in Supplementary Fig. S22.

To generate the *stz azf3* and *stz zat6* double mutants, *AZF3* (pRU53 with FastRed) and *ZAT6* (pRU53 with FastGreen) gRNA-Cas9 transgenes were introduced into *stz* mutant by floral dipping. The T1 generation was screened using an INCell 2000 analyzer (GE Healthcare) based on fluorescence. To generate the *azf3 zat6* double mutant, gRNAs for *AZF3* (pRU53 with FastRed) and *ZAT6* (pRU54 with FastGreen) were introduced to WT Col-0 seedlings. The primary selection for the T1 generation was performed based on seeds with both FastRed and FastGreen signals. The seedlings used in the experiment were the T3 generation and contained Cas9 in their genome. To confirm the nucleotide changes, the target regions were amplified from the genomic DNA of the transgenic plants. The sequencing results are shown in Supplementary Fig. S22, and the primers used for this experiment are listed in Supplementary Table S27.

### Grafting between Col-0 and *STZ-OE* seedlings

We performed reciprocal grafting using WT Col-0 and *STZ-OE* #2 seedlings as previously reported (Lee et al. 2023). The hypocotyls of seedlings at 4 DAT were cut using a sterile surgical blade under a dissection microscope (Leica S6E, Leica, Germany), and WT Col-0 or *STZ-OE* scion shoots were carefully placed on top of *STZ-OE* or WT Col-0 rootstocks. The grafted seedlings were recovered on sterile water-soaked filter paper at 28 °C under an extended day condition for 6 d. Once the vascular connections were formed, the seedlings were transferred to ½ MS medium and grown for 3 d for further recovery. Adventitious roots from the scions were removed regularly. Seedlings 9 d post-grafting on solid ½ MS medium were briefly flooded with 10 *µ*m of estradiol diluted in liquid ½ MS solution. Seedlings were processed for imaging of their meristems 48 h after estradiol treatment using ClearSee.

### Root growth sensitivity experiment after transient overexpression (priming) of *STZ*

To identify whether transient overexpression of *STZ* affects PEP1-responsive root growth behavior, we performed the following priming experiment. Briefly, the WT Col-0 and *STZ-OE* #2, #6, and #9 seedlings were germinated and grown on ½ MS medium at 3 DAT and flooded with an equal volume of 10 *µ*m estradiol diluted in liquid ½ MS solution under a sterile laminar air flow hood. After 30 min of treatment, the excess estradiol solution was decanted, and the seedlings were further grown vertically. In 24 h post-priming with *STZ* overexpression, the seedlings were transferred to ½ MS medium supplemented with or without PEP1 at different concentrations. Seedlings on the MS plates were photographed at the time of transfer (4 DAT) and collection (7 DAT) using a Nikon digital camera, and root lengths were measured using ImageJ software (https://imagej.net/ij/). These data are presented in Supplementary Table S25.

### Imaging of transcriptional and translational marker lines

To identify the expression patterns of transcriptional and translational reporter lines, seedlings 4 DAT were treated with 1 *µ*m PEP1 for 24 h before they were imaged using a confocal microscope (Leica TCS SP8 and Zeiss LSM700). To visualize the GFP protein, seedlings were stained with 1 *µ*m propidium iodide (PI; Life Technologies) solution for 1 min and observed with the following excitation and detection windows: GFP, 488 nm/500 to 530 nm; PI, 555 nm/591 to 635 nm. For the Z-scan imaging, the same positions of the root and laser scanning area were selected. GUS staining was performed following standard methods (Jefferson et al. 1987), and the seedlings were photographed using a digital microscope (Nikon, Japan) with DIC optics.

### Histological analysis

To analyze the stele internal tissue organization, seedlings at 5 DAT grown on ½ MS medium supplemented with 10 *µ*m estradiol were used. Five to 6 seedlings were arranged within a 4% low-melting SeaPlaque, Agarose (Lonza) blocks. The solidified agarose was dissected into 120 to 130 *µ*m root sections using a vibratome (Leica VT1000S). Sections of WT (MS), WT (estradiol), and *STZ-OE* #2 (T3) (MS) samples were created using the 4 to 6 mm basal region from the root tip and observed using a confocal microscope (Zeiss LSM700), as previously reported (Kim et al. 2020; Seo and Lee 2021). Due to the small roots of *STZ-OE* #2 (T3) (estradiol) seedlings, plastic sectioning was performed to determine the internal tissue organization. Seedlings were harvested and fixed overnight in 4% PFA at room temperature. The samples were then washed with 1× PBS and dehydrated in an ethanol series [30%, 50%, 70%, 90%, and 100% (v/v)], and the plastic blocks were prepared using the Technovit 8100 kit according to the manufacturer's instructions. As described previously, 5-µm-thick plastic sections were created from the 1-mm basal region of root tips using a Leica RM2255 microtome (Kim et al. 2020; Dhar et al. 2021). Sections were photographed using a Nikon Eclipse N*i*-U microscope with DIC optics (Supplementary Fig. S17).

### Lugol's staining

The roots of the seedlings were submerged in Lugol's solution (Sigma-Aldrich) for 1 to 2 min. After staining, the roots were mounted on microscope slides using chloral hydrate. The root tips were photographed using DIC optics on an Axio Imager A1 microscope (oil immersion 40× objective; Zeiss, Germany).

### Phylogenetic tree analysis

Alignment and phylogenetic reconstructions were performed using the function “build” of ETE3 3.1.3 (Huerta-Cepas et al. 2016) as implemented on the GenomeNet (https://www.genome.jp/tools/ete/). A distance-based tree was inferred with the BioNJ algorithm (Gascuel 1997) using PhyML v20160115 (Guindon et al. 2010) ran with model and parameters: --pinv e --alpha e --nclasses 4 -o lr -f m --bootstrap --2.

### Quantification and statistical analysis

Statistical analyses for RT-qPCR and root growth phenotyping were performed using Microsoft Excel and are provided in Supplementary Tables S23, S25, and S29.

Plots and graphs were generated using the “ggplot2,” “tidyverse,” and “pheatmap” packages in R software (https://www.rstudio.com) and Excel. Venn diagrams were constructed using an online tool (http://bioinformatics.psb.ugent.be/webtools/Venn). All analyses in CLC Genomics Workbench (Qiagen) and the Linux environment were conducted on a local server hosted by the Plant Systems Genetics Laboratory at Seoul National University, Korea.

### Accession numbers

The RNA-seq data reported in this study were submitted to the NCBI GEO database (http://www.ncbi.nlm.nih.gov/geo) with accession numbers GSE252414 (PEP1 RNA-seq.) and GSE252415 (*STZ-OE* RNA-seq). The information of the genes used in this study is listed in the Arabidopsis Genome Initiative under the following accession numbers: AT4G33550, *ABI5* (AT2G36270), *ANAC2* (AT1G01720), *ANAC055* (AT3G15500), *ANAC062* (AT3G49530), *ANAC087* (AT5G18270), *AZF3* (AT5G43170), *BFN1* (AT1G11190), *CDKB2;1* (AT1G76540), *CEP1* (AT5G50260), *CYCB1;4* (AT2G26760), *CYCB2;3* (AT1G20610), *CYCB2;4* (AT1G76310), *CZF1* (AT2G40140), *DAG1* (AT3G61850), *DALL3* (AT2G30550), *ERF2* (AT5G47220), *ERF104* (AT5G61600), *GAPDH* (AT1G13440), *GRXS13* (AT1G03850), *HCA2* (AT5G62940), *HSF4* (AT4G36990), *LECRKA4.1* (AT5G01540), *MAP65-4* (AT3G60840), *MC9* (AT5G04200), MP (AT1G19850), *MYB15* (AT3G23250), *OBP4* (AT5G60850), *PEPR1* (AT1G73080), *PEPR2* (AT1G17750), *PIF1* (AT2G20180), *RNS3* (AT1G26820), *RAB18* (AT5G66400), *SCPL48* (AT3G45010), *STZ* (AT1G27730), *TMO5* (AT3G25710), *TMO6* (AT5G60200), *UBQ10* (AT4G05320), *VND6* (AT5G62380), *WOX5* (AT3G11260), *WRKY25* (AT2G30250), *WRKY46* (AT2G46400), and *ZAT6* (AT5G04340).

## Supplementary Material

koae327_Supplementary_Data

## Data Availability

All data and materials that support the findings of this study are included in the manuscript or in the Supplementary Materials.

## Supplementary data

The following materials are available in the online version of this article.

**Supplementary Figure S1.** The root apical growth in response to 1 *μ*m PEP1.

**Supplementary Figure S2.** The DEGs in PEP1-treated time-course RNA-seq experiment.

**Supplementary Figure S3.** Cell-type-specific expression patterns of PEP1-repressed Clusters 9 and 11.

**Supplementary Figure S4.** Expression of PEP1-induced TFs is enriched within the root stele.

**Supplementary Figure S5.** *STZ* is 1 of the hub genes of 344 PEP1-regulated TFs.

**Supplementary Figure S6.** Expression profile of the transcriptional and translational fusion lines of STZL without and with PEP1 treatment.

**Supplementary Figure S7.** Expression dynamics of the transcriptional fusion lines of STZL with time-course PEP1 treatment.

**Supplementary Figure S8.** *STZ* is downstream of the PEP1-PEPR perception pathway.

**Supplementary Figure S9.** Validation of *STZ-OE* transgenic lines.

**Supplementary Figure S10.** Meristem images of *STZ-OE* transgenic lines expressing different dosages of *STZ*.

**Supplementary Figure S11.** *STZ* overexpression locally suppresses cell division at the root meristem.

**Supplementary Figure S12.** The root apical growth of *STZ-OE* seedlings in response to estradiol treatment for 24 h.

**Supplementary Figure S13.** Root growth rescue test of the *STZ-OE* seedlings.

**Supplementary Figure S14.** Root growth rescue test using PEP1-treated Col-0 seedlings.

**Supplementary Figure S15.** Overexpression of *STZ* deforms QC identity.

**Supplementary Figure S16.** Additional images of the Lugol's stained root tips of *STZ-OE* and PEP1-treated Col-0 seedlings.

**Supplementary Figure S17.** The cross-sectional images of roots used to quantify xylem vessel distribution phenotypes.

**Supplementary Figure S18.** STZ transcriptionally regulates cell cycle, dPCD, ePCD, and stress-related genes, as evidenced by the time-course RNA-seq experiment using *STZ-OE* seedling roots.

**Supplementary Figure S19.** Replicate analysis of the contribution of STZ dosages to the PEP1-induced root growth suppression.

**Supplementary Figure S20.** Confocal microscopy showing additional root meristem phenotypes from *STZ-OE* and *stzl* seedlings grown in the presence of PEP1.

**Supplementary Figure S21.** Transient overexpression of *STZ* led to sustained root growth of *STZ-OE* seedlings under PEP1 treatment.

**Supplementary Figure S22.** Schematic map for gRNA cloning.

**Supplementary Figure S23.** Confirmation of CRISPR–Cas9-based mutation to generate *stzl* mutant combinations.

**Supplementary Table S1.** Summary table of PEP1-treated samples and RNA-seq reads.

**Supplementary Table S2.** The RPKM (reads per kilobase of transcript per million mapped reads) with the corresponding gene IDs in the transcriptome dataset.

**Supplementary Table S3.** A list of 8,296 DEGs identified from PEP1-treated samples compared with the mock samples (FC ≥ 1.5; FDR < 0.01) and their expression values in RPKM (reads per kilobase of transcript per million mapped reads).

**Supplementary Table S4.** K-means clustering of the 8,296 DEGs regulated by PEP1.

**Supplementary Table S5.** GO enrichment (biological processes) analysis of DEGs induced (Clusters 1, 3, 5, and 7) and repressed (Clusters 2, 6, 8, 9, and 11) by PEP1 by BINGO (corrected *P*-value ≤0.01).

**Supplementary Table S6.** GOSlim analysis of DEGs induced (Clusters 1, 3, 5, and 7) by PEP1 using BINGO (corrected *P*-value ≤0.05).

**Supplementary Table S7.** List of TFs from PEP1-induced Clusters 1, 3, 5, and 7.

**Supplementary Table S8.** Classification of the 344 PEP1-induced TFs based on protein domains.

**Supplementary Table S9.** The in silico interaction scores between PEP1-induced TFs and the degree of each TF.

**Supplementary Table S10.** The in silico interaction scores of a network between PEP1-induced TFs with genes in the Cluster 9.

**Supplementary Table S11.** DAP-seq predicted STZ targets among the PEP1-suppressed cell cycle genes.

**Supplementary Table S12.** Frequency of xylem vessel distribution in the roots of *STZ-OE* #2 (T3) seedlings.

**Supplementary Table S13.** Summary table of *STZ-OE* #2 (T3) samples used for RNA-seq and RNA-seq reads.

**Supplementary Table S14.** The RPKM (reads per kilobase of transcript per million mapped reads) with the corresponding gene IDs in the STZ-OE RNA-seq dataset.

**Supplementary Table S15.** List of 8,435 DEGs identified from *STZ-OE* RNA-seq datasets compared with the mock samples (FC ≥ 1.5; FDR < 0.01) and their expression values in RPKM (reads per kilobase of transcript per million mapped reads).

**Supplementary Table S16.** K-means clustering of the 8,435 genes differentially regulated by STZ.

**Supplementary Table S17.** List of 61 common cell cycle genes that both STZ and PEP1 suppress.

**Supplementary Table S18.** GO term (biological processes) enrichment analysis of the 61 cell-cycle-related DEGs suppressed by both PEP1 and *STZ-OE* (corrected *P*-value ≤0.05).

**Supplementary Table S19.** Arabidopsis root cell-type-specific expression (Brady et al. 2007; Zhang et al. 2019) patterns of the STZ-regulated cell cycle, dPCD, ePCD, and stress-related genes.

**Supplementary Table S20.** Common dPCD and ePCD genes that STZ upregulates.

**Supplementary Table S21.** List of 190 among 344 TFs induced by PEP1, which are differentially expressed under *STZ-OE*.

**Supplementary Table S22.** Stress regulators connected with STZ on the STRING database and differentially expressed by both PEP1 and *STZ-OE*.

**Supplementary Table S23.** Expression levels of the selected cell cycle, dPCD, ePCD, and stress-responsive genes in *STZ-OE* #2 (T3) and *STZ-OE* #9 (T3) lines as measured by RT-qPCR in Arabidopsis roots.

**Supplementary Table S24.** Stress regulators downstream of STZ, selected for RT-qPCR, presented in Fig. 6D.

**Supplementary Table S25.** Root growth data of the *STZ-OE* lines and *stzl* mutants under PEP1.

**Supplementary Table S26.** Concentration, RIN values, and rRNA ratios of RNA samples used for RNA-seq in this study.

**Supplementary Table S27.** A list of primers used in this study.

**Supplementary Table S28.** Description of the abbreviated cell-type-specific markers/tissue layers.

**Supplementary Table S29.** Results of the statistical tests performed.

## Dive Curated Terms

The following phenotypic, genotypic, and functional terms are of significance to the work described in this paper:

STZ Gramene: AT1G27730
STZ Araport: AT1G27730

CDKB2;1 Gramene: AT1G76540
CDKB2;1 Araport: AT1G76540

CYCB1;4 Gramene: AT2G26760
CYCB1;4 Araport: AT2G26760

CYCB2;3 Gramene: AT1G20610
CYCB2;3 Araport: AT1G20610

CYCB2;4 Gramene: AT1G76310
CYCB2;4 Araport: AT1G76310

WRKY33 Gramene: AT2G38470
WRKY33 Araport: AT2G38470

WRKY40 Gramene: AT1G80840
WRKY40 Araport: AT1G80840

ZAT6 Gramene: AT5G04340
ZAT6 Araport: AT5G04340

AZF3 Gramene: AT5G43170
AZF3 Araport: AT5G43170

PEPR1 Gramene: AT1G73080
PEPR1 Araport: AT1G73080

PEPR2 Gramene: AT1G17750
PEPR2 Araport: AT1G17750

WOX5 Gramene: AT3G11260
WOX5 Araport: AT3G11260

ZAT12 Gramene: AT5G59820
ZAT12 Araport: AT5G59820

DREB2A Gramene: AT5G05410
DREB2A Araport: AT5G05410

# Supplementary material for: The molecular framework balancing growth and defense in response to plant elicitor peptide-induced signals in Arabidopsis
**Source:** Plant Cell. 2024 Dec 19;37(1):koae327. doi: 10.1093/plcell/koae327
**Supplement:** koae327_Supplementary_Data

Author Revisions Checklist	Corresponding Author Ji-Young Lee
Ms # TPC2024-RA-00408

The following items are required prior to final acceptance. Assessment and acceptance of your submission may be delayed if these elements are not clearly presented or are found to be out of compliance with journal standards.
Please complete this form and submit it along with your revised manuscript as supplemental material.

PEER REVIEW REPORT

With author approval, a peer review report (including decision letters, anonymous reviewer comments, and author responses for all versions) will be prepared for publication as a supplemental file. Some information, such as unpublished data that may be included in a response to the review comments file, may be omitted from the report upon request. The final report will be sent to the authors to check prior to publication. Please indicate if you approve/disapprove of the preparation and publication of this report.
 I approve the peer review report.	 I do not approve the peer review report.

DISTRIBUTION OF MATERIALS

All manuscripts must include the following statement as an unnumbered footnote: "The author(s) responsible for distribution of materials integral to the findings presented in this article in accordance with the policy described in the Instructions for Authors (https://academic.oup.com/plcell/pages/General-Instructions) is (are): John D. Author ()."
Materials distribution statement is included in the manuscript.

DATA AVAILABILITY

Accession numbers must be provided for all genes reported and major genes discussed. All large-scale data (e.g., genome sequences, annotations, genetic maps, transcript profiles, other sequencing data, proteomic data sets, metabolic profiles) that are integral to the manuscript must be submitted to a permanent public repository with open access prior to submission and must be made publicly available immediately upon publication.
Accession codes, unique identifiers, or web links for publicly available data sets must be provided in an Accession Numbers section at the end of the Methods.
 No data with mandated deposition	 All relevant accession numbers are provided

IMAGE INTEGRITY

Authors must ensure that all panels are accurate, all labels are correct, and no inadvertent duplications or errors occurred during preparation. Unprocessed source data must be provided upon request.
☐■¡  I confirm that all data conform to image integrity guidelines listed in the Instructions for Authors.

NOMENCLATURE

Nomenclature must conform to accepted community standards for the species studied. Arabidopsis nomenclature rules should not be used for certain other species (including maize and rice) and vice versa. Please see the Instructions for Authors for more details and links for various species. All gene and protein symbols used must have priority in the literature. New gene names and symbols must be approved by the editors and should be compliant with the naming conventions of the relevant research community. New Arabidopsis gene names should be registered with TAIR.
n/a | confirmed
 |  All nomenclature used in the manuscript follows community guidelines for the relevant species.
 |  The manuscript is introducing one or more new gene or protein names, and an explanation of these new names and rationale for introducing them is provided in the manuscript cover letter.

METHODS REPORTING
n/a | confirmed
 |  Plant growth conditions (soil, amendments, media, cell culture, etc.) are adequately described, including details of light quality - spectrum or bulb type – as well as intensity.
 |  PCR primers (RT-qPCR, cloning, etc.): PCR primers are provided in the Methods or a supplemental table.
 |  Cloning information: cloning and DNA constructs are fully described (use a supplemental table if necessary).  |  Antibodies: the source for all commercial antibodies, including catalog/lot #, if applicable, or a complete
description of non-commercial antibodies is provided in the Methods.
REPLICATION AND STATISTICAL ANALYSES
Statistical analyses, the nature of replicates, and error bars must be adequately described in the Methods and figure legends. Confirm that the following items are present in the legends of all figures and tables that used statistical methods (or in the Methods section if appropriate):
n/a | confirmed
 |  A complete description of how samples were harvested or collected, the precise nature of replicates, and the sample size (n) for each experimental group/condition. Note that "biological replicate" alone is insufficient; this must be precisely defined for your experiments.
 |  A description of statistical test(s) used, whether they are one-sided or two-sided, rationale and assumptions, normalizations, and corrections (such as adjustment for multiple comparisons).
 |  Test values indicating whether an effect is present. Provide confidence intervals or give results of significance tests (e.g., p values).
 |  Clearly defined error bars in all relevant figure captions.
 |  ANOVA and/or T-test results provided in supplemental tables (i.e., showing variables, parameters, degrees of freedom, and test statistics).
QUANTITATIVE PCR
Methods used for qPCR must be described in full, including information on enzymes, kits, normalization, data analysis, and genes/primers used (primers may be listed in a supplemental table). Details must be provided on statistical/analytical methods used to measure gene expression (RT-qPCR) and to determine differences in gene expression. Authors are encouraged to consult Remans et al. (2014). Reliable Gene Expression Analysis by Reverse Transcription-Quantitative PCR: Reporting and Minimizing the Uncertainty in Data Accuracy Plant Cell 26: 3829-3837 and to follow MIQE guidelines. Note that use of the term "semi-quantitative" PCR is not permitted; assays must be shown to be sufficiently quantitative to support a conclusion of changes in levels.
n/a | confirmed
 |  Complete methods and all primers for qPCR, RT-qPCR have been provided.
 |  Differential gene expression was assessed using accepted statistical tests, which are fully described.
MACROMOLECULAR STRUCTURES
All relevant structural data must be submitted to an appropriate database (e.g. wwPDB, EMDB) prior to submission and must be made publicly available immediately upon publication.
The manuscript includes structural data (e.g., x-ray, NMR, EM).  No |  Yes:
☐	For all macromolecular structures studied, a validation report from wwPDB is provided.
☐	For any electron microscopy results, density maps and coordinate data have been deposited in EMDB.
☐	
SOFTWARE/CUSTOM SCRIPTS
Studies using customized software or custom scripts must describe how readers can access the code, including any restrictions. The manuscript includes custom codes or scripts:
 No |  Yes:
☐	All custom codes, scripts, and pipelines are uploaded and available on a public repository such as GitHub and the direct link is listed within the manuscript. Downloadable materials include a ReadMe file and sample data file.

SPECIFIC METHODS MODULES

Certain methods require completion of a specific module in addition to this form. Please complete the section below and the relevant module(s) (found on pages 6-9) for specific methods/data types listed.
n/a | confirmed
 |  For newly generated genetic material (e.g., mutant, transgenic lines), confirm completion of genetic materials module on page 6.
 |  For protein-protein or protein-nucleic acid interactions, confirm completion of the protein interactions module on page 7.
 |  For protein localization studies, confirm completion of the protein localization module on page 8.  |  For phylogenetic analysis, confirm completion of the phylogenetics module on page 9.
DATA PRESENTATION
Data distribution/bar charts and line charts. Authors are encouraged to present data in a format that shows the distribution (dot-plots, box-and-whisker plots, or violin plots), with all relevant elements defined (e.g., center line, median; box limits, upper and lower quartiles; whiskers, 1.5x interquartile range; points, outliers). If bar graphs are used, the corresponding dot plots should be overlaid. Individual data points should be shown in all cases where the number of data points <6.
☐	Confirm that in all cases where the number of data points is <6, individual data points are shown.
Supplemental Data. Data and methods that are integral to the main conclusions must be presented in the main manuscript. Supplemental figures and tables must be prepared to the same standards of quality and visual clarity as regular manuscript figures and tables, with all data and elements clearly defined and fully explained.
☐	Confirm that each Supplemental Figure provides direct support for a figure in the main manuscript and includes a supporting statement in the Supplemental Figure legend, e.g. (“Supports Figure 1”).
Figures, Tables, and Supplemental Data Presentation
If your manuscript is accepted, figures, tables, and supplemental data will be required to conform to the guidelines below, which will be checked during a final scientific editing step. Careful preparation of your figures following these guidelines prior to resubmission will facilitate editor and reviewer assessment of your revised manuscript. Therefore, you may wish to make these changes prior to resubmission.
-Tables in the main manuscript or supplemental materials should be no more than 2 pages in length; any table longer than 2 pages should be provided in Excel format, labeled as a “Supplemental Data Set.”
-Tables in the main manuscript must be included in the manuscript file (Word document) after the Methods section, using the "insert table" feature in Word (do not insert images into the manuscript file).
-Figures should be prepared as professionally as possible and should have a consistent appearance (i.e., as if all figures were made by the same person).

-Figure guidelines:
·	All text and elements of each figure should be clearly visible at printed size.
·	Color schemes should be used consistently across all figures, whenever possible (i.e., use the same colors for the same genotype/treatment across multiple figures); avoid complicated patterns and hatching.
·	Make consistent use of the same, sans-serif font (e.g., Arial) in all figures.
·	Use the same (or similar) size font for panel letters (A, B, C, etc.) in all figures.
·	Avoid the use of Excel default settings for creating graphs, i.e., for colors, patterns, bar-width, axis settings, etc.
·	Many readers (1 in 12, on average) have some form of color-deficient vision. Therefore, please avoid the combination of red and green; use magenta and green instead. Use a color palette that is "color blind safe" if possible, e.g., https://www.simplifiedsciencepublishing.com/resources/best-color-palettes....
·	Bars in bar graphs should be the same width (or close) for multiple bar graphs in different panels of a single figure (this means spaces between bars may be different, but bars should be the same width).
·	Use proper symbols for +/− (instead of a hyphen - for minus).
·	Numerical values on all graph axes should have a consistent number of significant digits (e.g., 5.0, 10.0, 15.0 or 5, 10, 15 etc.); however, the origin should always be "0", not "0.0".
·	Make sure axis values are legible and do not crowd the values along the axes.
·	Images made from screenshots should be adjusted to high resolution and illegible or overlapping text or other elements omitted or re-drawn using a suitable graphics program to be legible at printed size.
·	Figure legends must be clear and adequately describe the data shown. All elements of figures must be defined accurately, e.g., the axes, abbreviations, symbols, how values were obtained, and error bars. Replicates must be defined precisely: the term "biological replicate" should be defined explicitly in the context of each experiment in the legend (or Methods).
-Multiple supplemental figures and tables should be combined and submitted as a single PDF file named “Supplemental Data”, no larger than 50 MB. Files to be merged into the single supplemental data file include supplemental figures, followed by supplemental tables. Supplemental tables in this file are restricted to 1-2 pages in length.
-Any Supplemental Table longer than 2 pages should be labeled as a “Supplemental Data Set” and provided in Excel format.
-Arial font (or similar sans serif font, e.g., Helvetica) should be used on all Supplemental Figures, Supplemental Tables, and Supplemental Data Sets and their corresponding legends. The only exception is for nucleotide sequences (primers, etc.) where a mono-spaced font such as Courier should be used.
-Supplemental Data Sets should include complete legends (on a separate sheet if necessary).
-Numerical values in data sets should be adjusted to a suitable number of significant figures (decimal places); do not simply use default Excel settings.
-Make use of freeze panes and shading or color coding to help the reader navigate large files. If convenient, multiple Supplemental Data Sets may be submitted on separate sheets in a single Excel file.
-File size: each supplemental file ideally should be less than 10 MB and is limited to 50 MB maximum size. If you have a large number of supplemental files or files that exceed 50 MB, you may be requested to upload supplemental data to datadryad.org.
Resources
https://betterfigures.org/2015/06/23/picking-a-colour-scale-for-scientific-graphics/
Ten simple rules for better figures (2014) by Rougier et al. in PLOS Computational Biology

THE PLANT CELL IN A NUTSHELL
Authors may choose to include a “nutshell” plain language summary of the work in the manuscript, the text of which will be published in a box below the abstract. In addition, the nutshell will be published in blog form with a title and image at https://plantae.org/research/the-plant-cell/#in-a-nutshell.
The nutshell summary may also be translated into Chinese and posted to The Plant Cell WeChat channel (QR code for the channel is shown here). If you include a nutshell but prefer NOT to have your Nutshell translated or posted to WeChat for any reason, please let us know.
For the manuscript file: Include a section (text only) in your manuscript file entitled “IN A NUTSHELL” in the format shown below, underneath the Abstract. Answers to all 4 questions together may not exceed 300 words. Avoid technical jargon or field-specific language that would prevent someone from outside your field from understanding your work. The target should be college level, aimed at the science enthusiast rather than the scientist. A science editor will also edit your nutshell summary during the final scientific editing of the manuscript.

IN A NUTSHELL
Background: How would you introduce the background to your research to someone who is completely unfamiliar with your field? (Please provide simple definitions for all technical terms) (~100 words).
Question: What exact question did you set out to answer? (Was this something that was previously unknown? Alternatively, did you want to test/build-upon previous findings?) (~50 words).
Findings: What is/are the most important finding(s) of your paper? (Please mention which organism or cells you used - for example, wild-type and mutant Arabidopsis, rice, seedlings, field-grown plants, cultured cells, etc) (~100 words).
Next steps: What is the most important next step or future challenge that follows from your work? (~50 words).
For the blog post: Create a separate Word document of the Nutshell summary with the file name “Nutshell Blog” including the additional information below and upload it with your manuscript as a “related manuscript file.”
Title: Suggest a short plain-language title for the summary. The editor will also help with title suggestions.
Author(s) and Institutions: Please list the name of the author or subset of authors who helped to write the nutshell summary, along with their institutions.
Twitter name: provide any twitter names you would like us to tag when posting your blog (personal or for your lab or institution)
Keywords: You may suggest up to 4 keywords associated with your article.
Image: Please select a feature image to accompany your blog. This should be a reasonably simple, descriptive, eye-catching image which may be a figure or panel of a figure from your paper, or e.g., a photo of the species used in your work, a cartoon model, or artwork that represents some aspect of the work. The image should be 700 pixels wide by 350 pixels tall. A second smaller image with or without a brief legend may be embedded in the blog post. See examples at https://plantae.org/research/the-plant-cell/#nutshell
Tips:
·	imagine you are explaining your work to a first-year undergraduate student.
·	use common words or phrases instead of technical words whenever possible.
·	if you must use a specialist/technical term, define it first in more everyday language.
·	only use acronyms that are well known (such as DNA) or essential (such as gene or protein names),
·	use active, short sentences that are concise and to the point. Sentences should be shorter than 35 words.

5

GENETIC MATERIALS MODULE
Authors must provide details related to the generation and characterization of new genetic material (e.g., mutant or transgenic lines). For transgenes and mutant lines, the manuscript must include information on the number of independent transformation events, how many lines were isolated and characterized, and in which generation (T1, T2). Evidence that the lines have single or multiple insertion sites, or single or multiple copies of the transgenes, should be provided if available.
If the work is attempting to link a phenotype to a specific gene, evidence of a) multiple alleles/transgenes and/or
b) multiple approaches each with single events (such as EMS alleles, transposon insertions, or Cas9-mediated lesions), and validation with sequencing may be important to insure that linked variation and off-target or position effects are not producing non-representative consequences. The use of RNAi, for example, is known to be associated with a high incidence of off-target effects (downregulation of unintended targets), underscoring the need for multiple lines of evidence.
CRISPR/Cas9-mediated mutations: Although it may not be feasible to use two different guide RNA transgenes, different mutations derived from the same guide RNA are not truly independent, as they may be linked to the same off-target effects. At a minimum, the guide RNA transgene should be segregated away from the mutation of interest and/or multiple independent transformation events used.
Gene names: Gene names should conform to species-specific nomenclature guidelines. Any previously published gene names have priority and should be used rather than re-naming genes. Please ensure that you have completed the nomenclature section on the author revisions checklist and provided an explanation and rationale for any new names in your cover letter when resubmitting your manuscript.
Please enter a description of each mutant or transgenic line below; provide a separate sheet if necessary.
Mutant or transgenic line	Description
Overexpression lines of STZ. The cloning and transgenic lines preparation were added to the "Molecular cloning and generation of transgenic plant" section under "Materials and methods". In total, nine independent T2 lines were obtained. We used #2, #6 and #9 for further analysis. The generations used in this work are from T2, T3, T4, T5.

pSTZ::eGFPGUS	Transcriptional fusion lines of STZ. The cloning and transgenic lines preparation were
added to the "Molecular cloning and generation of transgenic plant" section under "Materials and methods". In total 10 independent T2 were obtained from transformation. We screened at least two independent T2 lines having identical STZeGFPGUS expression patterns in the root. The seedlings used for imaging are from T2 and T3 generation.

pZAT6::eGFPGUS	Transcriptional fusion lines of ZAT6. The cloning and transgenic lines preparation were
added to the "Molecular cloning and generation of transgenic plant" section under "Materials and methods". In total 12 independent T2 lines were obtained from transformation. We screened at least two independent T2 lines having identical ZAT6eGFPGUS expression pattern in the root. The seedlings used for imaging are from T2 generation.

pAZF3::eGFPGUS	Transcriptional fusion lines of AZF3. The cloning and transgenic lines preparation were
added to the "Molecular cloning and generation of transgenic plant" section under "Materials and methods". In total six T2 lines were obtained from independent recombination. We screened five T2 lines and all of them exhibited enrichment of AZF3eGFPGUS in the root elongation and differentiation zone following PEP1 treatment. Out of these lines, one independent T2 line exhibited AZF3eGFPGUS expression at the meristem with and without PEP1 treatment. The seedlings used are from T2 generation. 

pSTZ::STZ-cGFP                                   Translational fusion line of STZ. Three independent T2 lines were monitored to observe 
                                                               STZ-cGFP localization in the root. The used seedlings are from T2 generation.

pZAT6::ZAT6-cGFP	Translational fusion line of ZAT6. Five independent T2 lines were selected to monitor the protein                    localization of ZAT6-cGFP. The used seedlings for imaging are from T2 and T3.

pAZF3::AZF3-cGFP	 Translational fusion line of AZF3. We failed to observe any AZF3-cGFP protein localization in the           	root even after PEP1 treatment.

azf3 stz	CRISPR-Cas9 mediated mutants are generated for this study. The detailed method of
generation and selection were mentioned in the "Materials and methods" section, and Supplementary figure S21 and S22. The seedlings used for this study are from T3.

stz zat6	CRISPR-Cas9 mediated mutants are generated for this study. The detailed method of
generation and selection were mentioned in the "Materials and methods" section, and Supplementary figure S21 and S22. The seedlings used for this study are from T3.

azf3 zat6	CRISPR-Cas9 mediated mutants are generated for this study. The detailed method of
generation and selection were mentioned in the "Materials and methods" section, and Supplementary figure S21 and S22. The seedlings used for this study are from T3
.
Please complete all numbered sections 1-5 below. Of particular importance for all assays is the choice and description of controls and quantitative information on the number of observations made.
1.	☐ Confirm that quantitative information is provided on the number of cells observed or observations made for all assays reported.
It is desirable to show quantitative data (for example, from 10 randomly chosen regions of interest of infiltrated leaves) and not solely one or two “representative images.” The minimum information that should be provided along with representative images is the number of cells/protoplasts or observations that showed the same localization pattern and the total number of cells observed or observations made. Where feasible, any representative microscopy image should show a complete cell, with the nucleus and the center of the cell in the focal plane.

PROTEIN-PROTEIN INTERACTIONS REPORTING

2.	The manuscript includes BiFC analysis.
☐✔  No | ☐ Yes:
☐	Confirm that appropriate negative controls are included as described below.
Expressing unfused YFP fragments alone is not a sufficient control for BiFC experiments (see the Commentary from Bock and Kudla https://doi.org/10.1105/tpc.16.00043). Ideally, negative controls should include a mutated version of one of the interacting proteins carrying a defect in the interaction domain or a related non-interacting protein from the same protein family. If neither a mutated protein version nor a suitable closely related protein are available as negative controls, an unrelated protein (but, ideally, structurally similar and expressed in the same subcellular compartment) can be used.
☐	Confirm that the methods provides orientations of all constructs used.
It is essential that exactly the same orientations are used for negative controls as for the positive interaction.
3.	The manuscript includes another type of protein-protein interaction assay (e.g. Y2H or variant, Co-IP, FRET).
☐✔ No | ☐ Yes. Attach another page if necessary.
Type of assay	 Description of controls:

PROTEIN-NUCLEIC ACID INTERACTIONS REPORTING

4.	The manuscript includes ChIP-Seq experiments.
☐✔  No | ☐ Yes

☐	Confirm that both raw and final processed data have been deposited in a public database such as GEO.
☐	Confirm that access is provided to graph files (e.g. BED files) for called peaks.
☐	Confirm that the Methods section includes details of i) experimental replicates, ii) sequencing depth, iii) a description of all antibodies used, iv) peak calling parameters, and v) software used to collect and analyze ChIP-Seq data.
5.	The manuscript includes EMSA experiments.
☐✔  No | ☐ Yes
☐	Confirm that any competition assay for binding specificity includes one or more controls using mutated or scrambled binding sites (showing no loss of binding); it is not meaningful to show competition with unlabeled wild-type DNA unless the competition with a mutated or scrambled site is included.
☐	
Please note the following:
·	For any immunological work, the source and specific characteristics of the antibody must be provided.
·	When using a fluorescent marker (e.g. GFP) fused to a protein of interest, it may be important to show that the fusion protein a) is intact (e.g. via immunoblotting), and b) is co-expressed in the same location as a bona fide marker protein (e.g. for nucleus, vacuole, etc.) fused to a different spectral variant fluorescent marker. Where relevant, it may also be important to show that the fusion protein is functional. Authors should consider if any of this information is relevant and obtainable for their particular protein(s) and system under investigation.
·	Information provided here must also be presented in the manuscript.
Describe the nature of protein localization experiments, controls used, and assessment.

Describe the source and specific characteristics of any antibodies used.

☐	Confirm that the manuscript provides quantitative information on the number of cells (protoplasts) observed or observations made.
It is desirable to show quantitative data (for example, from 10 randomly chosen regions of interest of infiltrated leaves) and not merely one or two “representative images”, especially if only transient transformation experiments were conducted. The minimum information that should be provided along with representative images is the number of cells/protoplasts that showed the same localization and the total number of cells observed. Any representative image should display a complete cell, with the nucleus and the center of the cell in the focal plane.

☐	Methods used for sequence analysis are reported in full with citations and software and parameter values (even if only default values were used) in a separate section of the Methods entitled "Phylogenetic Analysis". Please note that CLUSTAL does not produce an acceptable phylogeny; use a true phylogenetic analysis program (e.g., MEGA, RAxML, IQ-TREE, RevBayes, BEAST). Alignments used to produce phylogenies should be produced with an appropriate alignment program (e.g., MAFFT, T-Coffee).
☐	Confirm that for phylogenetic trees depicted or interpreted as rooted, the criterion used for rooting (e.g., midpoint, outgroup) is provided, and if outgroup rooting is used, the basis for the choice of outgroup is explained.
☐	Confirm that tree branch lengths (e.g. time, substitutions per site, coalescence units) are properly described in tree figure captions.
☐	Confirm that statistical support for nodes in any phylogenetic tree figures is reported (i.e., posterior probabilities or bootstrap values with MCMC search sample or replicate numbers reported in text).
☐	Sequence alignments (e.g. FASTA, PHYLIP, Nexus format) have been have been placed in a persistent database (e.g. Dryad, TreeBASE) or provided as Supplemental Files.
☐	Machine-readable tree files (e.g. Newick, Nexus, NeXML format) have been placed in a persistent database (e.g. Dryad, TreeBASE) or provided as Supplemental Data (preferably as a text [.tree] file labeled as a "Supplemental File").
☐✔ For instances where any of the above criteria are not relevant, please check this box and provide an
explanation below:
Notes about terminology:
Similarity-based phenetic analyses – e.g. clustering of genotypes based on SNP data – should be distinguished from phylogenetic inference of gene or species relationships.
Authors are asked to avoid the use of terms such as “early diverging lineage”, “primitive”, “lower and higher plants”, and similar phrases, with reference to some non-flowering plants, e.g. Physcomitrella. This terminology is misleading as it serves to reinforce the idea that certain lineages are somehow primitive or ancestral to "higher" plants. The last common ancestor of Arabidopsis and Physcomitrella, for example, lived ca. 440 MYA and diverged into two lineages, one leading to vascular plants and one to mosses, both of which are alive today with a combination of ancestral and derived traits. It is nonsensical to state that one of these lineages is “earlier diverging” compared to the other. It is likewise misleading to call Physcomitrella “primitive”; it is only appropriate to refer to specific traits, such as gametophyte dominance, as being “ancestral”, rather than “primitive”. The term “basal angiosperm” is similarly misleading; more appropriate terminology for, e.g. Amborella, is “sister lineage to all other extant angiosperms”, or “ANA grade” (comprising Amborellales, Nymphaeales, and Austrobaileyales that are successively sister to all other extant angiosperms). Instead of the terms "higher" and "lower" plants, which are imprecise and misleading, substitute something more precise, e.g. "land plants,” "vascular plants," "angiosperms," "non-vascular plants," "bryophytes," etc.

# Supplementary material for: The molecular framework balancing growth and defense in response to plant elicitor peptide-induced signals in Arabidopsis
**Source:** Plant Cell. 2024 Dec 19;37(1):koae327. doi: 10.1093/plcell/koae327
**Supplement:** koae327_Supplementary_Data

Supplementary Figures

**The molecular framework balancing growth and defense in
response to PEP-induced signals in Arabidopsis roots**

Souvik Dhar, Soo Youn Kim, Heeji Shin, Jongsung Park, and Ji-Young Lee*

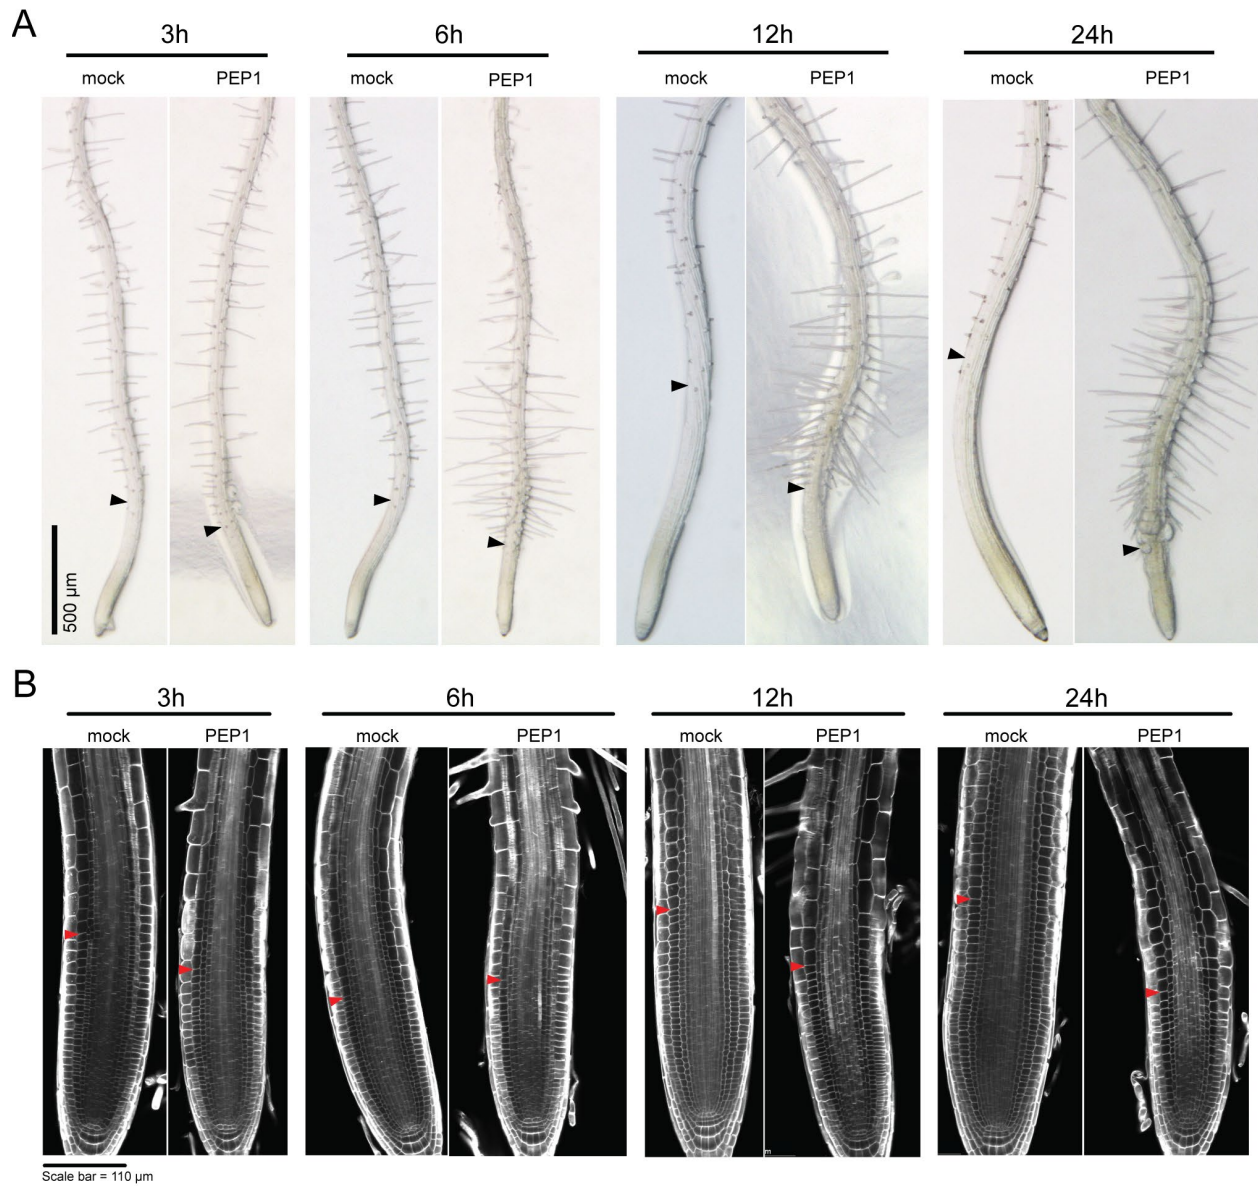

Supplementary Figure S1. The root apical growth in response to 1 μ M PEP1 (Supports Figure 1).

(A) The roots of seedlings at 4 DAT were treated with or without (mock treatment) 1 μ M PEP1 for 3, 6, 12, and 24 h. Black arrowheads indicate the region from which the root was dissected for RNA sample preparation. Scale bar = 500 μ m. **(B)** Confocal microscopy of the root meristems of Col-0 seedlings under the same conditions as described in panel A. Red arrowheads indicate the junctions between the meristem and elongation zones. Scale bar = 110 μ m. The scale bars in A and B are applicable to all images under the same panel. DAT = Days After Transfer to the growth chamber.

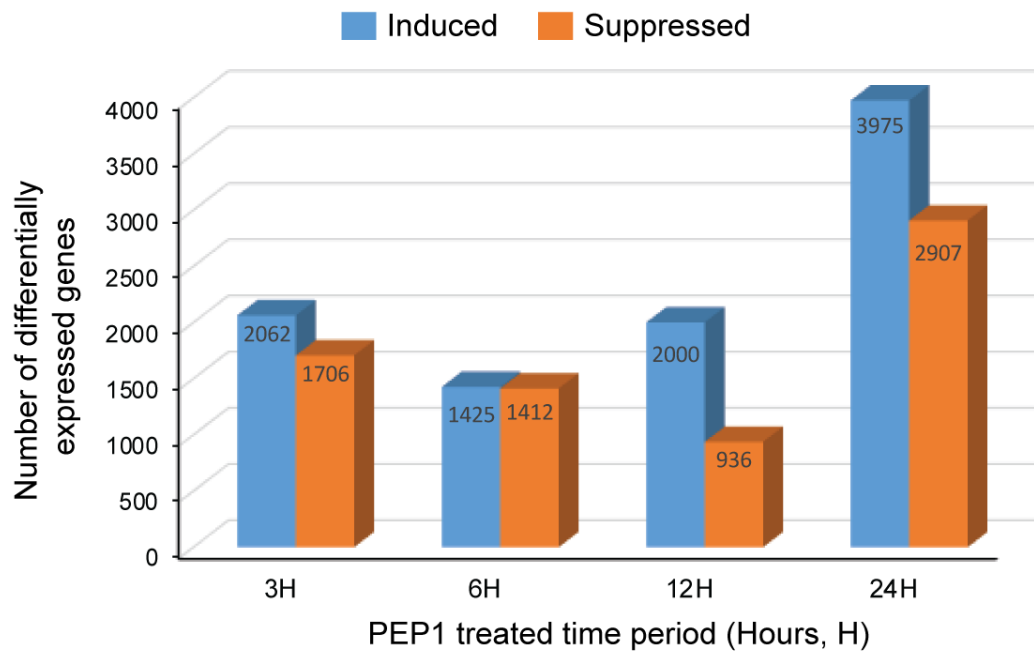

Supplementary Figure S2. The differentially expressed genes (DEGs) in PEP1-treated time-course RNA-seq experiment (Supports Figure 1).

The digits on the bar graph indicate the number of DEGs (Fold-change ≥ 1.5 fold; false discovery rate (FDR) < 0.01) that were induced and suppressed in our time-course PEP1 treatment data.

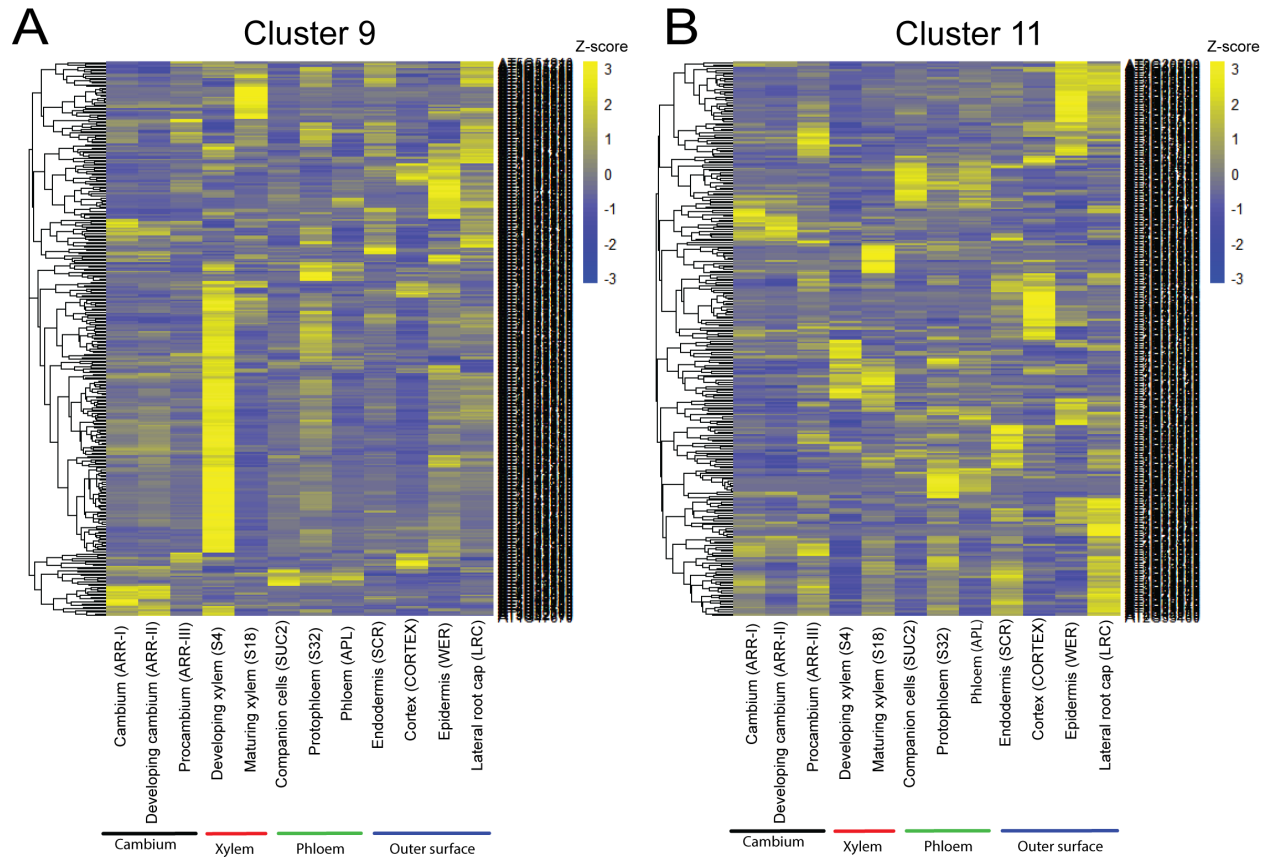

Supplementary Figure S3. Cell-type specific expression patterns of PEP1-repressed clusters 9 and 11 (Supports Figure 1).

(A) Cluster 9, which contained PEP1-repressed cell cycle genes, was highly enriched in the developing xylem (S4). The data were normalized by gene (row-wise) and plotted using the “pheatmap” package in R. **(B)** Cell type-specific expression patterns of PEP1-suppressed in cluster 11, which contained genes involved mainly in root development and morphogenesis. The expression of these genes is enriched in various root cell types. The color scale bars denote the Z-score obtained through the “scale” function while plotting using the “pheatmap” package in R.

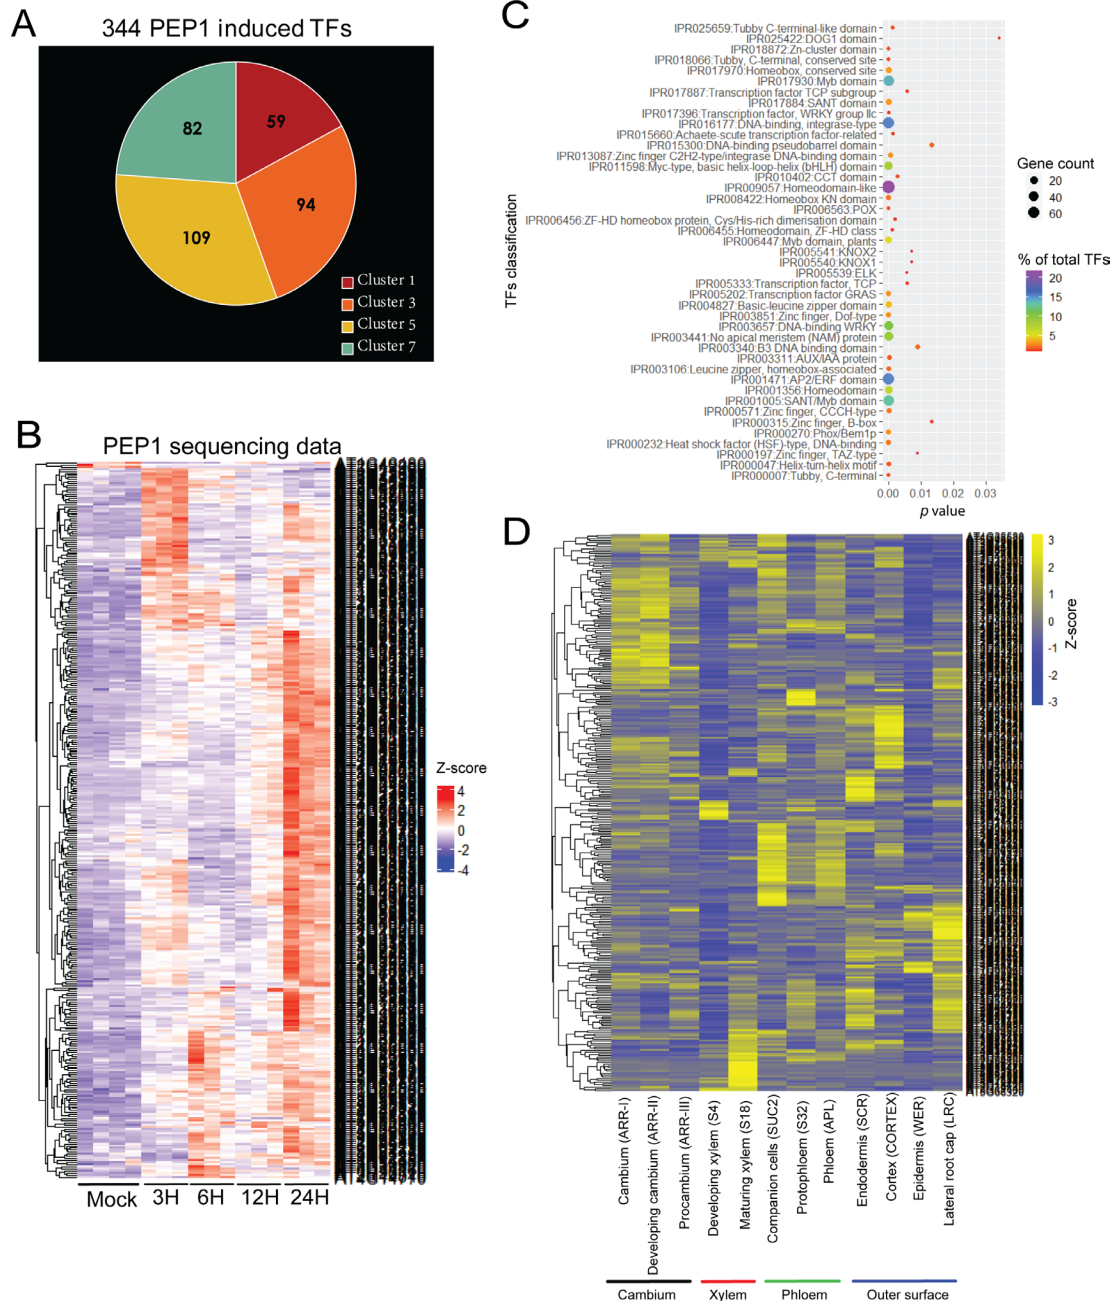

Supplementary Figure S4. Expression of PEP1-induced transcription factors (TFs) is enriched within the root stele (Supports Figure 1).

(A) Pie chart showing the number of TFs induced by PEP1 in clusters 1, 3, 5, and 7. **(B)** Heatmap showing the expression patterns of 344 TFs in the four PEP1-activated clusters. The expression values were normalized along the rows. The color scale bar denotes the z-score. **(C)** The 344 TFs were classified into 43 distinct categories based on their protein domains using the InterPro database (<https://www.ebi.ac.uk/interpro>); data are presented in Supplementary Table S8. The

dot plot represents the classification from Supplementary Table S8. **(D)** Cell type-specific data exhibited enrichment of PEP1-induced TFs within the stele (cambium, xylem, and phloem). The color scale bar denotes the Z-score obtained through the “scale” function while plotting using the “pheatmap” package in R.

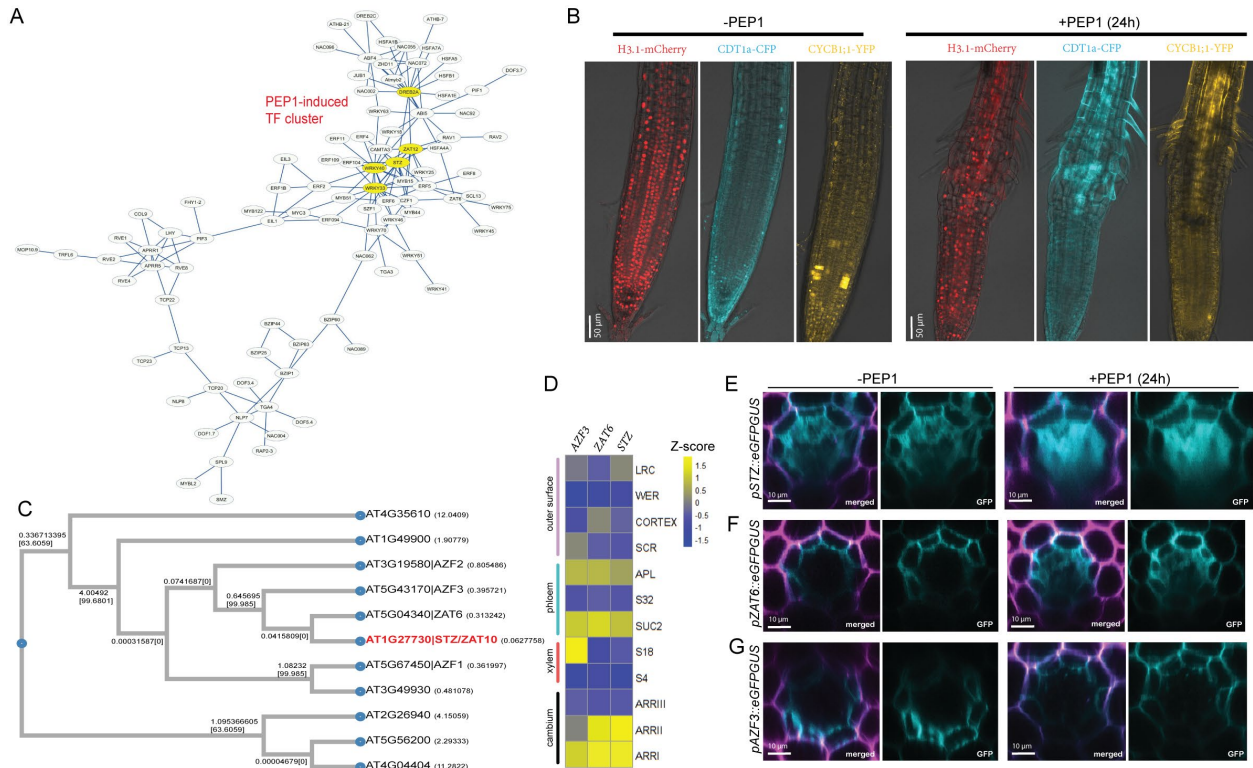

Supplementary Figure S5. STZ is one of the hub genes of 344 PEP1-regulated transcription factors (TFs) (Supports Figure 2).

(A) An interaction network of 344 PEP1-induced TFs as inferred from the STRING database (version 12.0; interaction score > 0.7). The interaction scores are listed in Supplementary Table S9. The nodes highlighted in “yellow” indicate the top five highly connected TFs among the 344 PEP1-induced TFs clusters obtained from the STRING database. **(B)** Plant Cell Cycle Indicator (PlaCCI) exhibited suppression of cell cycle marker genes in the meristems of seedlings at 5 DAT after 24 h of 1 μ M PEP1 treatment. **(C)** The phylogenetic tree generated on GenomeNet (<https://www.genome.jp/tools/ete/>) indicates that ZAT6 (AT5G04340) and AZF3 (AT5G43170) are the closest homologs of STZ (AT1G27730). Branch supports are the Chi2-based parametric values returned by the approximate likelihood ratio test. **(D)** STZ, AZF3, and ZAT6 were enriched in the stele. Expression values were normalized by gene expression (column-wise). The color scale bar denotes the Z-score obtained through the “scale” function while plotting using the “pheatmap” package in R. **(E-G)** The cross-sectional (Z-stack) confocal images of the transcriptional reporter lines of STZ (*pSTZ::eGFP-GUS*), ZAT6 (*pZAT6::eGFP-GUS*), and AZF3 (*pAZF3::eGFP-GUS*) in the root differentiation zone following 24 h of 1 μ M PEP1 treatment. STZ and ZAT6 exhibited significant enrichment within the stele 24 h after PEP1 treatment.

Images were obtained from the roots of seedlings at 5 DAT with or without 24 h of PEP1 treatment. DAT = Days After Transfer to the growth chamber.

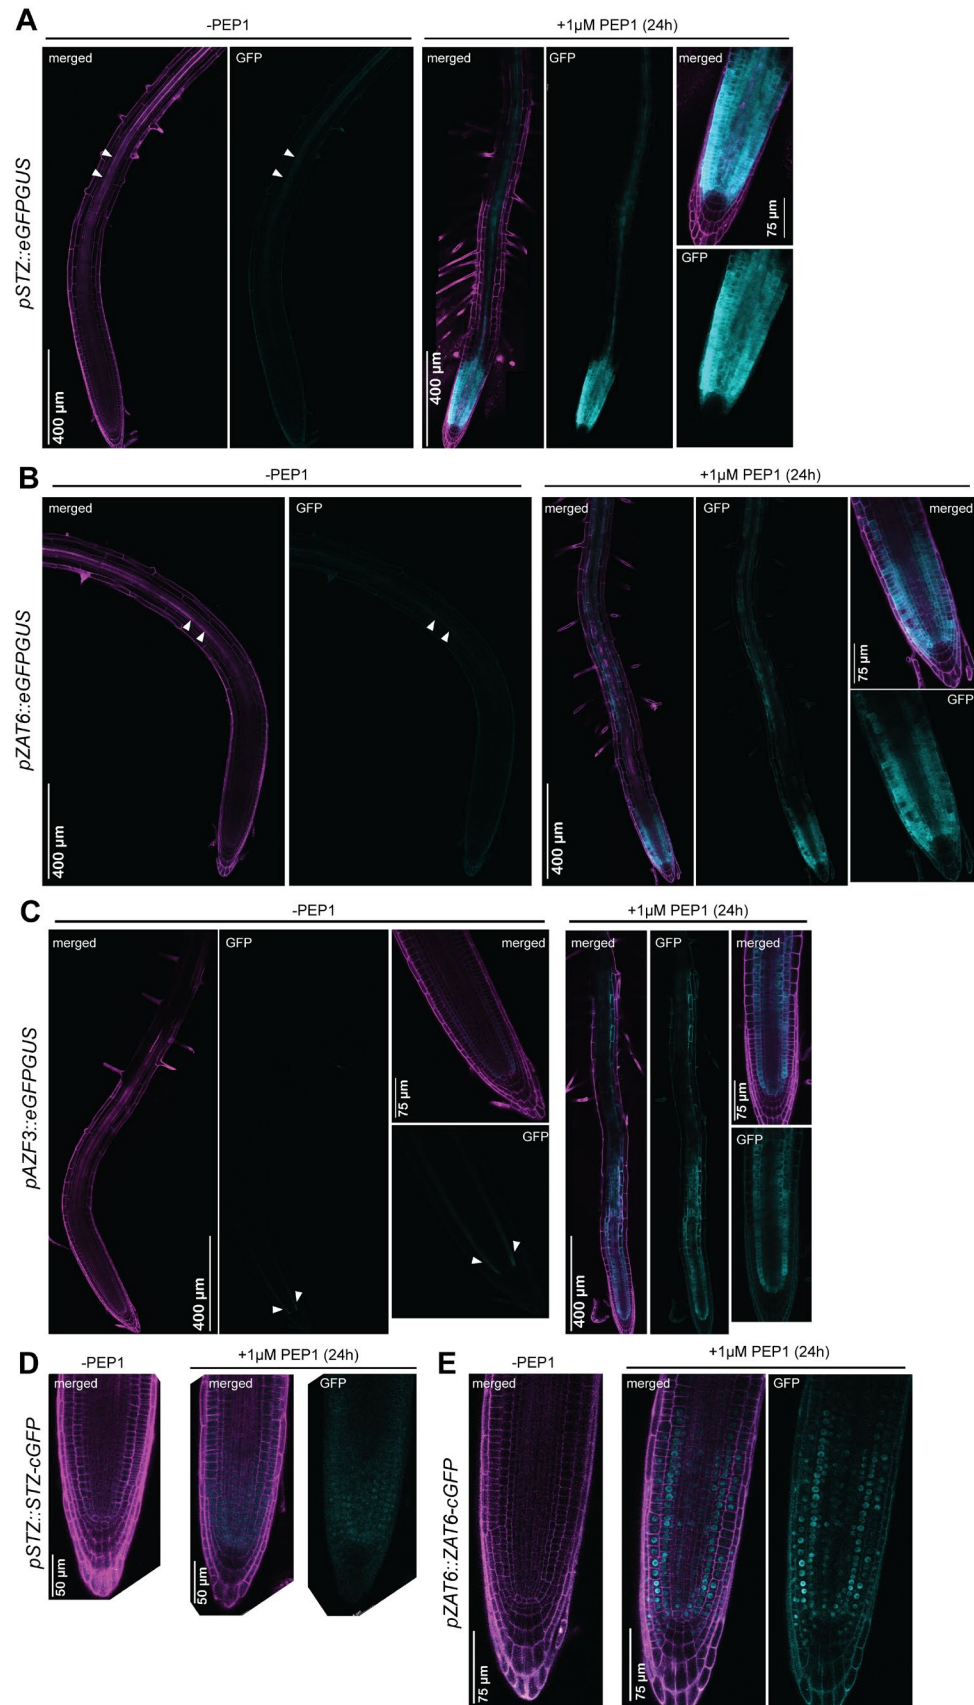

Supplementary Figure S6. Expression profile of the transcriptional and translational fusion lines of STZL without and with PEP1 treatment (Supports Figure 2).

(A-C) Confocal microscopy of expression patterns of transcriptional fusion lines of *STZ* (*pSTZ::eGFP-GUS*), *ZAT6* (*pZAT6::eGFP-GUS*), and *AZF3* (*pAZF3::eGFP-GUS*) at 5 DAT with or without 1 μ M PEP1 treatment for 24 h. White arrowheads indicate a faint GFP signal in the roots without PEP1 treatment. The confocal root images shown are the composite images obtained through tile scanning. **(D and E)** The translational fusion lines of *STZ* (*pSTZ::STZ-cGFP*) and *ZAT6* (*pZAT6::ZAT6-cGFP*) exhibit visible protein localization in the meristem following PEP1 treatment. The imaging was performed on seedlings at 4 DAT after treating 1 μ M PEP1 at 3 DAT for 24 h. DAT = Days After Transfer to the growth chamber.

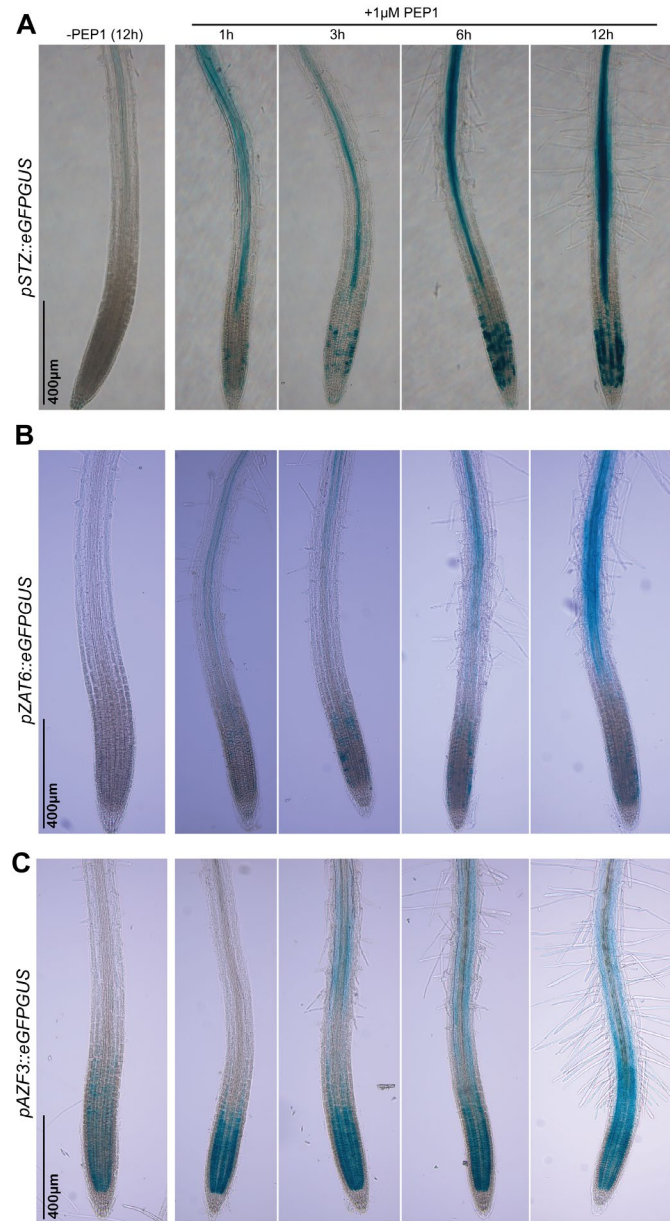

Supplementary Figure S7. Expression dynamics of the transcriptional fusion lines of STZL with time-course PEP1 treatment (Supports Figure 2).

(A-C) Expression patterns of *STZL* (*STZ*, *ZAT6*, and *AZF3*) after treatment with 1 μM PEP1 at different time points as determined by GUS staining. We used WT Col-0 seedlings at 4 DAT harboring transcriptional constructs of *STZ* (*pSTZ::eGFP-GUS*), *ZAT6* (*pZAT6::eGFP-GUS*), and *AZF3* (*pAZF3::eGFP-GUS*) and treated them with 1 μM PEP1 for 1, 3, 6, and 12 h. “without PEP1 (12 h)” was used as an experimental control. The scale bars mentioned in A, B, and C are applicable to all images under the same panel. DAT = Days After Transfer to the growth chamber.

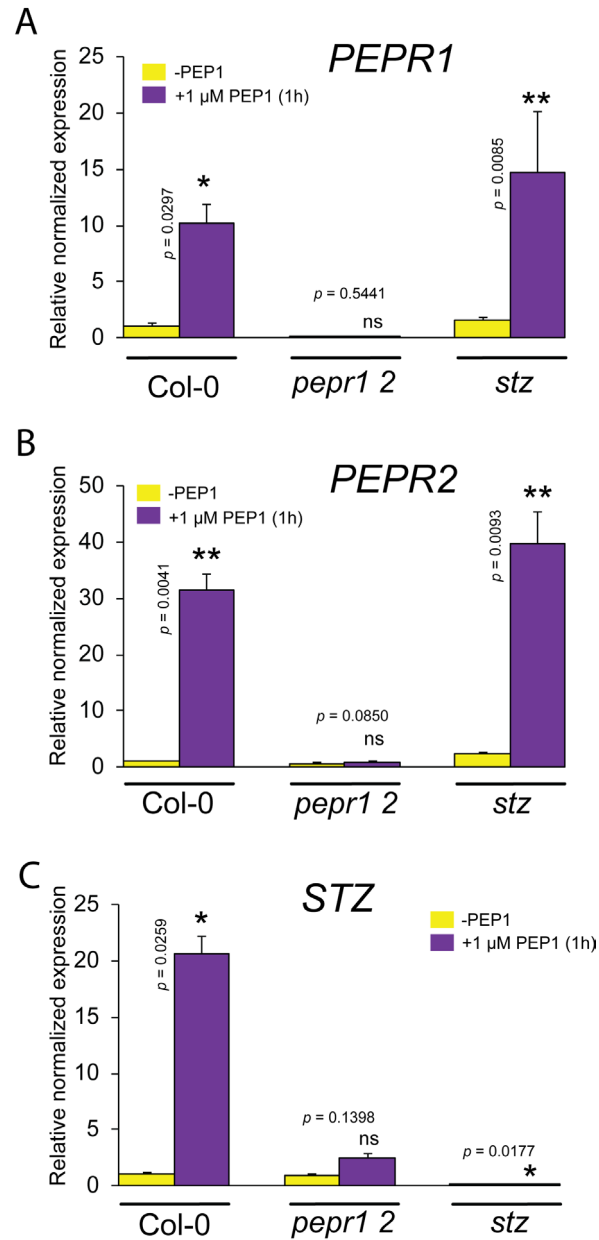

Supplementary Figure S8. STZ is downstream of the PEP1-PEPR perception pathway (Supports Figure 3).

(A-C) Expressions of *PEPR1*, *PEPR2*, and *STZ* in Col-0, *pepr1 2*, and *stz* genotypes at 1 h of 1 μ M PEP1 treatment, measured by RT-qPCR. The data are presented as $\pm$ SEM from three technical replicates. *GAPDH* was used as the internal control. The expression values for “–PEP1” samples for each genotype were arbitrarily set as 1, and the statistical significance of differences was compared with the “+1 μ M PEP1 (1h)” sample using Student’s t-test (** $P < 0.01$, * $P < 0.05$, ns = not significant).

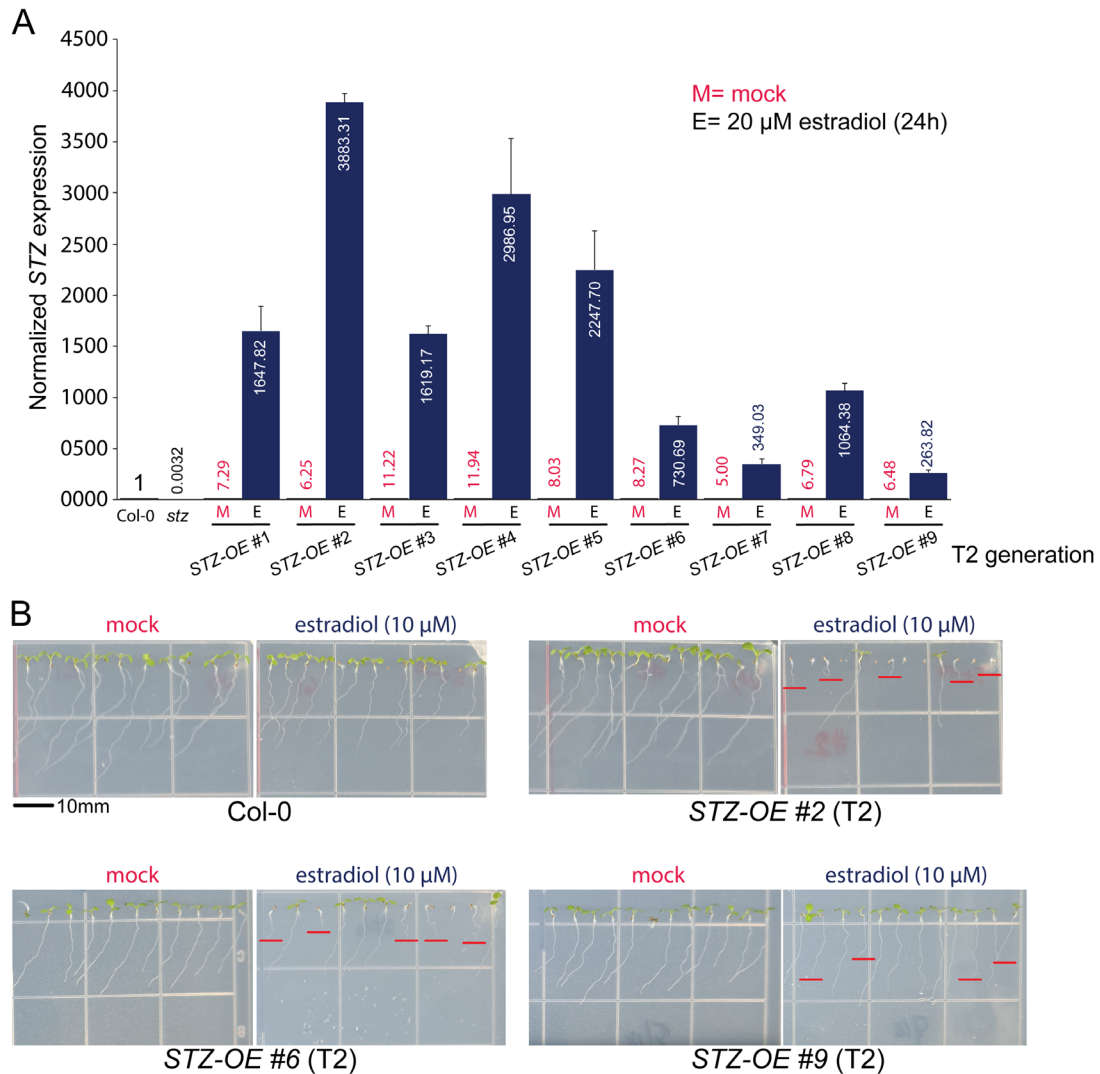

Supplementary Figure S9. Validation of STZ-OE transgenic lines (Supports Figure 3).

(A) Normalized *STZ* expression in T2 lines of *STZ-OE* seedlings validated by RT-qPCR. The T2 seedlings after BASTA selection were treated either with no estradiol (mock treatment) or estradiol (20 μ M) for 1 d. RNA was extracted from whole seedlings to measure *STZ* transcript levels by RT-qPCR. The data are presented as $\pm$ SEM from three technical replicates. *GAPDH* was used as an internal control. **(B)** Representative images of selected T2 lines of *STZ-OE* (#2, #6, and #9) seedlings grown without estradiol (mock treatment; $\frac{1}{2}$ MS medium) or on $\frac{1}{2}$ MS medium containing 10 μ M estradiol. Red lines indicate the ends of the roots. Since the seedlings were in the T2 generation, individuals with root growth suppression in response to estradiol segregated. The scale bars mentioned in B are applicable to all images under the same panel. *STZ-OE*, *STZ* overexpression line.

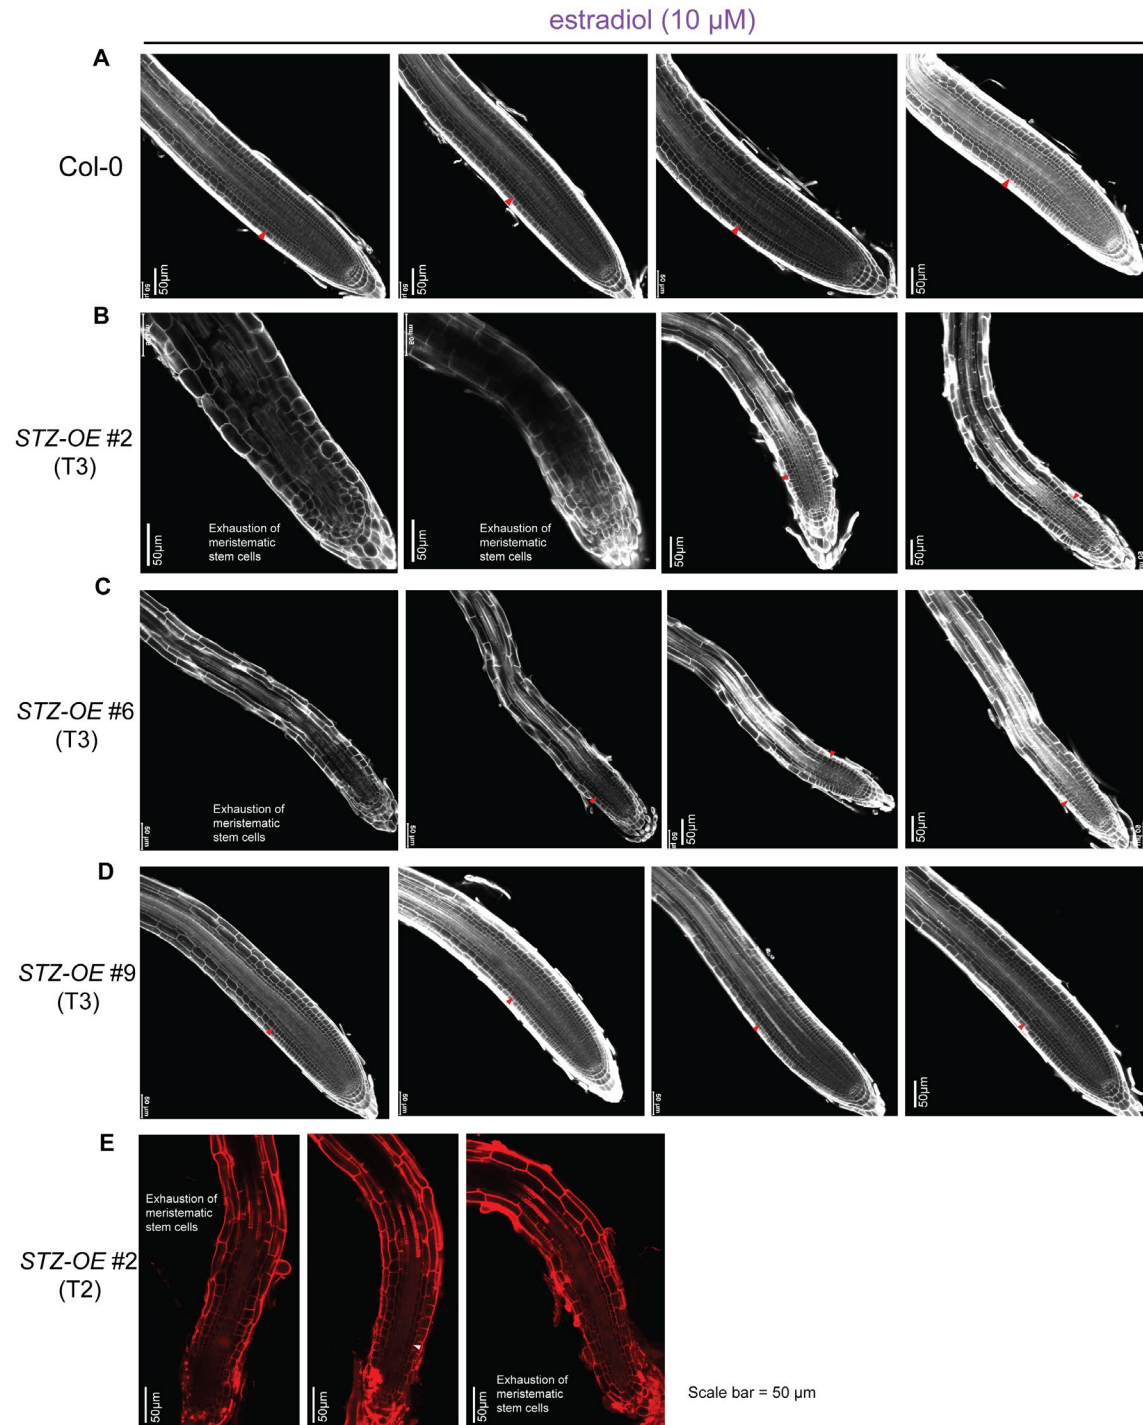

Supplementary Figure S10. Meristem images of *STZ-OE* transgenic lines expressing different dosages of *STZ* (Supports Figure 3).

(A-E) Confocal microscopy of cleared meristems of Col-0 or *STZ-OE* 5 DAT seedlings grown on $\frac{1}{2}$ MS medium containing 10 μ M estradiol. Similar to Col-0, *STZ-OE* #9 seedlings exhibited

proliferative meristem cells, whereas in *STZ-OE* #2, *STZ-OE* #6, and *STZ-OE* #2 seedlings (T2 generation), the proliferative meristem cells appear to be exhausted. The red or yellow arrowheads indicate the junction between the meristem and elongation zone. Notably, the differentiated protoxylem strands were proximal to the tips of *STZ-OE* #2 seedling roots. Scale bar = 50 μm (applies to all images in panels A-E). *STZ-OE*, *STZ* overexpression line; DAT = Days After Transfer to the growth chamber.

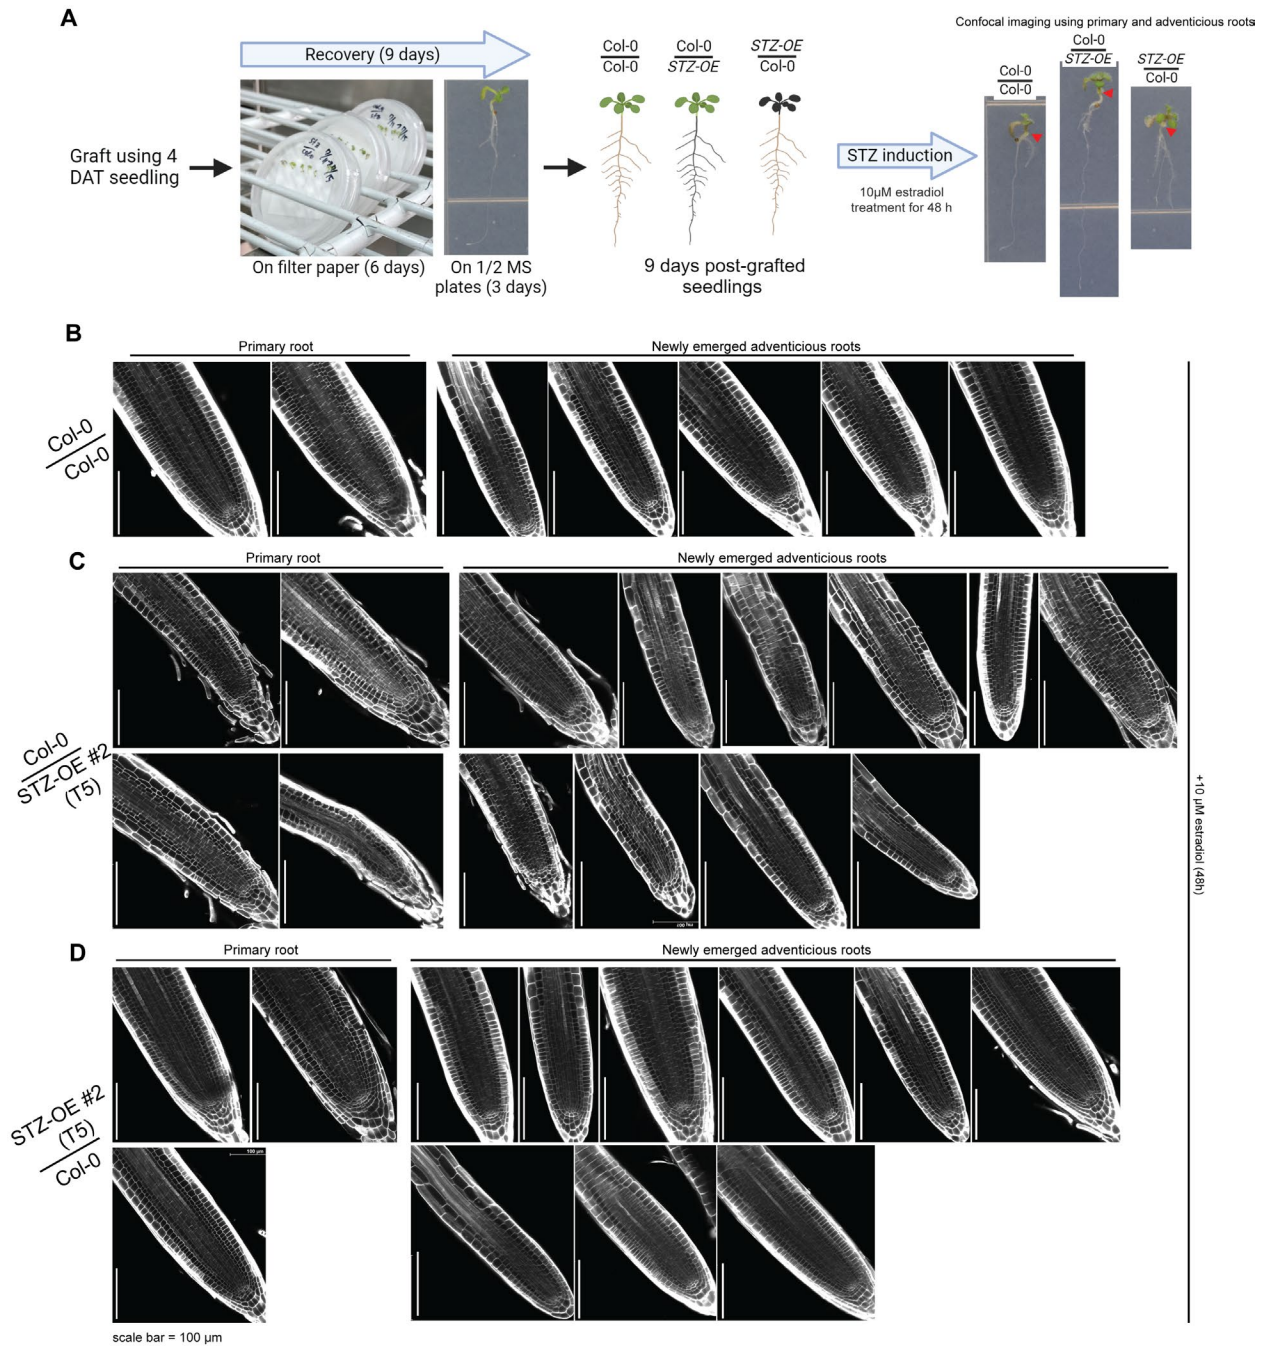

Supplementary Figure S11. *STZ* overexpression locally suppresses cell division at the root meristem (Supports Figure 3).

(A) Schematic overview of the grafting experiment. We used WT Col-0 and *STZ*-OE #2 seedlings at 4 DAT for grafting. The reciprocal grafts were generated and given 9 d for recovery before they were treated with 10 μ M estradiol for 48 h. Red arrowheads indicate graft junctions. Primary and newly emerged adventitious roots were imaged using a confocal microscope. **(B-D)** Confocal

images represent the grafted seedlings' primary and newly emerged adventitious roots treated with estradiol. Col-0 scions grafted onto Col-0 rootstocks (Col-0/Col-0) were used as experimental controls. "Col-0/*STZ-OE* #2 (T5)" indicates that Col-0 scions were grafted onto *STZ-OE* #2 (T5 generation) rootstocks, and "*STZ-OE* #2 (T5)/Col-0" indicates that *STZ-OE* #2 (T5 generation) scions were grafted onto Col-0 rootstocks. Scale bar = 100 μ m (applies to all images under panel B-D). *STZ-OE*, *STZ* overexpression line; DAT = Days After Transfer to the growth chamber.

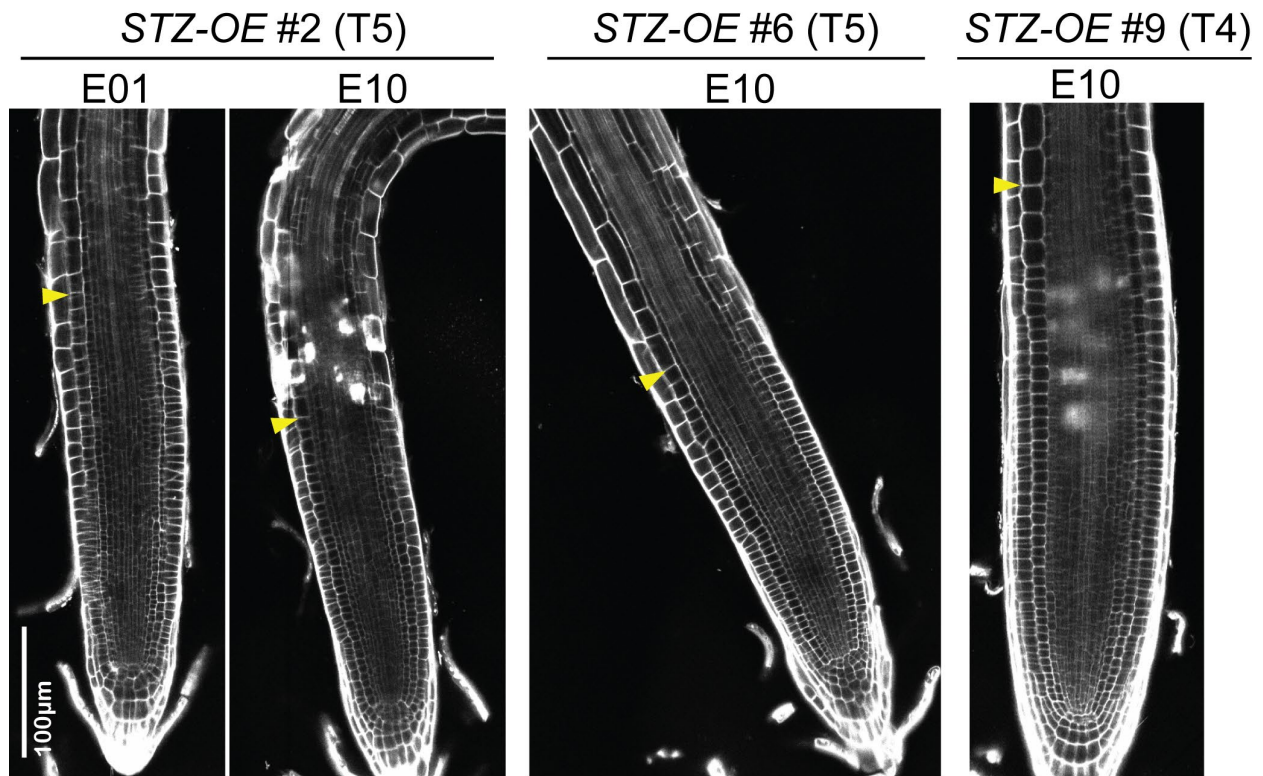

Supplementary Figure S12. The root apical growth of *STZ-OE* seedlings in response to estradiol treatment for 24 h (Supports Figure 3).

Seedling roots at 4 DAT were treated with estradiol (1 μ M; E01 or 10 μ M; E10) for 24 h. Confocal imaging of the meristems was performed 24 h after estradiol treatment. The yellow arrowheads indicate the junction between the meristem and elongation zone. Scale bar = 100 μ m (applicable to all images presented). *STZ-OE*, *STZ* overexpression line; DAT = Days After Transfer to the growth chamber.

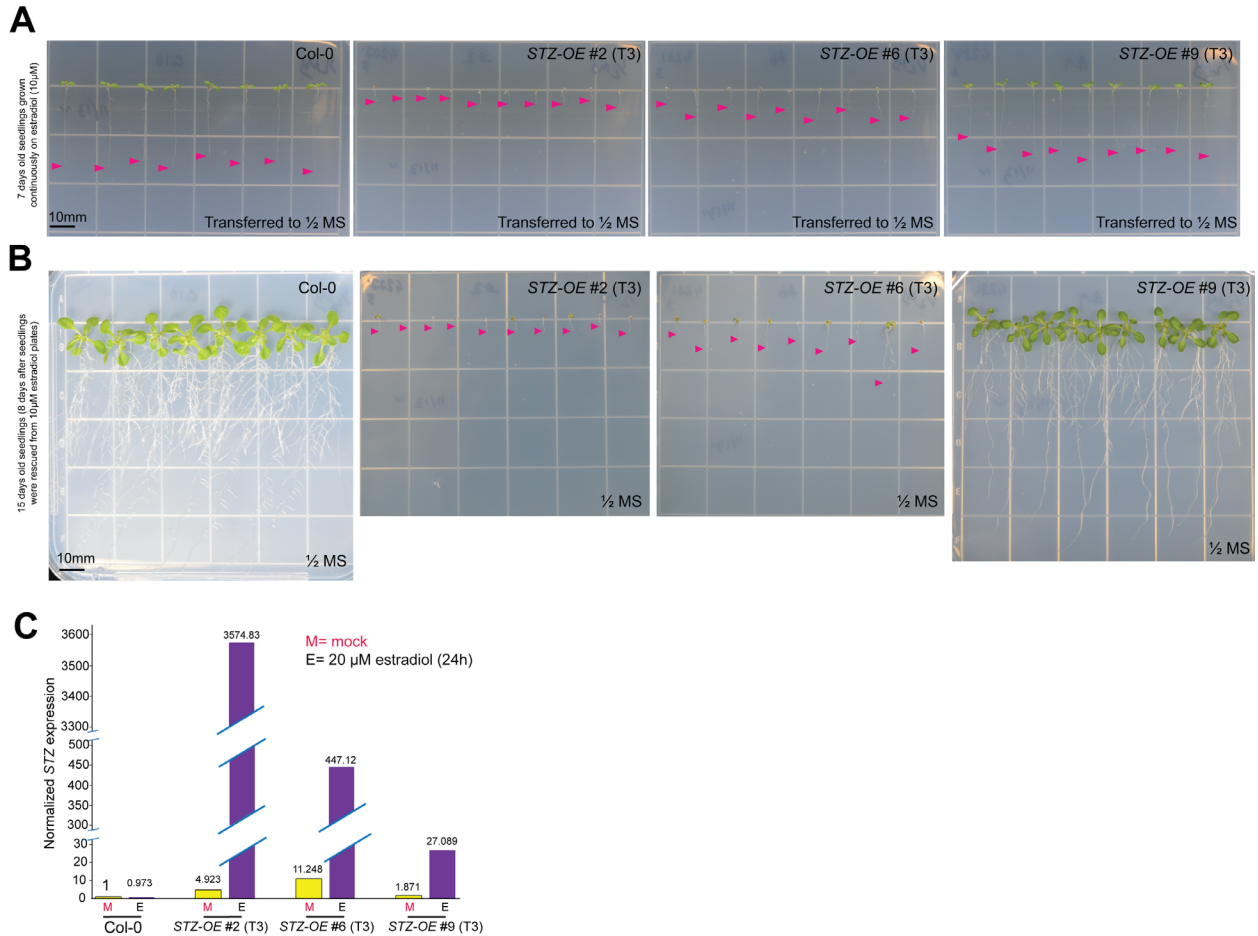

Supplementary Figure S13. Root growth rescue test of the *STZ-OE* seedlings (Supports Figure 4).

(A) Seven DAT Col-0, *STZ-OE* #2, *STZ-OE* #6, and *STZ-OE* #9 seedlings continuously grown on estradiol (10 μ M) containing 1/2 MS medium, were transferred to 1/2 MS plates without estradiol for growth recovery. Scale bar = 10 mm (applies to all images presented) **(B)** These recovery plates were photographed 8 d after recovery. The pink arrowheads indicate the root tips. Scale bar = 10 mm (applies to all images presented). **(C)** The expression levels of *STZ* in *STZ-OE* seedling lines after 24 h of estradiol treatment were analyzed by RT-qPCR. Four DAT seedlings were treated with or without (mock treatment with ethanol) estradiol for 24 h, and the roots were dissected to isolate total RNA. The mock-treated Col-0 sample was used as a control to determine the fold change. The average expression values from three technical replicates were normalized by *GAPDH* and presented. *STZ-OE*, *STZ* overexpression line; DAT = Days After Transfer to the growth chamber.

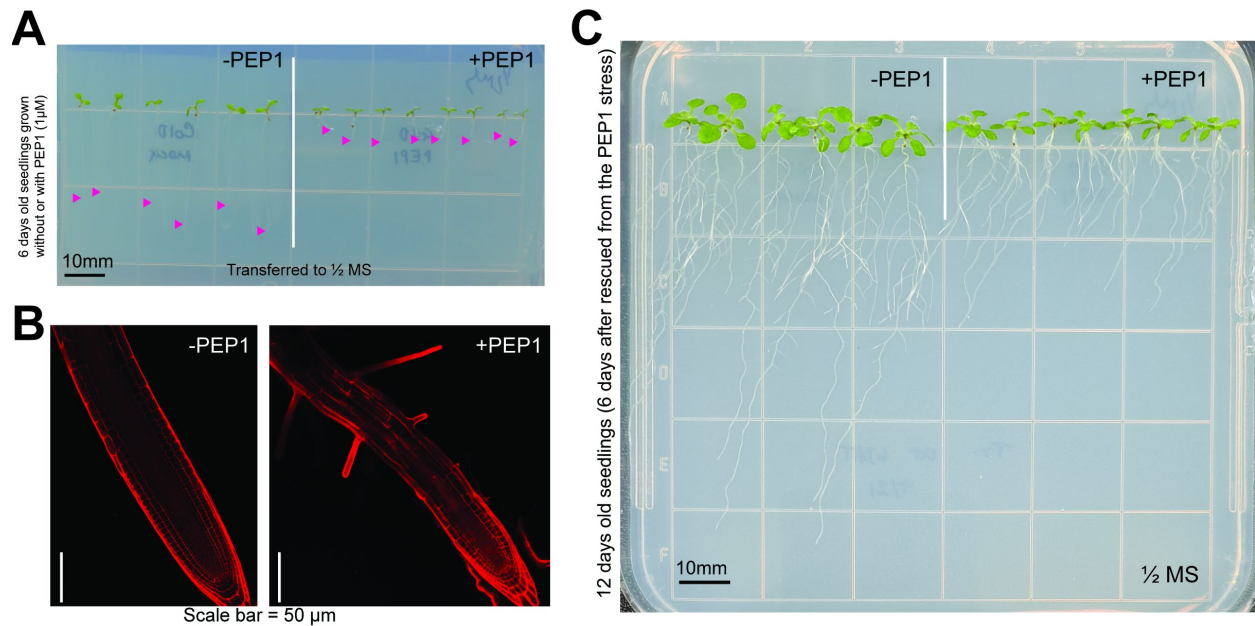

Supplementary Figure S14. Root growth rescue test using PEP1 treated Col-0 seedlings (Supports Figure 4).

(A) Col-0 seedlings at 6 DAT were germinated and grown continuously with or without $1\ \mu\text{M}$ PEP1 on plates containing $\frac{1}{2}$ MS medium and then transferred to a new $\frac{1}{2}$ MS plate without PEP1 for growth recovery. Pink arrowheads indicate the root tips. **(B)** Representative images of the meristems of Col-0 seedlings grown with (+PEP1) or without PEP1 (-PEP1) for 6 d as shown in panel A. **(C)** The recovery plate mentioned in panel A was photographed 6 d after recovery. DAT = Days After Transfer to the growth chamber.

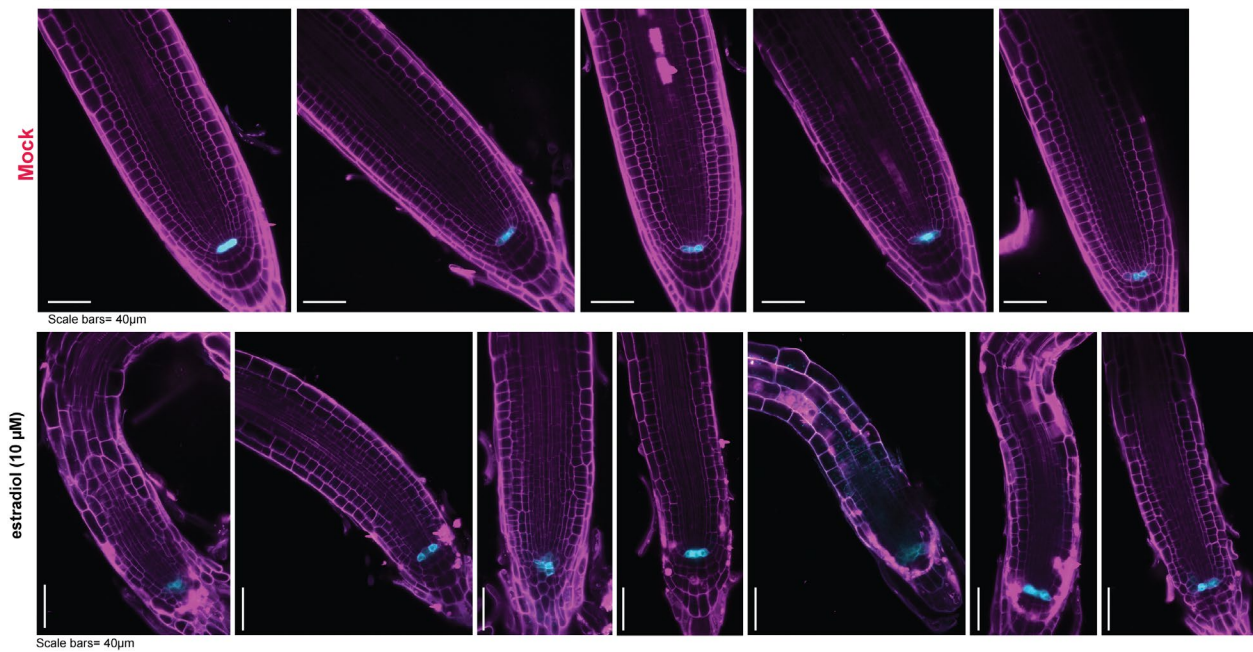

Supplementary Figure S15. Overexpression of *STZ* deforms QC identity (Supports Figure 4).

The *pWOX5::erGFP* signal was monitored in the F2 seedlings from a cross between *pWOX5::erGFP* and *STZ-OE #2* plants. When grown on mock medium ($\frac{1}{2}$ MS medium plates supplemented with an equal volume of ethanol used for estradiol), the *pWOX5::erGFP* signal was specific to the QC. However, F2 seedlings with the “stunted-root” growth phenotype on estradiol (10 μ M) plates exhibited a wide range of *pWOX5::erGFP* domains, including expansion and suppression of expression in the QC position. GFP: cyan; PI: magenta. Scale bar = 40 μ m (applies to all images presented). *STZ-OE*, *STZ* overexpression line.

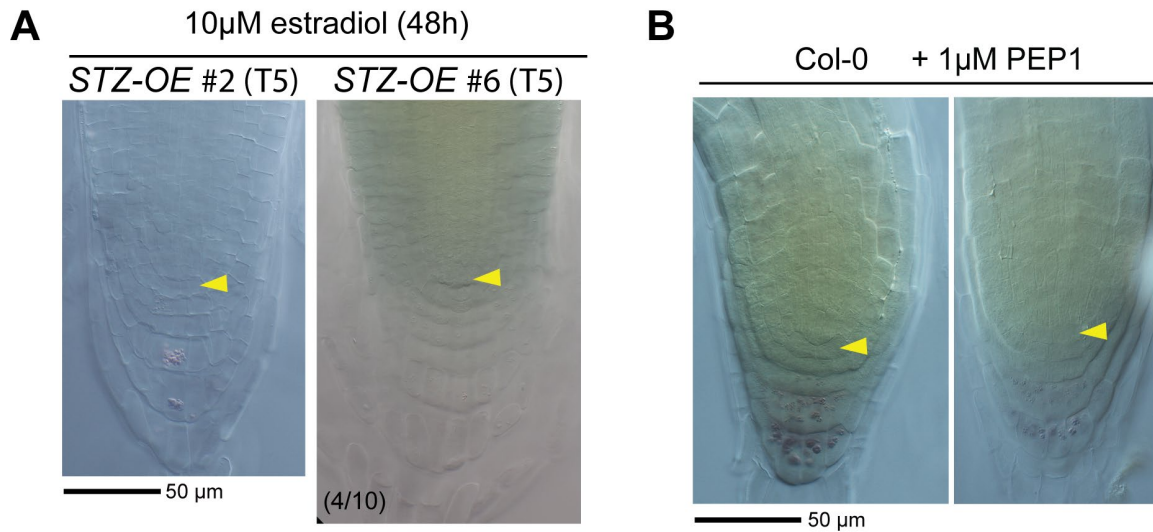

Supplementary Figure S16. Additional images of the Lugol's stained root tips of *STZ-OE* and PEP1 treated Col-0 seedlings (Supports Figure 4).

(A) Lugol's-stained root tips of *STZ-OE* #2 and #6 seedlings treated with estradiol for 48 h. The numbers in parentheses of the right panel indicate the number of samples with phenotypes similar to the representative image among all independent root samples analyzed. **(B)** Lugol's-stained root tips of Col-0 seedlings treated with PEP1 for 48 h. We used *STZ-OE* or Col-0 seedlings at 3 DAT grown on ½ MS medium and treated them with estradiol- and PEP1-containing ½ MS medium plates, respectively, for 48 h. Yellow arrowheads indicate QC. Scale bar = 50 μm (applicable to all images presented in panels A and B). *STZ-OE*, *STZ* overexpression line. DAT = Days After Transfer to the growth chamber.

estradiol. Sectioning (5- μ m thick) was performed from 500 μ m to 1 mm of the basal region of root tips. Red asterisks indicate differentiated xylem vessels. Scale bar = 10 μ m (applicable to all images presented in panels A - D). *STZ-OE*, *STZ* overexpression line.

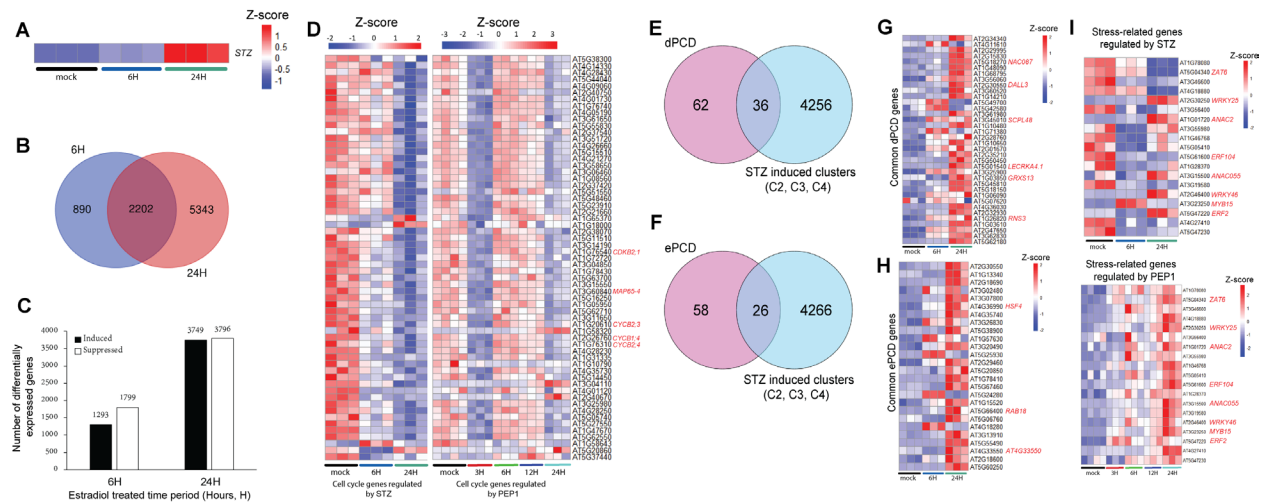

Supplementary Figure S18. *STZ* transcriptionally regulates cell cycle, dPCD, ePCD, and stress-related genes, as evidenced by the time-course RNA-seq experiment using *STZ-OE* seedling roots (Supports Figure 5).

(A) Heatmap representing the RPKM values for *STZ* transcripts at 6 h and 24 h after estradiol treatment. **(B)** A comparison of differentially expressed genes [DEGs; false discovery rate (FDR) < 0.01, |fold change| ≥ 1.5] identified in *STZ-OE* RNA-seq analysis. Comparisons were made between DEGs found in root samples 6 h and 24 h after estradiol treatment. In total, 8435 unique DEGs were identified (listed in Supplementary Table S15). **(C)** The bar graph shows the numbers of induced and suppressed DEGs in the *STZ-OE* RNA-seq experiment. **(D)** Heatmap showing expression profiles of 61 commonly suppressed cell cycle genes following *STZ* overexpression or PEP1 treatment. **(E and F)** Venn diagram showing the common developmental and environmental programmed cell death (dPCD and ePCD) genes between DEGs in *STZ*-induced clusters (C2, C3, and C4) and PCD genes reported in other studies. The common dPCD and ePCD genes are listed in Supplementary Table S20. **(G and H)** Heatmap showing the expression profiles of common dPCD and ePCD DEGs in response to *STZ* overexpression. **(I)** Heatmap showing the transcriptional profiles of stress-responsive DEGs regulated by *STZ* overexpression and PEP1 treatment. The heatmaps were created using the “pheatmap” package in R. The values in all the heatmaps were row-normalized. The color scale bar denotes the Z-score as obtained through the “scale” function while plotting using the “pheatmap” package in R. Genes marked in red were used for RT-qPCR analysis. *STZ-OE*, *STZ* overexpression line.

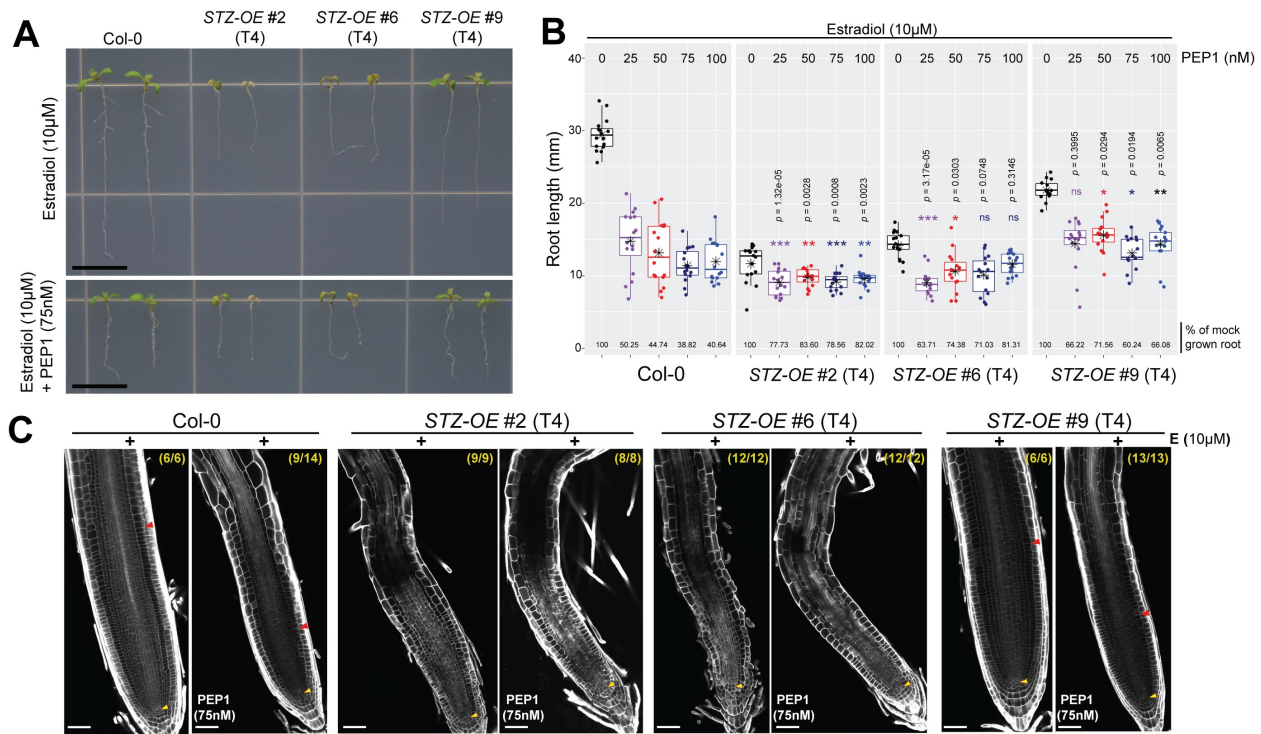

Supplementary Figure S19. Replicate analysis of the contribution of STZ dosages to the PEP1-induced root growth suppression (Supports Figure 7).

(A) Photographs of root growth of Col-0 and STZ-OE seedlings at 7 DAT grown in the presence of 10 μ M estradiol and 75 nM PEP1 for 4 d. We used $\frac{1}{2}$ MS grown Col-0 and STZ-OE seedlings at 3 DAT and grew them for another 4 d on $\frac{1}{2}$ MS medium containing 75 nM PEP1 with 10 μ M estradiol. The seedlings with representative root lengths were arranged on an agar plate and photographed. The STZ-OE seedlings used in this experiment were the T4 generation of STZ-OE lines #2, #6, and #9. Scale bar = 10 mm (applicable to both images under panel A). **(B)** The quantification of the root growth of Col-0 and STZ-OE seedlings at 7 DAT treated with estradiol (10 μ M) and PEP1 at different doses (25, 50, 75, 100 nM) for 4 d as shown in panel A. Significant differences were determined by comparing WT Col-0 and STZ-OE seedlings grown under the same treatment conditions using a one-way Student's *t*-test (***P < 0.001, **P < 0.01, *P < 0.05; ns = non-significant). Boxes show the first and third quartiles split by median; whiskers indicate the range; points, individual data points; asterisks within the boxplot, average. Quantitative growth data, together with another biological replicate, are presented in Supplementary Table S25 (*n* = 14 - 17). **(C)** Meristem status of Col-0 and STZ-OE seedling lines under the conditions described in panel A. Yellow and red arrowheads indicate QC and meristem/transition zone boundaries, respectively. Numbers in parentheses in each panel indicate samples with similar results among

the total independent root samples analyzed. Scale bar = 30 μm (applicable to all the images under panel C). *STZ-OE*, *STZ* overexpression line; DAT = Days After Transfer to the growth chamber.

A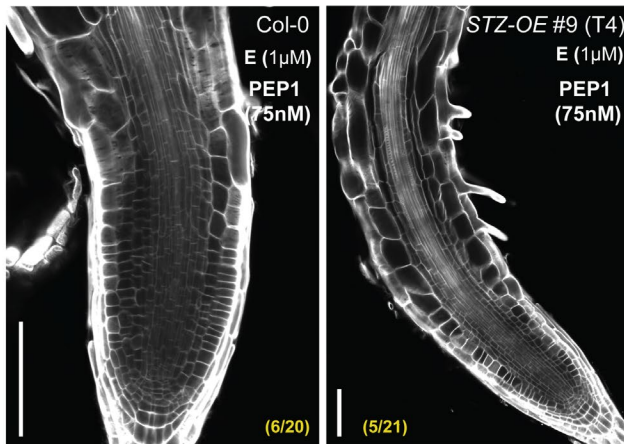**B**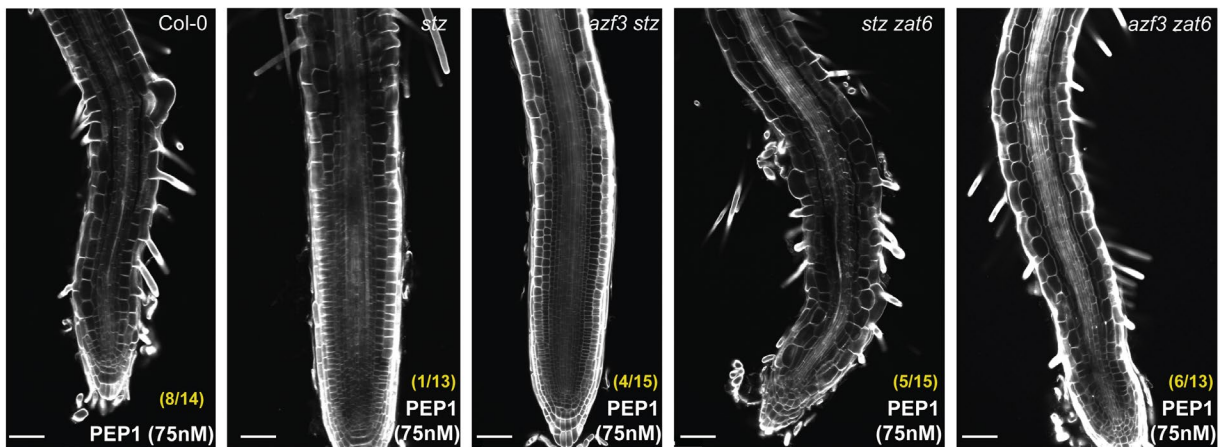

Supplementary Figure S20. Confocal microscopy showing additional root meristem phenotypes from *STZ-OE* and *stz/* seedlings grown in the presence of PEP1 (Supports Figure 7).

(A) Representative images of root meristems of Col-0 and *STZ-OE* #9 seedlings at 7 DAT grown in the presence of estradiol (1 μM) and PEP1 (75 nM) for 4 d. **(B)** Meristem images of Col-0 and *stz/* mutant seedlings at 7 DAT grown in the presence of PEP1 (75 nM) for 4 d. The numbers in parentheses in each panel indicate the number of samples with phenotypes similar to the representative image of all independent root samples analyzed. Scale bar = 30 μm (applicable to all the images).

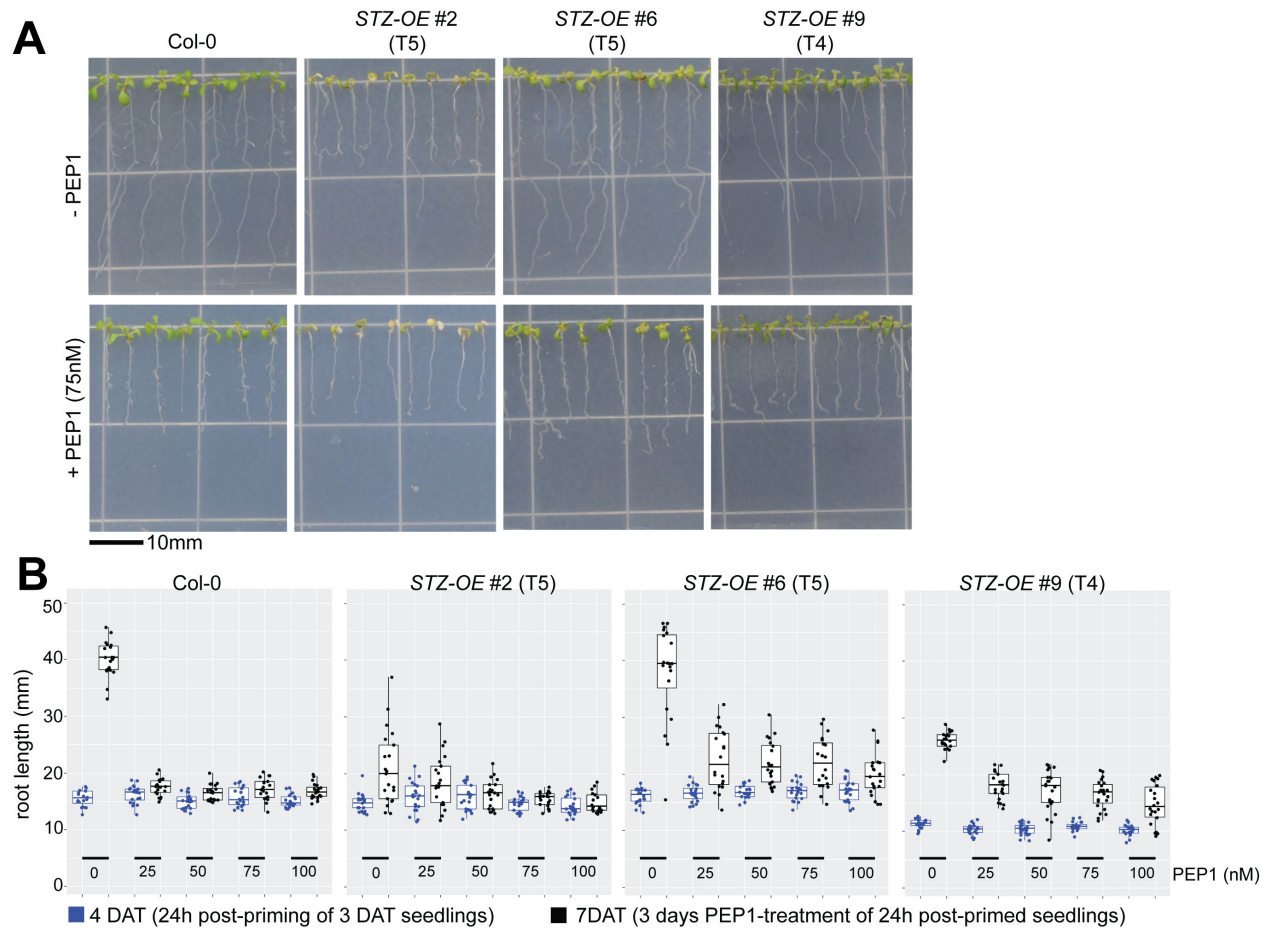

Supplementary Figure S21. Transient overexpression of *STZ* led to sustained root growth of *STZ-OE* seedlings under PEP1 treatment (Supports Figure 7).

(A) Representative images of root growth of Col-0 and *STZ-OE* seedlings at 7 DAT grown with 75 nM PEP1 for 3 d. We used $\frac{1}{2}$ MS grown WT Col-0, *STZ-OE* #2, #6, and #9 seedlings at 3 DAT and transiently overexpressed (primed) *STZ* by adding liquid $\frac{1}{2}$ MS medium containing 10 μ M estradiol to the plate. After 24 h of transient overexpression (priming), we transferred the seedlings to $\frac{1}{2}$ MS medium plates with or without PEP1 (75 nM). Scale bar = 10 mm (applicable to all photographs presented in panel A) **(B)** Quantification of root growth of seedlings in the post-primed (4 DAT) and post-PEP1 treatment (7 DAT) (Supplementary Table S25; $n = 20 - 23$). Boxes, the first and third quartiles split by median; whiskers, the data range; points, individual root lengths. Doses of 25, 50, 75, and 100 nM of PEP1 were used. *STZ-OE*, *STZ* overexpression line; DAT = Days After Transfer to the growth chamber.

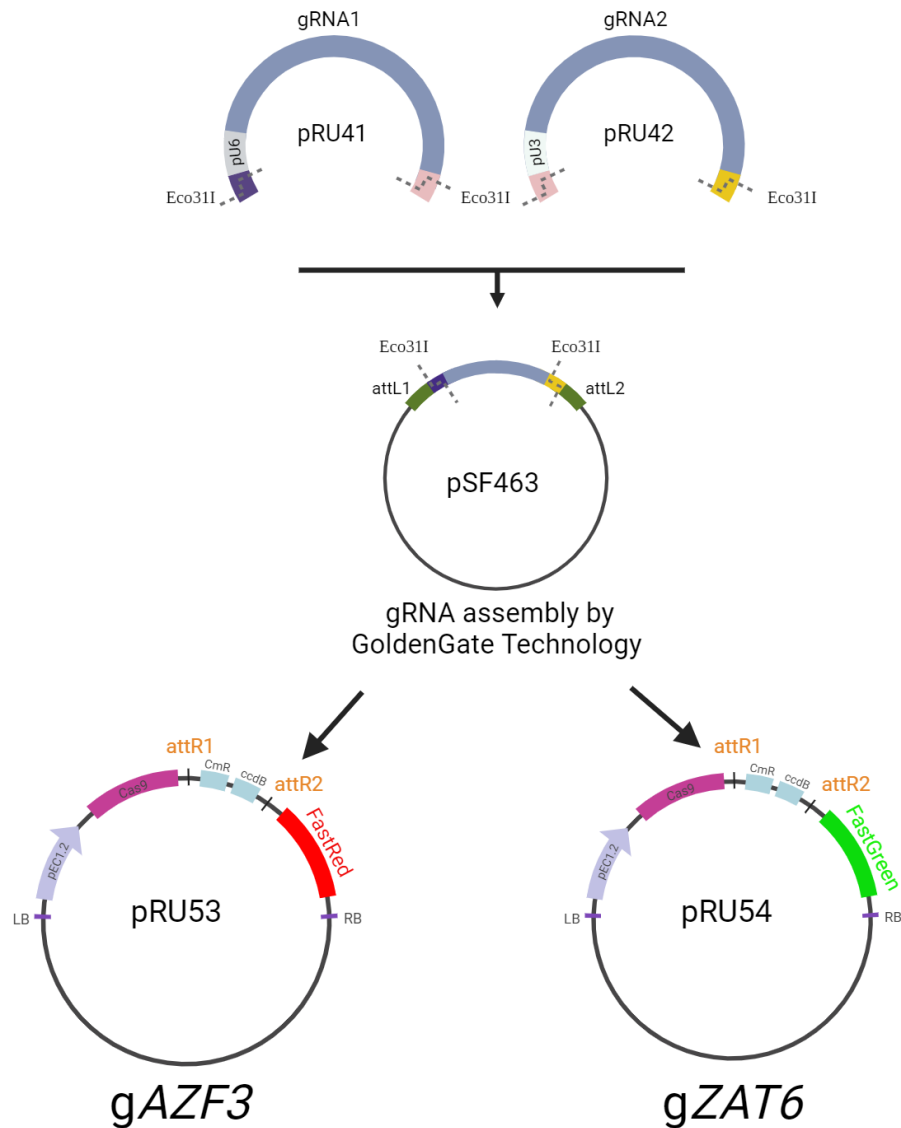

Supplementary Figure S22. Schematic map for guideRNA (gRNA) cloning (Supports Figure 7).

The target genes gRNA1 and gRNA2 were initially cloned into pRU41 and pRU42, respectively, and then recombined into a full cassette of the pSF463 vector through Golden gate assembly. The two gRNA-containing cassettes were then switched into gateway-compatible binary vectors, pRU53 (for *AZF3* gRNAs) and pRU54 (for *ZAT6* gRNAs) for plant transformation. See the Materials and Methods section for further details. The image was created with BioRender.com.

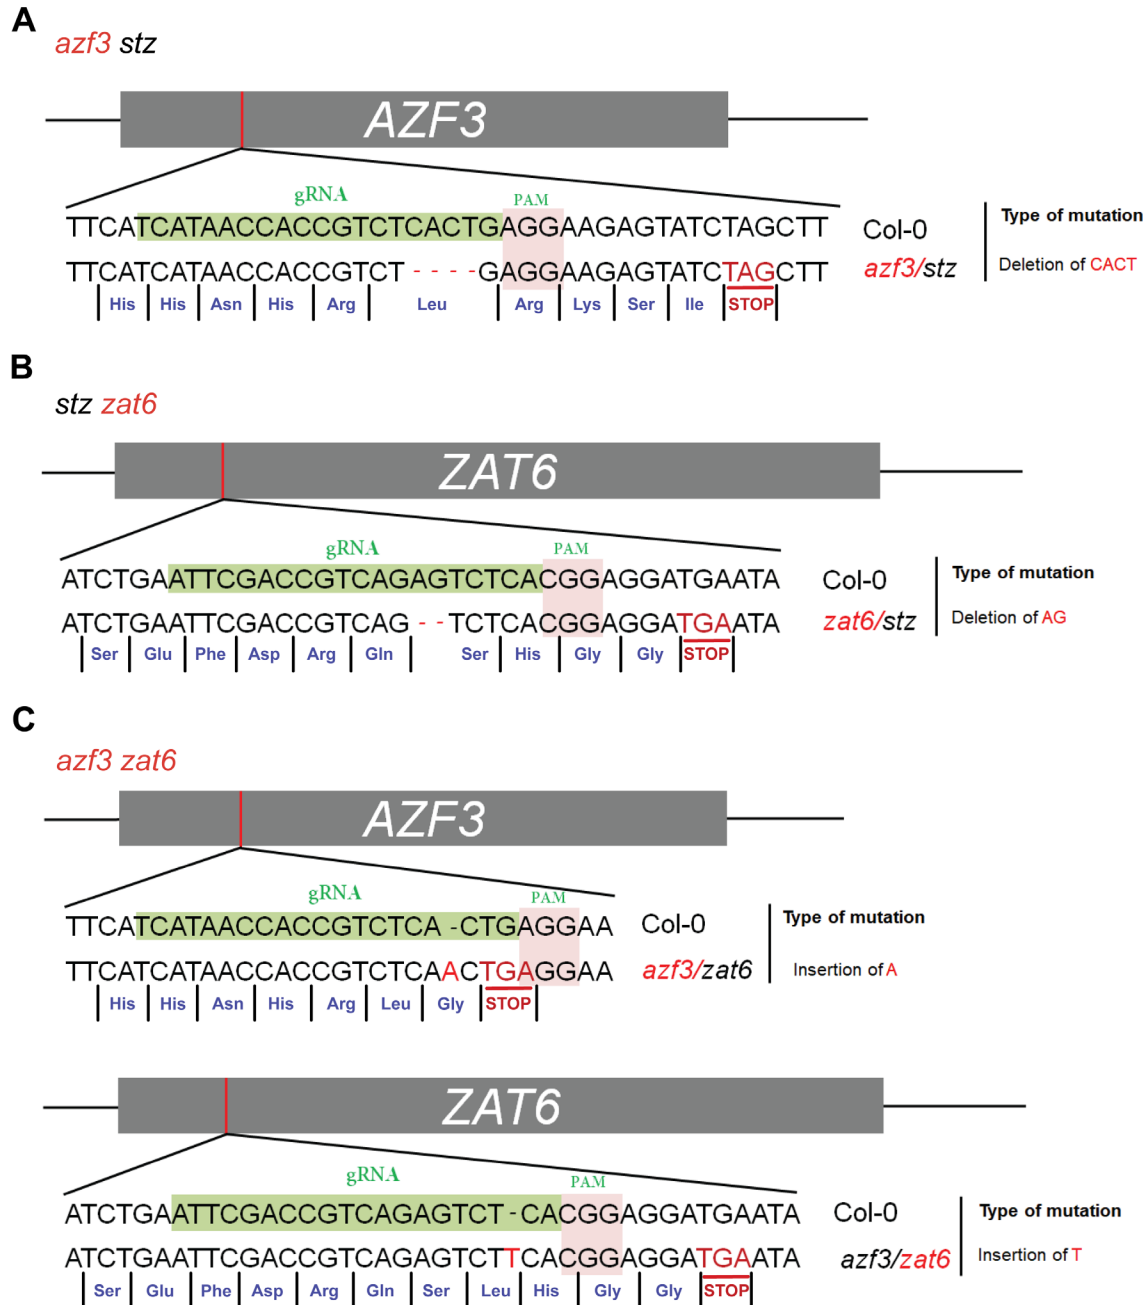

Supplementary Figure S23. Confirmation of CRISPR-Cas9 based mutation to generate *stz/* mutant combinations (Supports Figure 7).

(A) Sequencing result using the genomic DNA (gDNA) of *azf3 stz* double mutant seedlings confirms the deletion of “CACT” from the coding sequence of *AZF3*, which leads to the formation of a precocious stop codon. The background *stz* mutant line is SALK_054092. **(B)** The Sequencing result using the gDNA of the *stz zat6* double mutant seedlings confirms the deletion of “AG” from the coding sequence of *ZAT6*, which leads to the formation of a precocious stop

codon. The background *stz* mutant line for these double mutants is SALK_054092. **(C)** Sequencing result using the gDNA of *azf3 zat6* double mutant seedlings confirms an insertion of "A" into the coding sequence of *AZF3*, which leads to the formation of a precocious stop codon. For the *ZAT6* coding sequence, we observed an insertion of "T" in the gRNA, forming a precocious stop codon. The gDNA used for sequencing was obtained from the T3 generation seedlings. gRNA and PAM sites are highlighted in green and pink, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

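The deposited table of each library gives, per gene, the count of total gene reads, the count of unique gene reads and RPKM, all made by the authors in CLC Genomics Workbench on TAIR10. The deposited counts are whole numbers and each stands for 1 read pair. The deposited RPKM values of the authors are scaled to gene length with introns and to the mapped pairs of the library. The deposited TPM values were made by the authors in the same software and were not used for any test. The authors' mapping was not repeated, and the raw reads were not used here. All 16 libraries were kept. Total gene reads ran from 20945569 to 27788994 per library, with TMM factors from 0.9727 to 1.04.

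Differential expression was tested two-sided with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood fit with 1 coefficient per time of PEP1 and the 4 mocks as the reference. The filter on low counts of edgeR left 20140 genes, and the median prior degrees of freedom were 4.42. The p values were adjusted by the Benjamini-Hochberg method over these genes. A gene was called at an adjusted p under 0.01 and a fold of 1.5 or more, the thresholds of the paper. CPM were made with library sizes scaled by TMM. Of the genes in the lists, 34 were not tested because their counts were too low. Where all mocks had 0 counts, the fold is given as a minimum, with a floor of 3 counts over the 4 mocks together. Folds were left out where the mocks had 1 to 3 counts together.

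Gene lists were tested two-sided with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a correlation of 0.01, and adjusted over all lists and the 4 times against the mocks, with the comparisons between times of PEP1 adjusted apart. Camera with an estimated correlation and fry were run as alternatives. Fry answers another question, whether the genes of a list change at all and not whether they change more than other genes. Lists are of genes of PEP perception and pattern-triggered immunity, jasmonate, ethylene, salicylic acid, auxin, G2/M, G1/S, CDK inhibitors, WRKY and C1-2i ZAT families, stem cell niche, cell types, clock, heat shock, photosynthesis, callose, and abscisic acid, cold and drought, with those of genes the paper measured. The lists hold 528 entries of 478 genes. Fisher's exact test, two-sided, compared lists and families with the induced or suppressed genes among all tested genes. It takes genes as independent, so its p values are over genes and do not measure the spread between libraries. Exact permutation tests over the 35 splits of 3 and 4 libraries have a smallest two-sided p of 0.0286.

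Genes are named by a fixed rule. They are the genes that the paper names, and at each time the 5 highest and 5 lowest log2 fold changes among called genes. For the latter, the 3 PEP1 libraries lie all on one side of the 4 mocks and the higher group has 10 CPM or more. From each list come up to 4 called genes with the largest change at the time discussed, and up to 4 called against the direction of the list. The values in Tables S2 and S3 count as seen. Genes named outside the rule were chosen after their values were seen.

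PCA used the 5000 genes with the highest variance of log2(RPKM + 1), with scikit-learn 1.9.0. K-means used the genes called at any time, with 12 clusters and 50 starts on standardised rows. A cluster counted as rapid where its mean at 3 h lay 0.75 SD units or more from the mocks. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

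The counts of called genes were also made with DESeq2 1.42.0, no filter on low counts (24594 genes), the mock of the same time alone, and limma-trend on log2 RPKM with 0.5 or 0.05 added. Further runs used only the PEP1 libraries of 1 time with the mocks, no fold minimum, unique gene reads, library size without TMM, and leaving out each library in turn. For the comparisons between times of PEP1 there was also a block for the replicate number. PCA was repeated with genes called at any time, without logs (scaled and not) and with 0.1 added. K-means was repeated with another seed, with 10 and 14 clusters, and without logs. The alternatives added after seeing the data were only the mocks of 3 h and 12 h, no libraries of 6 h, families by InterPro domain, 11 other families by domain, and process words in place of GO terms. The domain tests numbered 42 over 14952 genes with domains. The process word tests numbered 150, for 25 words in 6 gene sets. GO terms themselves were not tested, and STZ overexpression data were not analysed here.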

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

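The tests of the time match, of tissue, of the 24 h mock and of matched genes, and their bounds, were chosen only after the results were seen. Against the mocks as 1 group, the libraries of 3, 6 and 24 h of PEP1 differ from one another as well. From 3 h to 24 h, 2053 genes rose and 825 fell, and from 3 h to 6 h, 797 rose and 1069 fell, in edgeR's quasi-likelihood test. With each time taken from its own mock, 31 and 33, and 54 and 71 genes passed. Of the G2/M genes, 34 were higher at 6 h than at 3 h. STZ was higher at 24 h than at 3 h by 0.98 on the log2 scale, but not called with the mocks of the same times (0.48) or without either of 2 libraries.

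Genes of several lists were called that the paper does not discuss for these libraries. Of 14 Casparian strip and suberin genes, 9 were suppressed at 6 h (adjusted p = 0.000276 from limma's camera, 0.313 with an estimated correlation). Of 18 clock genes, 9 were induced at 24 h. The clock list did not pass by limma's camera (adjusted p = 0.115) but passed by fry (adjusted p = 0.000295). Of 467 translation genes, 242 were suppressed at 24 h.

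Among the 4 mocks, Dixon's ratio passed its critical value for 2 of 80 measures, where chance gives about 1 in 20. These were the mean of the WRKY genes in the mock of 3 h, with a ratio of 0.851, and MYB15 in the mock of 3 h, with a ratio of 1.0. By kind, 0 of 8 library measures, 1 of 25 list means and 1 of 47 genes passed.

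The second fall of the G2/M genes at 24 h could come from a 24 h mock that differs from the other mocks. Against that mock alone the median of the list, here from means of log2 CPM and not from edgeR's fit, was -0.579 (quartiles -0.746 to -0.35). That mock was itself the lowest of the 4 mocks in 33 of 39 genes. The quartiles are over genes and rest on 1 mock library, so they cannot exclude such a mock as the whole cause. The second fall could also come from less meristem in the dissected tips at 24 h of PEP1. By the same means the xylem list had a median of -0.713 (quartiles -1.023 to -0.454) against the same mock, and the Casparian strip and root hair lists had upper quartiles of 0.725 and -0.015. A change of tissue and a change of the genes cannot be told apart.

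The fall of the Casparian strip and suberin genes at 6 h may reflect a harvest or dissection that mock and PEP1 share. The 6 h mock is low in these genes as well. Against that mock alone the median was -0.644 (quartiles -1.152 to -0.019), and a shared time and a PEP1 effect cannot be told apart. More generally, mock and PEP1 libraries of 1 time deviated together. The true times gave the highest summed correlation of all 24 assignments of mocks to times (1 of 24 as high, 1.324, highest other 0.91, exact one-sided p = 0.042), which fits a shared time or dissection.

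The fall of the translation genes at 24 h could come from gene length, GC content or expression level. Genes picked as nearest in all of these had a median of -0.019 (quartiles -0.442 to 0.458), against -0.629 for the translation genes. Their median gene length with introns was 1745 bases against 1724, and their GC content 38.6% against 38.61%. These values argue against length and GC content of the gene. How near their expression came was not examined, so expression level stays open. Over 3 scalings of the libraries the smallest fall of the median was -0.618, but these scalings are too alike to test the scaling, which stays open. Part of the fall could belong to a harvest or dissection that the 24 h mock shares. The fall was smaller against that mock alone, with a median of -0.478 (quartiles -0.738 to -0.158). This part and an effect of PEP1 cannot be told apart.

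Regrouping the libraries at random gave few calls. In all 35 splits of the 7 libraries of a time into 3 and 4, only the real split (1 of 35) had as many genes, at each time. This is the smallest share that 35 splits allow. Every other split mixes PEP1 and mock libraries, so few calls arise there. The splits also cannot separate PEP1 from a harvest that the PEP1 libraries of a time share. The real counts were 1786 induced and 1472 suppressed at 3 h (highest other 0 for both), 1115 and 1005 at 6 h (27 and 0), 1572 and 664 at 12 h (0 and 0) and 3650 and 2654 at 24 h (0 and 0). For the G2/M list at 3 h the real split was the highest, with -log10 p of 16.41 from camera (1 of 35), but another split reached 14.3. Chance cannot be excluded at 24 h, with 7.11 (highest other 12.77, 11 of 35), at 6 h, with 1.58 (13.71, 28 of 35), or at 12 h, with 0.54 (10.58, 30 of 35).

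For the number of lists that camera called, chance cannot be excluded at any time. In the fits of 7 libraries that the splits use, it called 7 at 3 h (highest other 10, 13 of 35), 10 at 6 h (11, 2 of 35), 8 at 12 h (12, 6 of 35) and 8 at 24 h (10, 13 of 35). In 100 draws of the 16 libraries into 5 groups, the true grouping gave the most genes called at any time (8313, highest other 424), only at 24 h (2988, highest other 87) and at all 4 times (1272, highest other 0), each with 1 of 100. These draws too mix PEP1 and mock libraries, so few calls arise in them. Between times of PEP1, 10 splits are too few. The real values were 2169 and 760 genes for 24 h against 3 h and 959 and 1422 for 6 h against 3 h, with highest others of 0, and 23.04 for the G2/M list, with a highest other of 8.94.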

How the results depend on the processing

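The runs with only the mocks of 3 h and 12 h, without the libraries of 6 h and with families by domain were chosen only after the results were seen. Of the planned values, 802 stayed the same, 35 moved, 10 became weaker, 1 became stronger and none reversed. Of the added values, 59 stayed the same and 2 became weaker. The causes of these changes were not tested.

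With no fold minimum, 3468 genes were induced and 3370 suppressed at 3 h (2002 and 1645 with it), 2233 and 2130 at 6 h (1470 and 1231), 1813 suppressed at 12 h (899) and 5429 suppressed at 24 h (3149). Genes called at any time were then 13110 (8313) and at all 4 times 2014 (1272), and AZF3 fell from 3 h to 6 h by a called -0.51.

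Against the mock of the same time alone, 853 genes were induced and 603 suppressed at 6 h, 1111 and 477 at 12 h (2042 and 899 with all mocks), and 1944 suppressed at 24 h. Genes called only at 24 h were 1671 (2988) and at all 4 times 614. From 3 h to 24 h, 31 genes rose and 33 fell (2053 and 825), and from 3 h to 6 h, 54 and 71 (797 and 1069). STZ then rose from 3 h to 24 h by 0.48 and was not called, and AZF3 at 3 h had 0.51 and was not called. Of 805 calls of named genes, 546 (67.8%) were kept. DESeq2 kept 797 and the run without a filter 802, and none changed sign. With only the mocks of 3 h and 12 h, 727 were kept.

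AZF3 at 3 h was also lost with unique gene reads (0.56) and with only the mocks of 3 h and 12 h (0.57). Leaving out 1 library at a time, it ran from 0.54 to 0.64, and was lost without mock replicate 1 or PEP1 3 h replicate 1. STZ from 3 h to 24 h ran from 0.79 to 1.16, with the call lost without PEP1 3 h replicate 1 or PEP1 24 h replicate 1. Genes higher at 6 h than at 3 h ran from 514 to 697, and lower genes from 711 to 939, both fewest without PEP1 3 h replicate 3. From 94.0 to 98.5% of the calls of named genes were kept.

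With an estimated correlation, camera called 0 lists at any time, where the preset correlation gave 7, 8, 8 and 8 at 3, 6, 12 and 24 h. The adjusted p of the G2/M list became 0.245 at 3 h, 0.416 at 24 h and 0.346 from 3 h to 6 h. By fry, 12 lists passed at 3 h and 16 at 24 h.

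PC1 held 73.4% of the variance with genes called at any time, 57.64% without logs but scaled, 76.54% without logs or scaling, and 54.42% with 0.1 added. The gap between mocks and PEP1 was 25.2, 5.4, 3.7 and 28.4% of the range. By domain, MYB genes had an odds ratio of 1.51, in place of 2.21.

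A block for the replicate number changed no call that is reported. With it, 1900 genes were higher and 1002 lower at 24 h than at 3 h. Libraries of the same replicate number were not more alike, with correlations from -0.261 to 0.201 and a median of -0.009, against 0.0055 for different numbers. The alternative with GO terms was not run.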

Differences from the paper's values

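The families by domain, the process words and the tally of the Fig. 2B genes were chosen only after the results were seen. The number of genes suppressed rapidly and transiently depends on whether 1 cluster or a class of clusters is counted. The paper places 388 genes in its Cluster 9, while the 2 clusters that the rule used here puts in this class held 2006 genes. Of these, 1564 are in a cluster that was lowest at 24 h, so the class is wider than the paper's cluster. With another seed the class held 2008, without logs 1921, with 10 clusters 2368 and with 14 clusters 1626, so none of these settings reaches the paper's number. The like comparison is with the single cluster that held most of the G2/M genes, and its 442 genes are close to the paper's 388. The cause of the difference of the class was not tested.

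The other values of the paper are close. The control group was chosen with part of the paper's list of called genes in view, so some of this closeness is built in. The paper reports 8296 genes at any time, and 8313 were called here. Over the settings chosen in advance, this number ran from 5935 against the mock of the same time alone to 13110 with no fold minimum. The supplement of the paper lists 1313 genes at all 4 times, and 1272 were called here, with 614 against the mock of the same time alone and 2014 with no fold minimum. From Fig. 1C, the induced and suppressed genes of the paper are about 2100 and 1700 at 3 h, about 1400 and 1400 at 6 h, about 2000 and 940 at 12 h and about 4000 and 2900 at 24 h, read by eye. The values here were 2002 and 1645, 1470 and 1231, 2042 and 899, and 3814 and 3149.

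Some statements of the paper differ from the calls made here. Of the 10 zinc finger genes of Fig. 2B that the paper describes as induced early, 5 were induced at 3 h, 4 at 6 h, 5 at 12 h and 8 at 24 h. Of the 5 not called at 3 h, ZFP5 was called in 1 of 27 settings, the mock of 3 h alone. ZAT12 was called in 3 of 27: no fold minimum, only the mocks of 3 h and 12 h, and without PEP1 3 h replicate 1. AZF2, ZAT17 and AT5G43540 were called in 0 of 27.

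The paper states that STZ, AZF3 and ZAT6 remained high. Of the 3 genes, STZ and ZAT6 were called at all 4 times. AZF3 was called at 3 h alone, in 22 of 27 settings, and had log2 fold changes of 0.09 at 6 h and 0.20 at 12 h. At 24 h it stayed under the fold minimum, with log2 fold changes from 0.35 to 0.48 when each library was left out in turn. Every treated library of 24 h still lay above every mock in AZF3 (exact permutation test, p = 0.0286). The paper also reports that AZF3 reporter lines gave more signal in the meristem after treatment.

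The paper describes the suppression of its Cluster 9 as transient, and also reports lower CYCB1;1 and CDT1a markers in meristems after 24 h of PEP1. In these libraries CYCB1;1 and CDT1A lay below every mock at 24 h (exact permutation test, two-sided p = 0.0286 for each). The G2/M list used here is not the paper's cluster. Of 39 G2/M genes, 33 were suppressed at 3 h, 0 at 6 h and 12 h by edgeR and by DESeq2 (0 and 3 lower at an unadjusted p under 0.05), and 28 were suppressed again at 24 h. Against the mock of 24 h alone, 7 were suppressed at 24 h, with a median of -0.554 in place of -0.796.

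The paper names zinc finger and MYB genes among the families enriched in its PEP1-induced clusters. Here families were tested among all genes induced at any time, and C2H2 is only 1 class of zinc finger. The results therefore cannot be set side by side directly. By domain, 15 of 91 C2H2 genes were induced, with an odds ratio of 0.73 (adjusted p = 0.441, Fisher's exact test). Of 28 genes with a DOF zinc finger, 10 were induced (odds ratio 2.05, adjusted p = 0.229, Fisher's exact test). The C1-2i ZAT genes passed Fisher's exact test, with 7 of 11, but not limma's camera at 3, 6, 12 or 24 h (adjusted p = 0.108, 0.431, 0.0589 and 0.0421). By fry they passed at each of these times (adjusted p = 0.000113, 0.00587, 7.06e-05 and 9.04e-07). The paper picked members of this subfamily from these same libraries, so these tests are no independent evidence. MYB genes passed by symbol, with 19 of 51 (adjusted p = 0.00904, Fisher's exact test), but not by domain, with 45 of 155 (adjusted p = 0.0746, Fisher's exact test).

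The paper reports root development and root morphogenesis for its Cluster 11, a late stable suppressed cluster. The gene sets tested here are other sets, of genes suppressed at given times, so the results cannot be set side by side directly. Of 39 root development genes, 4, 3, 3 and 6 were suppressed at 3, 6, 12 and 24 h, and of 11 root morphogenesis genes 2, 1, 0 and 2. The word root development passed in no set that was tested (adjusted p of 0.564 or more, Fisher's exact test). GO terms themselves were not tested.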

Other observations

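The process words were chosen as a test only after the results were seen, as were TAA1 and PIN3 as genes to name. Of 30 auxin genes, 17 were suppressed at 24 h of PEP1 and 13 against the mock of 24 h alone. At 24 h the synthesis gene TAA1 had a log2 fold change of -1.59 and the transporter gene PIN3 had -1.24. MP, which overlaps another gene, and TIR1 went the other way (1.53 and 0.69).

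Genes of translation fell at 3 h and again at 24 h. Of 467 genes with translation among their processes, 63, 1, 2 and 242 were suppressed at 3, 6, 12 and 24 h, and at 24 h the odds ratio was 6.26 (adjusted p = 3.17e-70, Fisher's exact test). Of 92 ribosome biogenesis genes, 66 were suppressed at 24 h (odds ratio 13.09, adjusted p = 4.23e-30, Fisher's exact test). The 275 ribosomal protein genes had medians of -0.396, -0.116, -0.185 and -0.805 at the 4 times.

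Genes of differentiating tissue fell at 6 h against the 4 mocks. Of 24 xylem genes, 3, 11, 4 and 6 were suppressed (3, 12, 7 and 5 adjusted over the list alone). LAC4 and LAC17 had -1.65 and -1.58 at 6 h, and neither was called against the mock of 6 h alone. Against that mock 1 of the 24 was suppressed, but the median of the list was about as low, -0.726 in place of -0.784. At 24 h, 8 were suppressed against the mock of 24 h alone, with a median of -0.729. The Casparian strip and suberin list had 1, 9, 1 and 0 suppressed genes (1, 9, 2 and 0 adjusted over the list alone). Against the mocks of the same times, 0, 4, 4 and 1 were suppressed, and the list was lowest at 12 h, with a median of -0.805. With the 4 mocks, the 0 at 24 h is from edgeR and is also 0 by DESeq2, with 0 lower at an unadjusted p under 0.05. CASP4 (AT5G06200) fell from 30.7 ± 13.6 CPM (SD, n = 4) to 4.65 ± 0.526 (SD, n = 3) at 6 h, and GPAT5 rose at 24 h, by 4.38.

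Clock genes moved at 24 h, with 9 of 18 induced and 3 suppressed (4 adjusted over the list alone), and 6 induced and 3 suppressed against the mock of 24 h alone. CDF1 had -1.98 and TOC1 0.75, and GI had -0.68, which was not called against the mock of 24 h alone. The list did not pass at 24 h by limma's camera (adjusted p = 0.115) but passed by fry (adjusted p = 0.000295).

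Of the 9 genes of developmental cell death that the paper measured, 0, 2, 1 and 3 were induced by edgeR and 2, 0, 0 and 0 suppressed, also by edgeR. At 3 h DESeq2 also induced 0 and 0 were higher at an unadjusted p under 0.05, and at 6, 12 and 24 h DESeq2 suppressed 0, with 0, 0 and 1 lower at an unadjusted p under 0.05. From means of log2 CPM, the median of these 9 genes against the 4 mocks was -0.404, 0.362, 0.238 and 0.286 at the 4 times. Against the mocks of the same times it was -0.087, 0.252, 0.021 and -0.132. MC9 and RNS3 fell at 3 h (-1.16 and -0.83), calls lost against the mock of 3 h alone, and GRXS13 rose at 24 h (2.85). The 2 tested genes of environmental cell death went opposite ways. HSF4 rose by 1.83 at 3 h and 2.60 at 24 h, while AT4G33550 fell, with -6.03 at 3 h and -4.32 at 6 h. Both calls of AT4G33550 ended against the mock of the same time alone, and its mock level varied, with 2.08 ± 2.64 CPM (SD, n = 4). From means of log2 CPM, the median of the 2 genes against the 4 mocks was -0.749, -1.065, 0.161 and 1.051 at 3, 6, 12 and 24 h. Against the mocks of the same times it was 0.093, 0.176, -0.361 and -0.508.

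Of the genes that the paper uses as RT-qPCR controls, UBQ10 was called and GAPDH was not. UBQ10 is the control in Fig. 6, whose roots had no PEP1, so these values say nothing about that figure. UBQ10 rose by 0.82 at 3 h and 1.59 at 24 h. GAPDH, the control in other RT-qPCR assays, stayed under the fold minimum, with -0.40 at 3 h and -0.49 at 24 h.

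Smaller lists moved in parts. Of 12 callose genes, 3 were induced and 4 suppressed at 24 h, with CALS5 at -1.44 and PDLP5 at 1.08, but against the mock of 24 h alone 0 were induced and 3 suppressed by edgeR. Of 4 root cap genes, 2 were suppressed at 24 h, FEZ (-0.91) and BRN2 (-0.66). Of 16 root hair and epidermis genes, 3 were induced at 3 h, where the median of the list was 0.191. At the 4 times 1, 2, 1 and 3 were suppressed, with RSL1 at -2.40 at 24 h. Of 20 phloem and cambium genes, 2, 2, 2 and 3 were induced, with SMXL4 suppressed at each time and at -1.56 at 24 h. Against the mocks of the same times, 0, 0, 1 and 0 were induced by edgeR. Of 10 photosynthesis genes, 4 were suppressed at 6 h (5 adjusted over the list alone), with PSAD-1 at -1.79. With the mock of 6 h alone as the control, 0 were suppressed and 1 was induced by edgeR, and the median turned from -1.047 to 0.21. Of 6 heat shock genes, 0 were called at any time by edgeR against the 4 mocks. DESeq2 suppressed 0, 2, 0 and 2 of them, and 2, 5, 3 and 5 were lower at an unadjusted p under 0.05. Against the mock of 24 h alone edgeR called 6 of 6 suppressed at 24 h, with a median of -3.757. That mock was itself far higher in this list than the other mocks (mean log2 level 6.21, median of the others 2.964).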
